# Calcium oscillations coordinate feather mesenchymal cell movement by SHH dependent modulation of gap junction networks

**DOI:** 10.1038/s41467-018-07661-5

**Published:** 2018-12-18

**Authors:** Ang Li, Jung-Hwa Cho, Brian Reid, Chun-Chih Tseng, Lian He, Peng Tan, Chao-Yuan Yeh, Ping Wu, Yuwei Li, Randall B. Widelitz, Yubin Zhou, Min Zhao, Robert H. Chow, Cheng-Ming Chuong

## Abstract

Collective cell migration mediates multiple tissue morphogenesis processes. Yet how multi-dimensional mesenchymal cell movements are coordinated remains mostly unknown. Here we report that coordinated mesenchymal cell migration during chicken feather elongation is accompanied by dynamic changes of bioelectric currents. Transcriptome profiling and functional assays implicate contributions from functional voltage-gated Ca^2+^ channels (VGCCs), Connexin-43 based gap junctions, and Ca^2+^ release activated Ca^2+^ (CRAC) channels. 4-Dimensional Ca^2+^ imaging reveals that the Sonic hedgehog-responsive mesenchymal cells display synchronized Ca^2+^ oscillations, which expand progressively in area during feather elongation. Inhibiting VGCCs, gap junctions, or Sonic hedgehog signaling alters the mesenchymal Ca^2+^ landscape, cell movement patterns and feather bud elongation. Ca^2+^ oscillations induced by cyclic activation of opto-cCRAC channels enhance feather bud elongation. Functional disruption experiments and promoter analysis implicate synergistic Hedgehog and WNT/β-Catenin signaling in activating *Connexin-43* expression, establishing gap junction networks synchronizing the Ca^2+^ profile among cells, thereby coordinating cell movement patterns.

## Abstract (web summary)

The molecular mechanisms regulating mesenchymal cell movements are unclear. Here, the authors show in chicken feather elongation that SHH/WNT signalling establishes gap-junctions, enabling synchronized Ca^2 +^ oscillations to emerge for and in turn coordinating directed cell migration.

## Introduction

Collective cell migrations play key roles in gastrulation, organogenesis, wound healing, and immune responses, as well as pathological processes including chronic inflammation and cancer invasion^1,2^. Tissues undergo various types of collective cell migration. Epithelial cells, for example, have been observed to migrate in lines, sheets, strands, and hollow tubes. They rely on stable cell-cell junctions (especially adherens junctions) to maintain cooperativity. In contrast, migratory mesenchymal cells only have transient cell-cell contacts^1,2^. This could be problematic when the cell density is high or the migration distance is long (millimeter or centimeter range). Either situation greatly limits guidance cues available to cells at the rear of the migrating cohort^2,3^. Therefore, biological systems must have developed mechanisms to boost and relay directional signals.

Externally applied electric fields were found to guide directional migration of cultured cells^4^. Recent studies revealed that long-range, self-sustained K^+^ oscillations coordinate collective proliferation and migration in bacteria^5,6^. Endogenous direct-current (DC) electric fields (EFs) have also been detected during embryogenesis/regeneration in eukaryotes and these EFs were implicated in instructing cells with directional or positional information^7–10^. However, the molecular understanding of these phenomena is rudimentary, mainly due to a lack of tools to monitor endogenous electric fields with high spatiotemporal resolution in vivo. The development of tools such as vibrating probes^11^ and genetically encoded voltage- and Ca^2+^ sensors^12,13^ enables in-depth investigation of bioelectric signals in vivo.

Feather bud elongation in chicken dorsal skin explants is a very robust and precise biological process, even without the embryonic microenvironment^14,15^. The robustness of this process implies the maintenance of localized and stringent molecular mechanisms for coordinating collective cell behaviors. Previous studies of cellular events implicate polarized mesenchymal cell rearrangements in directed feather bud elongation^16^. Sparse BrdU- or TUNEL-positive cells in feather mesenchyme imply minimal involvement of cell divisions or apoptosis, a potentially confounding interpretation^16,17^. We hypothesize that tissue endogenous bioelectric signals mediated by ion channels, exchangers and pumps may carry out the signal relay function in mesenchymal cells during feather elongation.

In this study we observed dynamic changes of bioelectric currents in developing chicken embryos. Before feather bud elongation, EF endogenous to dorsal skin was relatively homogenous and exhibited inward directionality. At the onset of elongation, outward electric current emerged at the anterior side of each feather bud, implying a heterogenization of the EF into multiple smaller electric circuits. Tissue-wide long-range Ca^2+^ oscillations were observed in bud mesenchyme. Dampening these oscillations or introduction of exogenous oscillations altered feather morphology. Feather mesenchymal cell movement changes direction markedly when voltage-gated Ca^2+^ channels (VGCCs) or gap junctions were inhibited. The landscape of the Connexin-43 based gap junction network was modulated by synergistic actions of SHH and WNT signaling. This network electrically coupled mesenchymal cells expressing heterogeneous levels of VGCCs and CRAC channels, thereby allowing synchronized Ca^2+^ oscillations to occur and coordinate directional cell movements.

## Results

### Electric currents and ion channel expression in feathers

A vibrating probe^11^ was used to measure endogenous DC electric currents on intact chicken embryos from Hamburger & Hamilton^18^ (H&H) stage 29–38 (Fig. 1a). Measurement locations included interbud regions (between feather buds), anterior and posterior feather bud regions. Inward currents were observed in interbud regions for all developmental stages examined. Inward ionic currents were also observed in feather buds before the initiation of polarized elongation (H&H 29–34). Following the onset of elongation (H&H 34–35), the current direction at the anterior bud regions reversed, while current directionality remained inward at posterior bud regions. We hypothesize that these dynamic changes of endogenous feather bud ionic currents result from spatiotemporally regulated ion channel expression and activity.

**Fig. 1:**
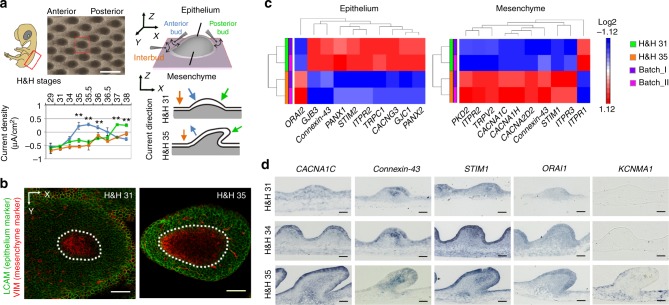
Dynamic bioelectric currents and expression of Ca^2+^-related channels in elongating feathers. **a** Endogenous electric current density in anterior, posterior feather buds and interbud regions in intact chicken embryos at different developmental stages (*n* = 9–11 measurements per position per stage). Between Hamburger & Hamilton (H&H) Stage 34–35, the direction of currents at the anterior buds reversed from inward to outward, while that at the posterior buds stayed inward. The direction of currents at interbud regions stayed inward throughout the developmental stages examined. Data are presented as mean ± s.e.m. **P < 0.005 (two-sample Student’s *t* test). Scale bar, 500 μm. **b** Confocal image of H&H 31 and H&H 35 feather buds stained with LCAM and VIM to reveal distinct morphology of epithelial and mesenchymal cells. VIM positive cells in epithelium are melanocytes and periderm cells. Dashed lines highlight epithelial-mesenchymal boundaries. Scale bars, 50 μm. **c** Screening of genes encoding ion channels in RNA-Seq highlights multiple Ca^2+^-conducting channels. **d** In situ hybridization results of genes encoding components of VGCCs, gap junctions, CRAC channels, and Ca^2+^-activated K^+^ channels. Scale bar, 50 μm

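Of the 102 channel genes screened, 63 had enough expression to be tested, and 7 rose and 20 fell in epithelium while 18 rose and 8 fell in mesenchyme. Of 11 connexin and pannexin genes, which form gap junctions and ATP-releasing channels, 0 rose, 7 fell and 4 did not pass the test in epithelium (0 higher and 7 lower adjusted over the list alone; camera adjusted p = 0.0127, and adjusted p = 0.357 with an estimated correlation). GJB6 (Connexin-30) went from 59.8 ± 0.221 to 35.4 ± 12.2 RPKM (SD, n = 2) in epithelium, a call that was lost with each gene's own variance (adjusted p = 0.106), without either H&H 31 epithelium library (adjusted p up to 0.0674) and without H&H 35 epithelium I (adjusted p = 0.0594, log2 change -0.43 in place of -0.78). In mesenchyme 5 rose, 1 fell and 5 did not pass the test (5 higher and 1 lower adjusted over the list alone; adjusted p = 0.353 from camera). The median change of the list there turned from 0.09 to -0.02 with quantile normalization. Of 14 VGCC subunits, 2 rose, 3 fell and 9 did not pass the test in epithelium. In mesenchyme 5 rose, 3 fell and 6 did not pass, with the same counts in both tissues adjusted over the list alone (adjusted p = 0.105 and 0.259 from camera). CACNA1I, the pore subunit of a T-type VGCC, rose from 0.636 ± 0.0623 to 1.53 ± 0.182 RPKM in epithelium and fell from 0.755 ± 0.0155 to 0.128 ± 0.0155 in mesenchyme. Of 11 TRP, mucolipin and polycystin genes, 1 rose, 6 fell and 4 did not pass the test in epithelium (1 higher and 6 lower adjusted over the list alone; camera adjusted p = 0.0314, and adjusted p = 0.357 with an estimated correlation). The 1 that rose was TRPS1 (from 0.724 ± 0.0607 to 1.81 ± 0.269 RPKM), a transcriptional repressor and no channel. TRPC7 fell there from 2.41 ± 0.0757 to 0.0590 ± 0.0176 RPKM. The call of this list was lost without H&H 31 epithelium I or H&H 35 epithelium I (adjusted p 0.0161 to 0.0605 with a library left out and up to 0.0637 in other settings). In mesenchyme 3 of them rose, TRPS1 among them, and 1 fell, also adjusted over the list alone (adjusted p = 0.259 from camera). Of 8 purinergic receptor genes, 1 rose and 1 fell in epithelium and 2 rose and 0 fell in mesenchyme, also adjusted over the list alone. In epithelium its median change was 0.06 and its mean -0.02, with camera pointing down (adjusted p = 0.979). In mesenchyme the list had camera adjusted p = 0.0471, and adjusted p = 0.478 with an estimated correlation. The camera call was lost in 4 of 8 fits with a library left out (adjusted p 0.0324 to 0.163, the highest without H&H 35 mesenchyme I) and in other settings (up to 0.233). P2RY1, an ADP receptor, rose from 2.73 ± 0.614 to 6.10 ± 1.30 RPKM in mesenchyme. Na+ channel subunits (8 tested) had 2 higher and 1 lower in epithelium and 1 and 1 in mesenchyme, also adjusted over the list alone (adjusted p = 0.506 and 0.992 from camera). In mesenchyme the median of this list was -0.07 and its mean 0.04. Of 4 CRAC channel genes, 1 rose and 1 fell in each tissue, also adjusted over the list alone, with median changes of 0.17 and -0.06 against means of -0.00 and 0.06. With median-ratio scaling the median in mesenchyme turned to 0.00. Of 4 genes of intracellular Ca2+ release channels 1 fell in epithelium and 1 rose and 1 fell in mesenchyme (2 and 1 adjusted over the list alone), with a median in epithelium of -0.02 that turned to 0.01 with quantile normalization. Of 3 Ca2+-activated K+ channel subunits 0 passed in either tissue in limma (1 in epithelium, KCNMB4, and 0 in mesenchyme at an unadjusted p under 0.05). KCNMA1 stood at 1.87 ± 0.208 RPKM in H&H 31 mesenchyme and 1.76 ± 0.594 in H&H 35 mesenchyme. The 10 epithelium genes of Fig. 1c comprised 1 that rose and 9 that fell in epithelium (camera adjusted p = 3.53e-05, and adjusted p = 0.336 with an estimated correlation). In mesenchyme 3 rose and 1 fell (camera adjusted p = 0.655, with a median of 0.01 whose sign turned with the scaling). The 10 mesenchyme genes of Fig. 1c comprised 8 that rose and 1 that fell in mesenchyme (9 higher and 1 lower adjusted over the list alone; camera adjusted p = 0.00144, and adjusted p = 0.360 with an estimated correlation). In epithelium 0 of them rose and 4 fell (0 higher and 5 lower adjusted over the list alone; camera adjusted p = 0.0424, and adjusted p = 0.392 with an estimated correlation, and up to 0.0885 with a library left out, without H&H 35 epithelium I). The paper gives reasons of function for its channel families, while the genes of Fig. 1c passed a filter of level, fold change and P on these samples. The calls of each Fig. 1c list in its own tissue were thus largely fixed in advance, and its tests are not independent evidence. Counts and tests of the families are not independent evidence either, since their values had been seen in the paper.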

To screen candidates for the ion channels involved in stage-dependent current changes, we compared the transcriptomes of H&H 31 and H&H 35 embryonic chicken dorsal skins (Supplementary Fig. 1), with epithelium and mesenchyme separated due to their distinct cell morphology and molecular expression (Fig. 1b). 

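Epithelium and mesenchyme of dorsal skin were sequenced separately at 2 stages, H&H 31 (day 7 of incubation) and then H&H 35 (day 9). Each of the 4 groups has 2 biological replicates, called batches I and II. CDH1, the gene of the epithelial adhesion molecule E-cadherin, stood at 85.1 ± 10.3 RPKM (SD, n = 2) in H&H 31 epithelium and 0.442 ± 0.175 in H&H 31 mesenchyme. At H&H 35 it stood at 104 ± 2.56 and 1.04 ± 0.0447. VIM, the gene of a fibroblast intermediate filament, stood at 1536 ± 82.8 RPKM in H&H 31 mesenchyme and 103 ± 2.92 in H&H 31 epithelium. At H&H 35 it stood at 1359.8 ± 188 and 44.1 ± 0.0941. The authors trimmed the single-end reads and mapped them to the chicken genome build galGal4 with Partek Flow. The deposited values are RPKM (read counts scaled by transcript length and mapped reads) for 14642 genes. In batches I and II, the H&H 31 epithelium libraries held 22050712 and 27163477 alignments and the H&H 31 mesenchyme libraries 22545802 and 27378919. At H&H 35 the epithelium libraries held 33620383 and 26888898 alignments and the mesenchyme libraries 31917108 and 32125725. The read counts of single genes are not in the deposited values, so no counting interval is given for a gene. From there on, log2(RPKM + 1) of all 8 libraries was fitted with limma for the 11155 genes with an RPKM of at least 1 in at least 2 libraries. A log2 change is H&H 35 minus H&H 31 on that scale, which makes changes of genes near an RPKM of 1 or below smaller than their ratio. A gene is said to rise or fall where its p, adjusted over all genes tested, is under 0.05.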

Epithelium is primarily comprised of cuboidal cells tightly arranged in a honeycomb pattern (highlighted by staining of LCAM, Liver Cell Adhesion Molecule), while mesenchyme is mainly composed of VIM (Vimentin) positive, bipolar, or multipolar fibroblasts (Supplementary Fig. 2a, b). Neurites are very rare and only exist in mesenchyme underneath feather buds during feather elongation (Supplementary Fig. 2c). We focus on Ca^2+^ channel coding genes in RNA-Seq analysis, because Ca^2+^ ions not only serve as carriers of inward currents^19^, but also second messengers to link membrane potentials to downstream cellular events^20^. Intercellular gap junction channels were also included, as they are crucial to establish tissue-wide electrical paths^21^. Ca^2+^-activated K^+^ channels carrying outward currents may help restore the resting membrane potential after depolarization-induced Ca^2+^ influx^22^.

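In epithelium, 16 of the 102 channel genes of Supplementary Data 1 had an RPKM above 1.5 in each of the 4 libraries of the tissue, a ratio of stage means above 1.3 and an unadjusted p under 0.05 from limma, which stands in for the study's P. Of these, 2 were higher at H&H 35. SCNN1B, a subunit of the epithelial Na+ channel, rose from 2.12 ± 0.333 to 4.70 ± 0.454 RPKM (SD, n = 2). ORAI2, a pore subunit of CRAC channels, went from 7.69 ± 0.254 to 10.1 ± 0.633. The 14 that were lower included the gap junction genes GJA1, GJB6 and GJC1, the pannexin genes PANX1 and PANX2, the genes ITPR2 and STIM2 of Ca2+ store release and sensing, and CACNA2D2, P2RX4, PKD2, SCN3B, TRPC1 and TRPM1. P2RX4, an ATP-gated channel, fell from 4.62 ± 0.609 to 2.04 ± 0.660 RPKM and TRPC1, a cation channel of the transient receptor potential family, from 15.5 ± 0.658 to 10.4 ± 0.538. In mesenchyme 17 genes passed, of which 14 were higher at H&H 35. They were CACNA1C, CACNA1H, CACNA2D2 and CACNB1 of VGCCs, GJA1, GJA4 and GJA5 of gap junctions, the IP3 receptor genes ITPR2 and ITPR3, STIM1, P2RX4, P2RY1, PKD2 and TRPV2. GJA4, a connexin of arterial endothelium, rose from 3.07 ± 0.216 to 8.68 ± 1.93 RPKM, and TRPV2, a cation channel, from 10.6 ± 1.17 to 17.9 ± 0.315. In these libraries 10 of 15 endothelial markers and 8 of 9 smooth muscle and pericyte markers also rose (median log2 change 0.83 and 2.18, adjusted p = 0.367 and 0.360 from camera with an estimated correlation). Values of the whole tissue do not separate a change within cells from a change in the share of cell types. The 3 that were lower were ITPR1, ORAI1 and PANX1, of which the IP3 receptor gene ITPR1 fell from 10.1 ± 0.562 to 6.43 ± 0.220 RPKM. The panel was chosen by the study, so these counts are not independent evidence of a direction. With p adjusted over all genes 15 and 14 genes passed, without CACNA2D2 in epithelium and without CACNB1, ITPR3 and P2RX4 in mesenchyme. Taking the higher stage mean as the minimum RPKM gave 25 and 26. The paper names a test for unpaired groups in its statistics section, but does not say which test gave this P. A test of that kind, added after the counts were seen, uses each gene's own spread in the 4 libraries of a tissue alone. It passed 10 genes in epithelium and 11 in mesenchyme, or 10 and 10 on RPKM without log. Of genes not drawn in Fig. 1c it kept SCNN1B in epithelium and, on log2(RPKM + 1), GJA4 in mesenchyme. In the alternatives fixed beforehand, the filter lost CACNA2D2, ORAI2, PKD2 or SCN3B in epithelium and CACNB1, GJA5, ITPR3, ORAI1 or P2RX4 in mesenchyme. ORAI2 did not pass it with median-ratio scaling or without H&H 31 epithelium I or H&H 35 epithelium II. With p adjusted over all genes, calls in epithelium were lost for ORAI2 in 8 alternatives (adjusted p up to 0.154), PKD2 in 9 alternatives (adjusted p up to 0.226), SCN3B in 9 alternatives (adjusted p up to 0.242), TRPM1 in 4 alternatives (adjusted p up to 0.0880), PANX1 in 3 alternatives (adjusted p up to 0.107) and P2RX4 in 1 alternative (adjusted p up to 0.0579). In mesenchyme they were lost for GJA5 in 3 alternatives (adjusted p up to 0.0953) and ITPR2 in 2 alternatives (adjusted p up to 0.0716). Calls of GJA1, GJB6, ORAI1 and STIM2 that were lost are given with these genes.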

To shorten the candidate gene list (Supplementary Data 1), the following filter condition was applied: minimum RPKM (reads per kilobase of transcript per million mapped reads) > 1.5, fold change > 1.3 (before Log2 transformation), *P* < 0.05 (Fig. 1c). Afterwards, RNA in situ hybridization and RT-qPCR were performed to validate the RNA-Seq results (Fig. 1d and Supplementary Fig. 3). 

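CACNA1C, the pore subunit of an L-type VGCC, rose in mesenchyme from 1.78 ± 0.0923 to 5.49 ± 0.672 RPKM (SD, n = 2) (log2 change 1.22, SE 0.12, adjusted p = 0.000121, limma). Epithelium stood at 0.0351 ± 0.0301 and 0.0609 ± 0.0409. CACNA1H, the pore subunit of a T-type VGCC, fell in epithelium from 3.14 ± 0.108 to 0.696 ± 0.116 RPKM (log2 change -1.29, SE 0.11, adjusted p = 5.69e-05). In mesenchyme it rose from 3.19 ± 0.0526 to 5.67 ± 0.382 (log2 change 0.67, SE 0.11, adjusted p = 0.00196). CACNA2D2, an auxiliary VGCC subunit, rose in mesenchyme from 8.23 ± 0.262 to 13.5 ± 0.300 RPKM (log2 change 0.66, SE 0.11, adjusted p = 0.00172). CACNG3, another auxiliary subunit, fell in epithelium from 24.3 ± 1.45 to 1.47 ± 0.453 RPKM (log2 change -3.37, adjusted p = 3.02e-06), with a lowest library of 1.15. In mesenchyme it stood at 2.04 ± 0.360 and 2.03 ± 0.545. Among gap junction genes GJC1 (Connexin-45) fell in epithelium from 10.2 ± 0.311 to 6.74 ± 0.386 RPKM (log2 change -0.54, adjusted p = 0.00190). The mesenchyme level was 13.4 ± 0.133 and then 16.5 ± 0.863 (adjusted p = 0.0355, with a range from 0.0344 to 0.146 when a library was left out). PANX2, a pannexin, fell in epithelium from 15.7 ± 1.89 to 2.49 ± 0.559 RPKM (log2 change -2.27, adjusted p = 8.23e-06), and PANX1 fell in mesenchyme from 4.85 ± 0.539 to 2.72 ± 0.458 (log2 change -0.66, adjusted p = 0.00514). STIM1, the Ca2+ sensor of CRAC channels, rose in mesenchyme from 8.10 ± 0.172 to 14.5 ± 1.05 RPKM (log2 change 0.77, SE 0.11, adjusted p = 0.000776). Epithelium stood for this gene at 13.2 ± 1.70 and 13.6 ± 1.04. Its paralog STIM2 fell in epithelium from 10.2 ± 0.277 to 5.87 ± 1.04 RPKM (log2 change -0.71, adjusted p = 0.00652). Its level in mesenchyme was 7.29 ± 0.0230 and then 6.74 ± 1.50. The stage change differed between the tissues for CACNA1C (log2 difference 1.18, mesenchyme minus epithelium, adjusted p = 0.000844) and STIM1 (0.72, adjusted p = 0.00631) in the test of the interaction term. At the level of CACNA1C in epithelium log2(RPKM + 1) leaves almost no room for a fall, and its change there was 0.04. The difference of CACNA1C thus mostly repeats its rise in mesenchyme and does not show how epithelium regulates the gene. The call of STIM2 in epithelium was lost without H&H 35 epithelium I (log2 change -0.56, adjusted p = 0.0515) and with each gene's own variance (adjusted p = 0.0614). The paper reduced its panel to candidates by their level, fold change and P (Fig. 1c) and took these to RNA in situ hybridization and RT-qPCR (Fig. 1d and Supplementary Fig. 3).

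**Figure D1:**
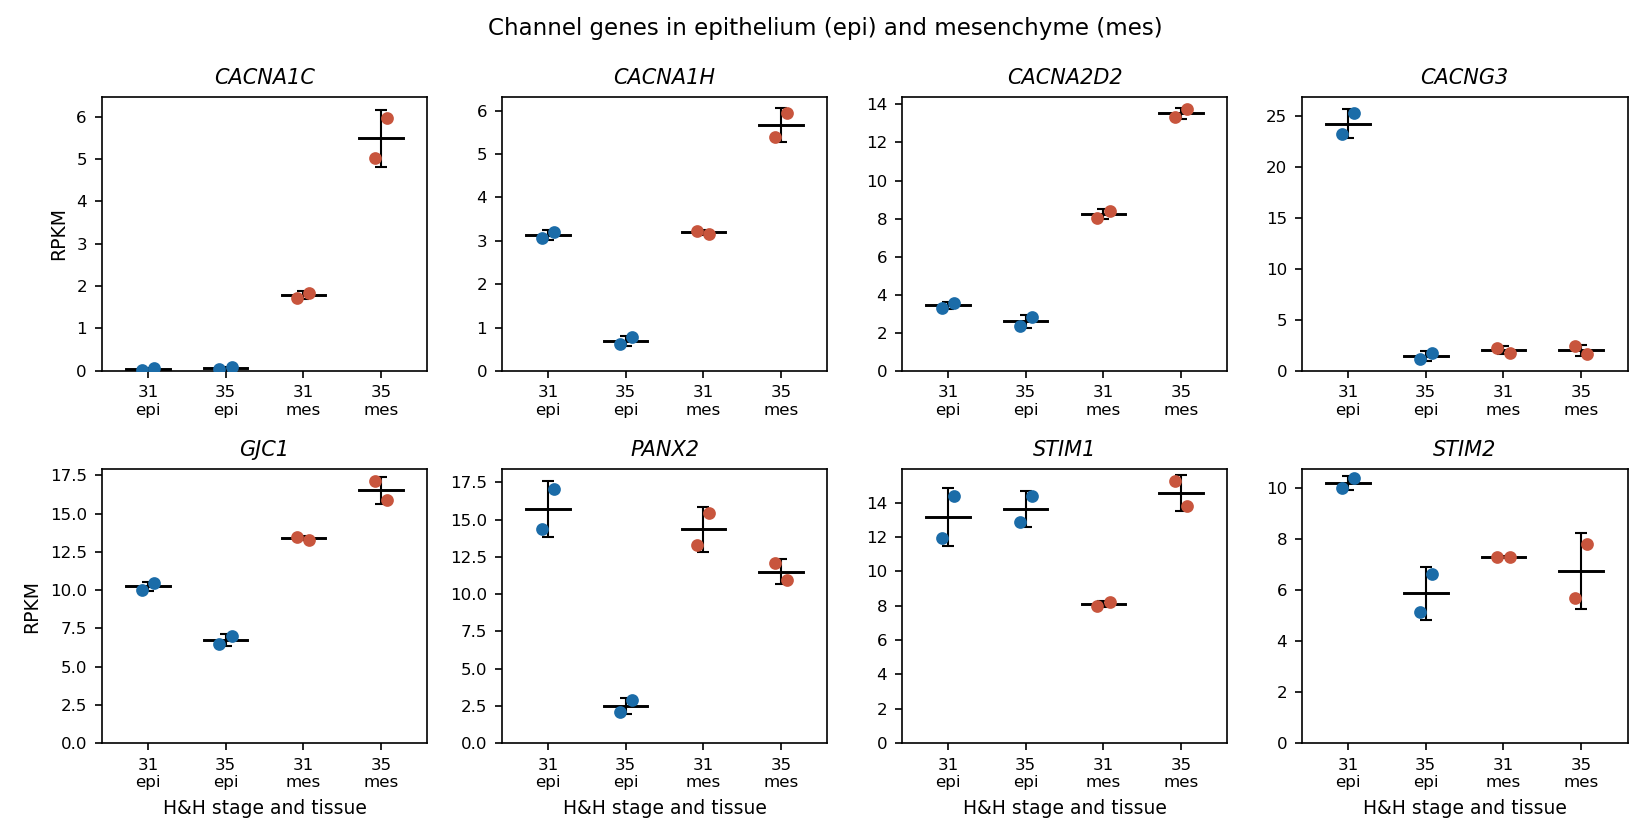
RPKM (vertical axes) of 8 channel genes in epithelium (epi, blue) and mesenchyme (mes, red) at H&H 31 and H&H 35. Points are libraries, horizontal lines are means and bars are SD (n = 2 libraries), and CACNG3 is highest in H&H 31 epithelium, with a mean of 24.3.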

L-type and T-type voltage-gated Ca^2+^ channels (VGCCs), gap junctions and Ca^2+^ release activated Ca^2+^ (CRAC) channels exhibited developmental stage-dependent variations of expression. *Connexin-43* gap junctions were localized at the posterior–distal epithelium and mesenchyme until feather elongation when the expression region expanded in the mesenchyme. Meanwhile their expression level decreased in the epithelium. 

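GJA1, the gene of Connexin-43, fell in epithelium from 319.9 ± 8.70 to 197 ± 24.0 RPKM (SD, n = 2). The log2 change was -0.70 (SE 0.10, adjusted p = 0.000936 from limma), and both H&H 35 libraries were lower than both H&H 31 libraries. In mesenchyme GJA1 rose from 520.4 ± 40.2 to 717 ± 27.3 RPKM, a log2 change of 0.46 (SE 0.10, adjusted p = 0.00718). The change in mesenchyme minus the change in epithelium was 1.16 (SE 0.15, adjusted p = 0.000338 for the interaction term). Mesenchyme stood above epithelium at H&H 31 (log2 difference 0.70, adjusted p = 0.000328) and at H&H 35 (1.86, adjusted p = 4.36e-07). The call in mesenchyme was lost without H&H 31 mesenchyme I (log2 change 0.38, adjusted p = 0.0654, the highest of a range from 0.00442 with a library left out). Values from the whole tissue do not resolve regions of the bud.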

*STIM1* (Stromal Interaction Molecule 1, Ca^2+^ sensor of CRAC channels) was expressed with a similar pattern as *Connexin-43* in feather mesenchyme. The binding partner of *STIM1* (*ORAI1*, ion conducting pore subunit of CRAC channels) was also present in feathers but exhibited no stage-dependent variation in expression. Furthermore, in situ hybridization detected sparse *KCNMA1* (component of Ca^2+^-activated K^+^ channel) expression in anterior epithelium and basal mesenchyme of H&H 35 feather buds.

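ORAI1, the pore subunit of CRAC channels, stood at 4.17 ± 0.491 RPKM (SD, n = 2) in H&H 31 epithelium and 5.31 ± 0.227 in H&H 35 epithelium, a log2 change of 0.29 (SE 0.12, adjusted p = 0.103 from limma) that did not pass the test. In mesenchyme ORAI1 fell from 5.96 ± 0.318 to 4.26 ± 0.529 RPKM, a log2 change of -0.41 (SE 0.12, adjusted p = 0.0280). With each gene's own spread in the mesenchyme libraries alone, ORAI1 did not pass the study's filter. The paper does not say whether its statement on ORAI1 rests on in situ hybridization or on RNA-Seq. Its primers for ORAI1 are for in situ hybridization, so values of the whole tissue may not measure the same thing. The difference between the changes of the tissues was -0.69 (mesenchyme minus epithelium, SE 0.17, adjusted p = 0.0116). The paralog ORAI2 stood at 8.03 ± 1.08 RPKM in H&H 31 mesenchyme and 8.01 ± 0.135 in H&H 35 mesenchyme (adjusted p = 0.994). The call of ORAI1 in mesenchyme was lost with equal sum scaling, median-ratio scaling, only the libraries compared, each gene's own variance (adjusted p up to 0.0732 over these), and without H&H 31 mesenchyme I, H&H 31 mesenchyme II or H&H 35 mesenchyme I (log2 change -0.51 to -0.30 and adjusted p 0.0256 to 0.146 over all libraries left out). The call of the difference between tissues was lost with equal sum scaling (adjusted p = 0.0545) and without H&H 31 mesenchyme I (adjusted p = 0.0502).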

### Functional VGCCs and Connexin-43 gap junctions in feathers

To visualize cytoplasmic Ca^2+^ buildup due to influx through functional VGCCs in feathers, we constructed an avian viral vector (RCAS) expressing Ca^2+^ sensor GCaMP6s^10^, T2A peptide, and mCherry. By normalizing the fluorescence intensity of GCaMP6s to that of mCherry, changes in Ca^2+^ levels could be measured and compared among tissues despite heterogeneous levels of viral expression. To visualize cytosolic Ca^2+^ changes along both the transverse and sagittal planes, we adopted skin explants and strip configurations (Fig. 2a). As expected, KCl application to depolarize membrane potentials triggered Ca^2+^ increases in mesenchymal but not epithelial cells. The responses elevated as the feathers developed (Fig. 2b–f, k; Supplementary Fig. 4a; Supplementary Movies 1–5). Pretreating skins with a VGCC blocker, Nifedipine, dramatically reduced the KCl response (Fig. 2g, k and Supplementary Movie 6). To measure direct currents through VGCCs, H&H 35 mesenchyme was dissociated to single cells for patch clamp experiments (Supplementary Fig. 5). Consistent with the in situ hybridization data (Supplementary Fig. 3a), a current–voltage (I–V) plot supports the presence of functional VGCCs. The measured I–V curve indicates that the cells mainly expressed T-type VGCCs, but we cannot exclude the possibility that a cell population may express L-type VGCCs due to the limited number of tested cells used in the patch clamp experiment. KCl-induced fast Ca^2+^ increases were also observed in cultured single cells (Fig. 3a, b ROI 1 and Supplementary Movie 7). Taken together, our data suggest that active VGCCs are present in a subpopulation of feather mesenchymal cells.

**Fig. 2:**
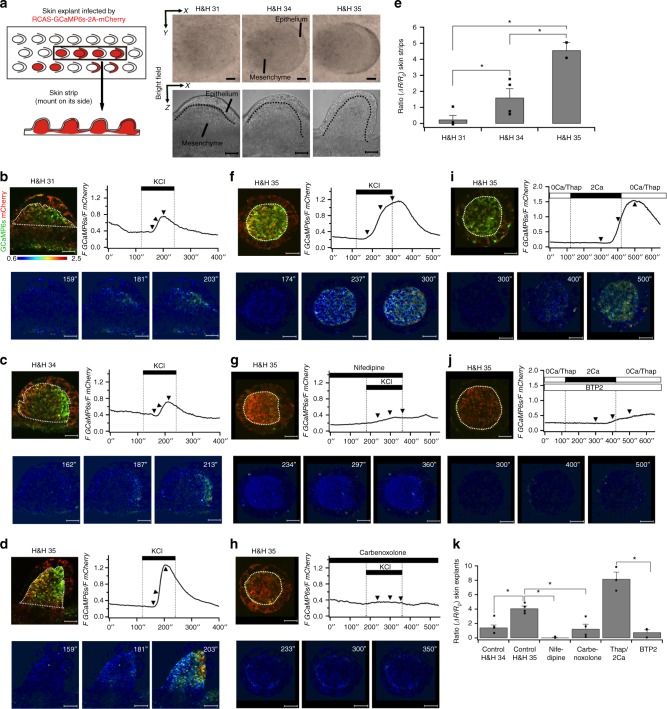
Functional VGCCs, gap junctions and CRAC channels in elongating feathers. **a** Schematic drawing exhibiting the skin explant and strip configuration used for time-lapse Ca^2+^ imaging. Bright field images of feather buds at different developmental stages in skin explants and strips are shown. Dotted lines highlight epithelial-mesenchymal boundaries. Scale bars, 50 μm. **b**–**d** Time-lapse Ca^2+^ imaging of feathers from skin strips at different stages (*n* = 3 for each stage). Dotted lines indicate regions of interest (ROI) for quantification (′′ denotes seconds). Pseudocolor images of the ratios are presented at selected time points (arrowheads). Scale bar, 50 μm. **e** Quantifying change of mesenchymal Ca^2+^ increases in feathers from skin strips. *R*_*o*_: baseline *F GCaMP6s/F mCherry* ratio before KCl application. *ΔR*: the peak ratio subtracts *R*_*o*_. Mean ± s.e.m. *P < 0.05 (Wilcoxon rank test). Dots represent individual data points. **f** Time-lapse Ca^2+^ imaging of feathers in skin explants at H&H 35 (*n* = 16/16). **g** Pretreatment with 50 μM Nifedipine for 3 min greatly dampened the KCl-induced Ca^2+^ elevation (*n* = 4/4). **h** Pretreatment with 150 µM Carbenoxolone for 30 min significantly reduced the KCl response (*n* = 4/4). **i** Feather buds pretreated for 30 min with 0 mM Ca^2+^ solution including 10 µM Thapsigargin exhibited notable Ca^2+^ influx after perfusion of 2 mM Ca^2+^ solution (*n* = 3/3). **j** 5 µM BTP2 significantly reduced the Ca^2+^ influx (*n* = 3/3). **k** Quantification of Ca^2+^ response in feathers from skin explants under different treatments. Mean ± s.e.m. *P < 0.05 (Wilcoxon rank test)

**Fig. 3:**
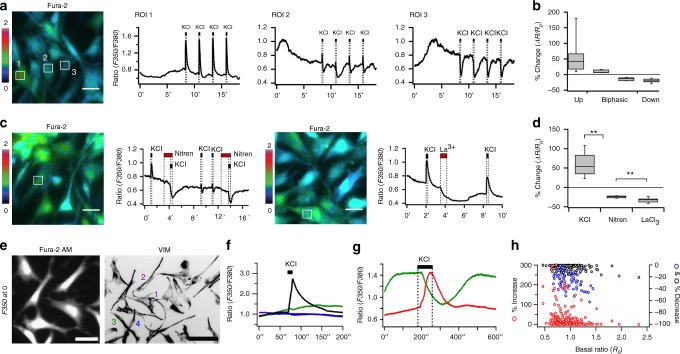
Heterogeneous Ca^2+^ responses in cultured mesenchymal cells. **a, b** Three types of Ca^2+^ responses upon 100 mM KCl stimuli in H&H 35 single mesenchymal cells: KCl-induced Ca^2+^ increase (ROI 1, *n* = 24/73), biphasic Ca^2+^ response (ROI 2, *n* = 7/73), KCl-induced Ca^2+^ decrease (ROI 3, *n* = 42/73). Rectangles denote regions of interest (ROI) for quantification. AM-Fura-2 dyes were used to measure Ca^2+^ level by excitation wavelength of 350 nm (*F350*) and *F380*. Scale bar, 25 μm. ′ denotes minutes. Whisker bottom, box bottom, median line, box top, and whisker top correspond to 10, 25, 50, 75, and 90 percentile.  **c**, **d** 10 μM Nitrendipine (Nitren) or 10 μM LaCl_3_ was used to inhibit L-type VGCC (*n* = 5) and CRAC channels (*n* = 20), respectively. **P *<* 0.01 (Wilcoxon rank test). **e** Mesenchymal cells were identified by vimentin staining after Ca^2+^ measurements. Scale bars, 35 μm, 110 μm. **f** Fast application of KCl solution for 10 s induced immediate Ca^2+^ responses. Four cells labeled with colored numbers in **e** were chosen to plot the ratios. ′′ denotes seconds. **g** Slow, gentle bath perfusion of KCl (indicated by the time delay between onset of KCl application and response) implies the response is not an artifact of shear stress stimulation. **h** Negative correlation between *R*_*o*_ and KCl-induced Ca^2+^ increase (Red circle, fast application/bath perfusion, *n* = 246). Positive correlation between *R*_*o*_ and KCl-induced Ca^2+^ decrease (Black circle, fast application, *n* = 184; blue circle, bath perfusion, *n* = 62). % increase or decrease of Ca^2+^ response was calculated by *∆R/R*_*o*_

To confirm the presence of functional gap junction channels, we performed the scrape-loading/dye transfer assay to confirm the permeability of gap junctions in feathers^23^. In H&H 35 feather buds Lucifer yellow quickly spread to almost all feather mesenchymal cells after scraping (Supplementary Fig. 6a, b). Pretreatment of the skin for 1 h with 18-α-GA, which disrupts the Connexin-43 arrangement within the channel^24^, dramatically reduced intercellular transfer of Lucifer yellow (Supplementary Fig. 6a). Similar results were observed in samples treated with PMA (Supplementary Fig. 6b), which activates PKC to alter Connexin-43 phosphorylation and downregulates *Connexin-43* expression^25–28^. As gap junction communication plays a role in propagating electrical signals among cell populations^29^, we expected weaker KCl responses in feathers after administering gap junction blockers. Indeed, pretreating the skins with either Carbenoxolone (an 18-α-GA derivative) or PMA significantly reduced the KCl responses (*P* < 0.05, Wilcoxon rank test, Fig. 2h, k, Supplementary Fig. 6c and Supplementary Movies 8, 9). These data indicate that a functional gap junction network exists in feather mesenchyme.

### Functional CRAC channels in elongating feathers

CRAC channels are activated by depleting the endoplasmic reticulum (ER) Ca^2+^ stores. To assess CRAC channel expression in feathers, intact skin explants were bathed in EGTA-buffered Ca^2+^ free solution containing Thapsigargin (ER Ca^2+^ pump blocker). After Thapsigargin treatment, 2 mM Ca^2+^ Ringer’s solution was applied to induce store-operated Ca^2+^ influx. Notable Ca^2+^ influx was observed in both feather epithelium and mesenchyme (Fig. 2i, k and Supplementary Movie 10). The CRAC channel inhibitor, BTP2^30^, dramatically reduced Ca^2+^ influx (Fig. 2j, k and Supplementary Movie 11). Taken together, feather buds express functional CRAC channels.

In dissociated single mesenchymal cells, uncoordinated, spontaneous, and long-lasting Ca^2+^ fluctuations were observed (Fig. 3a ROI 2, 3). Normally, high KCl stimulation causes a rapid rise in Ca^2+^, owing to membrane depolarization leading to opening of VGCCs. This was, indeed, observed in many cells (Fig. 3a, b ROI 1). Surprisingly, KCl-induced Ca^2+^ decreases were also observed in some cultured mesenchymal cells (Fig. 3a, b ROI 3). We hypothesize that the decrease might be due to membrane depolarization shutting off Ca^2+^ influx through the inwardly rectifying CRAC channels^31^. Some cells exhibited biphasic responses to KCl (a rapid rise, followed by a decrease), possibly due to the cells’ expressing both VGCCs and CRAC channels (Fig. 3a, b ROI 2). When KCl was applied along with Nitrendipine, a VGCC blocker, Ca^2+^ levels showed only the decrease, confirming the role of VGCCs in the rapid upward spike in the biphasic response (*P* < 0.01, Wilcoxon rank test, Fig. 3c, d). The KCl-induced decrease, even with Nitrendipine, suggests that the cells may express constantly active CRAC channels in addition to VGCCs (Fig. 3c and Supplementary Movie 12). Application of lanthanum (La^3+^), a CRAC channel pore blocker, significantly decreased the baseline cytoplasmic Ca^2+^ levels in some cells, which also indicates the presence of sustained active CRAC channel currents (*P* < 0.01, Wilcoxon rank test, Fig. 3c, d and Supplementary Movie 13). Additionally, heterogeneous responses to Ca^2+^ stimulation after Ca^2+^ deprivation were observed in the dissociated mesenchymal cells, confirming the non-uniform presence of CRAC channels (Supplementary Fig. 7a-d). Finally, biphasic KCl responses were also observed in feather bud mesenchyme under skin strip configuration (Supplementary Fig. 8a, b and Supplementary Movie 14), implying the presence of active CRAC channels in vivo.

While we tried to classify the subpopulations of the mesenchymal cells with respect to KCl-induced Ca^2+^ responses, we discovered that there was a correlation between cell morphology and Ca^2+^ responses. Surface area and aspect ratio measured in VIM staining images indicated that smaller- and/or thin-shaped cells tended to exhibit elevated baseline Ca^2+^ levels and KCl-induced Ca^2+^ decreases, while larger- and/or polygonal-shaped cells tended to exhibit KCl-induced Ca^2+^ increases (Fig. 3e–h and Supplementary Fig. 7e, f). The elevation of baseline Ca^2+^ could be abolished by Thapsigargin treatment, implying contributions from constantly active CRAC channels (R_0_ of Fura-2 is about 0.5 in all cells measured in Supplementary Fig. 7a, b) Notably, some mesenchymal cells located at the anterior region of buds were elongated compared to ones located at the posterior region (Supplementary Fig. 2a, b). Therefore, we speculated that subpopulations of dissociated mesenchymal cells somehow retain their endogenous locational information which causes them to express the functional Ca^2+^ channels corresponding to their sites of origin.

To further evaluate the contribution of CRAC channels to the dynamic Ca^2+^ changes in feather buds, we created light-activated CRAC channels called opto-cCRAC by fusing the chicken cytosolic STIM1 domain with the LOV domain from *Avena sativa* phototropin 1^32^. STIM1 is located in the ER membrane, where normally, upon depletion of the ER, it activates the plasma membrane ORAI channels. Upon blue light illumination, the LOV domain undergoes conformational changes, exposing the STIM1 cytosolic domain to engage ORAI channels on the cell membrane. We confirmed that the opto-cCRAC can induce Ca^2+^ influx in Hela cells (Fig. 4a and Supplementary Movie 15) and H&H 35 mesenchymal cells (Fig. 4b and Supplementary Movie 16). When we artificially elicited Ca^2+^ oscillations by cyclic activation of opto-cCRAC in skin explants transduced with RCAS virus encoding opto-cCRAC for 48 h, the highly infected feathers were significantly elongated compared to the poorly infected ones on the contralateral side (*P* < 0.01, Wilcoxon rank test, Fig. 4c). Control skins transduced with RCAS virus encoding GCaMP6s-T2A-mCherry exhibited no discernible feather morphology changes. Thus collective cell Ca^2+^ oscillations are crucial for feather elongation.

**Fig. 4:**
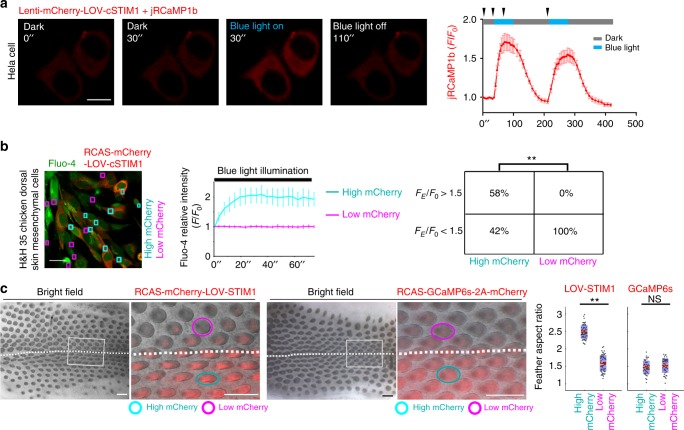
Ca^2+^ influx induced by cyclic activation of opto-cCRAC enhances feather elongation. **a** In Hela cells opt-cCRAC induced Ca^2+^ influx after blue light exposure (*n* = 20/20). jRCaMP1b was expressed to detect Ca^2+^ level changes. Arrowheads in the line plot highlight the time point of images on the left. *F/F*_*0*_, changes in fluorescence. Mean ± s.d. Scale bar, 10 µm. **b** Light-induced Ca^2+^ influx occurred in H&H 35 mesenchymal cells infected by virus encoding opto-cCRAC (cyan rectangles, *n* = 25/43) but not in the uninfected cells (magenta rectangles, *n* = 0/33). Mean ± s.d. Scale bar, 10 µm. (′′ denotes seconds). *F*_*E*_: fluorescence at the end of recording (70′′); **P < 0.01 (Chi-square test). **c** After 48 h cyclic blue light illumination, skin regions (*n* = 8/10) highly expressing opto-cCRAC developed more elongated feathers than the poorly infected buds (*n* = 60 for each group, **P < 0.01, Wilcoxon rank test). No discernable feather morphology changes (*n* = 48, NS, not significant, Wilcoxon rank test) were observed in skins infected by RCAS-GCaMP6s-T2A-mCherry. Regions close to the dorsal mid-line were magnified (rectangles) to compare feather aspect ratio (ellipses). Scale bar, 500 µm. Customized boxplot: Mean (red) ± s.d. (pink), 95% confidence interval (violet). Dots denote individual data points

### Ca^2+^ oscillation patterns modulate feather elongation

To directly visualize the dynamics of the tissue Ca^2+^ profile, we did 4D (3D space + time) imaging of elongating feathers from H&H 34 skin explants and strips infected with RCAS virus encoding GCaMP6s-T2A-mCherry. Intriguingly, not only did we see fast, sporadic Ca^2+^ transients on the scale of seconds (Supplementary Fig. 8c, e and Supplementary Movie 17), we also observed slow Ca^2+^ oscillations, which are generally synchronized (peaks and valleys in phase) in anterior and posterior mesenchyme (Fig. 5a, Supplementary Fig. 8d, e and Supplementary Movies 18–21). The oscillating zone slowly expands in the anterior–proximal direction at about 1.7 μm/min (Fig. 5a and Supplementary Fig. 8d, f). These oscillations are dramatically dampened upon the inhibition of VGCCs or gap junctions, although some sparse Ca^2+^ transients could still be spotted (Fig. 5a; Supplementary Fig. 6d and Supplementary Movies 22–27). Thus VGCCs and gap junction channels are required for multicellular Ca^2+^ oscillations during feather elongation.

**Fig. 5:**
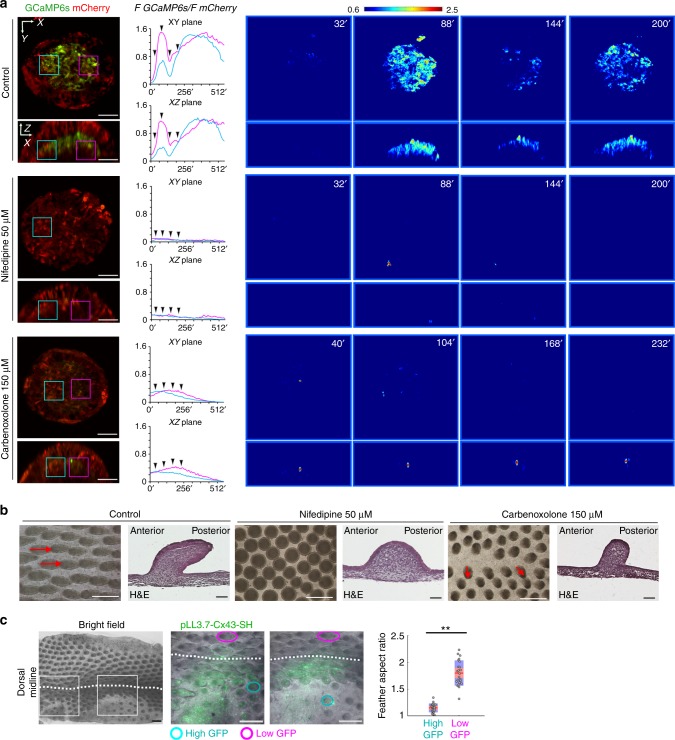
Modulating physiological Ca^2+^ oscillations alters feather elongation process. **a** Virtual sections of 4D ratiometric Ca^2+^ imaging of elongating feather buds on H&H 34 skins (*n* = 3). ROI analysis of GCaMP6s and mCherry fluorescence ratio exhibited synchronized Ca^2+^ oscillations in anterior (cyan rectangle) and posterior (magenta rectangle) mesenchyme. The high Ca^2+^ area expanded anteriorly over time (the intersection of cyan and magenta lines).′ in *x*-axis denotes minutes. Pseudocolor ratiometric images were shown at selected times (arrowheads). 50 μM Nifedipine or 150 μM Carbenoxolone treatment dramatically reduced the number of cells showing elevated Ca^2+^ (*n* = 2). Scale bar, 50 μm. **b** Feather buds on H&H 31 skins became elongated filaments oriented posteriorly after 4-day culture with DMSO (red arrows, *n* = 10/10). Nifedipine-treated feather buds were shorter and had no apparent anterior–posterior polarity (*n* = 8/8). 150 μM Carbenoxolone treatment inhibited feather elongation and disrupted feather polarities (red arrows, *n* = 6/6). H&E: Hematoxylin and Eosin staining. Scale bars, 500 μm (whole-mount skin), 50 μm (section). **c** In H&H 35 Skins, the regions (*n* = 4/4) infected with lentivirus encoding *Connexin-43* shRNA (pLL3.7-Cx43-SH) exhibited dramatically inhibited elongation of young feather buds (cyan ellipses) compared to the control side (magenta ellipses, *n* = 23 for each group, **P < 0.01, Wilcoxon rank test). Rectangles highlight magnified area. Scale bar, 500 µm. Customized boxplot: Mean (red) ± s.d. (pink), 95% confidence interval (violet). Dots denote individual data points

Next we explored whether the alterations of physiological Ca^2+^ dynamics would change feather morphology. We treated the skin with Nifedipine, Carbenoxolone, PMA, and another gap junction inhibitor Mefloquine^33^ for 4 days and compared feather morphology to the untreated controls (Fig. 5b and Supplementary Fig. 9). The control feathers developed into elongated filaments tilting posteriorly. Nifedipine-treated feathers grew upward for a while and then stopped, without developing an apparent anterior–posterior (A–P) polarity. Carbenoxolone and Mefloquine-treated feathers were also shorter than the controls. PMA treatment induced more severe phenotypes than Carbenoxolone in that feather buds disappeared in some skin regions. This difference may result from downstream effects of PKC signaling other than gap junction inhibition. We also genetically perturbed gap junction expression levels using lentivirus encoding *Connexin-43* shRNA (pLL3.7-Cx43-SH)^34^. The infected feather buds were notably shorter than the counterparts in the contralateral, virus-negative side (*P* < 0.01, Wilcoxon rank test, Fig. 5c). All the chemicals also significantly altered the feather aspect ratio (*P* < 0.01, Wilcoxon rank test), while none of them significantly increased cell apoptosis (Supplementary Fig. 9). Nifedipine treatment increased cell proliferation while Mefloquine treatment had the opposite effect. Taken together, neither cell proliferation nor apoptosis is a major process involved in oriented feather elongation.

### VGCCs and gap junctions modulate mesenchymal cell migration

Since feather elongation is mainly driven by cell rearrangement during development^16^, we scrutinized cell movement patterns by tracking individual mesenchymal cells labeled with histone-H2B GFP in skin explants. Since there was a strong correlation between Ca^2+^ dynamics and feather morphology changes as shown above, we tested the effect of VGCC and Gap junction blockers on cell migration. We segmented out the feather mesenchyme to exclude epithelial cells, tracked cell positions over time, and plotted trajectories along the *X* (anterior–posterior), *Y* (left–right), and *Z* (proximal–distal) axes (Fig. 6a). We also quantified the mean cell movement velocity by averaging every cell’s displacement over time (Fig. 6b), as well as cell movement directions (displacement angle) in the *XZ* plane by calculating the inverse tangent of their displacement along the *Z* and *X* axes (Fig. 6c). In control skins, the feather mesenchymal cells move upward and posteriorly in a pulsatile manner, meaning there are moments when the migration halts (Fig. 6 and Supplementary Movie 28). When we compare mesenchymal cell migration patterns in the anterior and posterior bud regions, those in the anterior half move slower than their posterior counterparts, consistent with previous cell tracking data^16^, but their movement directions are similar (Supplementary Table 1 and Supplementary Fig. 10a). In Nifedipine-treated skins, feather mesenchymal cells mainly moved upward without notable A–P bias (Supplementary Movie 29). The movement velocity and displacement angle are similar between the anterior and posterior bud mesenchymal cells (Supplementary Table 1 and Supplementary Fig. 10b). Carbenoxolone treatment also diminished cell movement in the posterior direction (Fig. 6c and Supplementary Movie 30). In PMA-treated skins, feather mesenchymal cells mainly move downward and anteriorly (Supplementary Fig. 10c and Supplementary Movie 31), which explains why some feather buds disappeared in long-term culture (Supplementary Fig. 9a). Therefore, blocking VGCCs and gap junctions dramatically altered the mesenchymal cell movement patterns, especially the directionality.

**Fig. 6:**
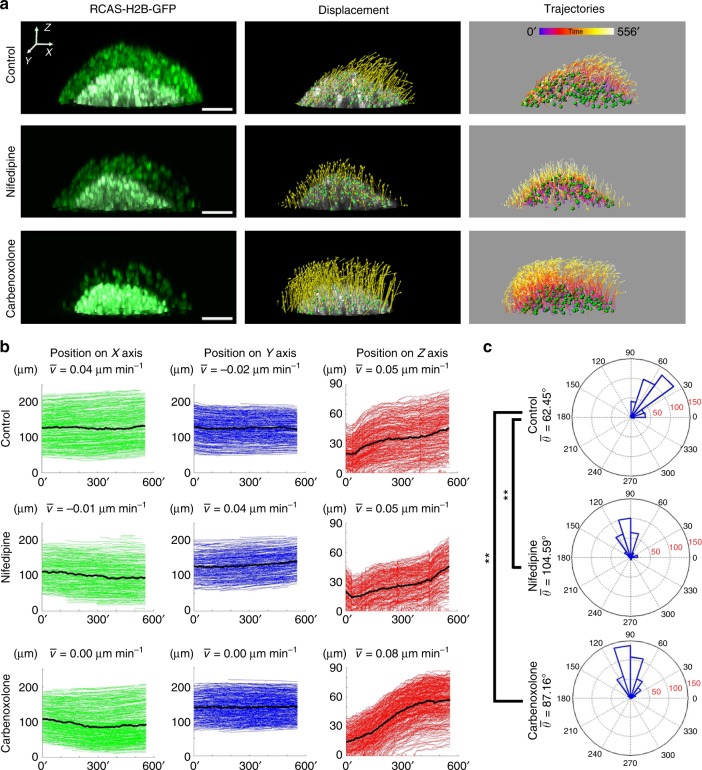
Altered feather mesenchymal cell migratory patterns upon inhibition of VGCCs and gap junctions. **a** 4D cell nucleus (H2B-GFP) imaging of elongating feather buds on H&H 34 skins. Left-most panel, 3D rendering of the feather buds at Time 0, with the mesenchyme highlighted in white. Middle panel, Mesenchymal cell nuclei were segmented (green dots) and their displacement vectors (yellow arrows) were mapped. Right panel, Cell movement trajectories. Different trajectory colors represent time (′ denotes minutes). Scale bar, 50 μm. **b** Plotting individual mesenchymal cell positions along the *X* (anterior–posterior), *Y* (left–right), and *Z* axis (up–down) over time. Black line indicates averaged cell position over time. The averaged velocities (*v̅* is the averaged displacement along the corresponding axis divided by time) are shown above each plot. **c** Angle histogram plots illustrate the cell displacement angle in the *XZ* plane (0°, 90°, 180°, and 270° represent posterior, upward, anterior, and downward directions, respectively). Cells tracked: *n* = 378 for controls, *n* = 316 for Nifedipine, and *n* = 278 for PMA-treated samples. The averaged displacement angles (*ϴ̅*) were significantly altered upon Nifedipine or PMA treatment. **P *<* 0.01 (Watson’s U^2^ test)

### SHH signaling allows sporadic Ca^2+^ transients to synchronize

Next, we explored the biochemical signals that modulate Ca^2+^ oscillation and cell migration patterns. The Ca^2+^ oscillations in elongating feathers initially emanate from the posterior–distal mesenchyme, which is known as the SHH signal responding zone. *SHH* is expressed in the posterior–distal epithelium while its receptor *PTCH1* is enriched in the underlying mesenchyme (Fig. 7a). Therefore, SHH protein from the feather epithelium must have diffused through the basement membrane into the mesenchyme. To confirm SHH signaling activity in the posterior–distal mesenchyme, we infected embryonic chicken skin with a virus-based reporter construct, RCAN-GBS-GFP^35^. The GLI-binding-site (GBS) drives gene expression upon SHH signal activation, while RCAN itself has no internal promoter activity. We found that GFP-positive cells co-localize with the *PTCH1*-positive region (Fig. 7a). The GFP-positive zone expanded in the anterior–proximal direction as feathers elongated, resembling the expansion pattern of synchronized Ca^2+^ oscillations. Furthermore, blocking SHH signaling with Cyclopamine^36^ causes failure of feather bud polarization and elongation (Fig. 7b). This morphological abnormality could be fully rescued by adding the SHH agonist SAG^36^ (Supplementary Fig. 9), and partially rescued by opto-cCRAC together with cyclic blue light illumination. The feather mesenchymal region enriched for opto-cCRAC elongated and became the new feather tips (Fig. 7c). In 4D Ca^2+^ imaging, Cyclopamine treatment inhibited synchronized Ca^2+^ oscillations, but sporadic Ca^2+^ transients were still observed (Fig. 7d and Supplementary Movies 32–34). When we track mesenchymal cells in Cyclopamine-treated feathers, they initially move upward, then stop and move slightly downward (Fig. 7e, f and Supplementary Movie 35). The anterior and posterior mesenchymal cell populations have significant differences in movement directionality: the anterior cells move more anteriorly while the posterior cells mainly move upward (*P* < 0.01, Watson’s U^2^ test, Supplementary Fig. 10d).

**Fig. 7:**
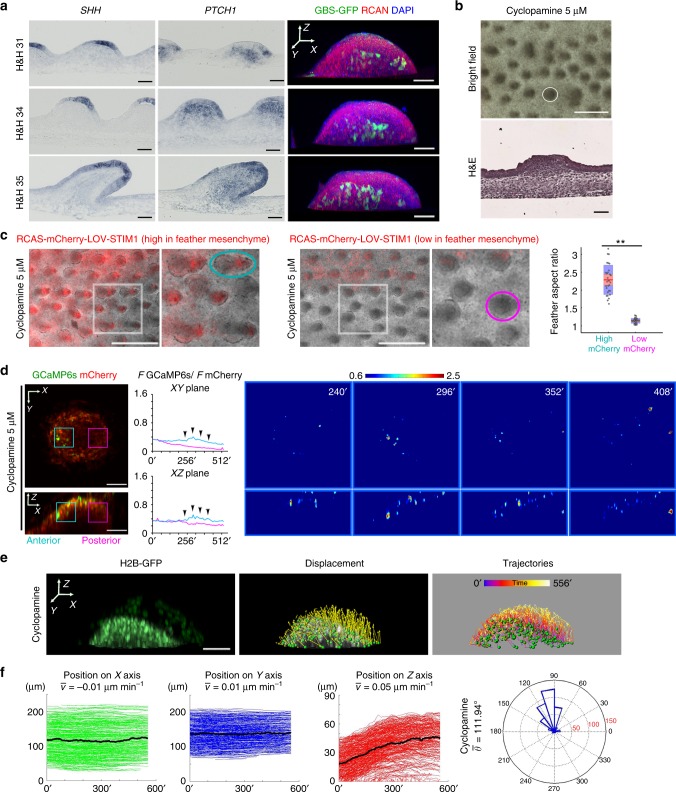
SHH signaling underlies normal Ca^2+^ oscillation and mesenchymal cell migration pattern in feather. **a** In situ hybridization reveals that *SHH* is expressed in the posterior–distal epithelium while *PTCH1* is enriched in the underlying mesenchyme. An RCAN virus-based GLI reporter demonstrates expansion of the mesenchymal SHH-responding zone anteriorly during feather elongation. Scale bar, 50 μm. **b** H&H 31 skins cultured for 4 days in 5 μM Cyclopamine exhibited dramatic inhibition of feather bud elongation (ellipse, *n* = 8/8). Scale bars, 500 μm, 50 μm. **c** Expression of opto-cCRAC in feather mesenchyme and cyclic blue light illumination partially rescued the Cyclopamine mediated inhibition of elongation by inducing new feather tips to form (*n* = 3/3). The buds with new tips exhibited more elongated morphology (cyan ellipse) than those poorly or not infected ones (magenta ellipse, *n* = 29 for each group, **P < 0.01, Wilcoxon rank test). Rectangles highlight magnified area. Scale bars, 500 μm. Customized boxplot: Mean (red) ± s.d. (pink), 95% confidence interval (violet). Dots denote individual data points. **d** Virtual sections of 4D Ca^2+^ imaging of H&H 34 feather buds treated with 5 μM Cyclopamine (*n* = 2). Scattered Ca^2+^ fluctuations were observed among the cells. Quantification of *F GCaMP6s/F mCherry* was conducted for the anterior (cyan rectangle) and posterior (magenta rectangle) mesenchyme and demonstrated in line plot. Scale bar, 50 μm. **e** 9 h 4D cell nuclear imaging of a feather bud treated with 5 μM Cyclopamine (mesenchyme highlighted in white). Scale bar, 50 μm. **f** Mesenchymal cell positions plotted over time and the averaged displacement angles (*n* = 430)

### SHH/WNT signaling module activates *Connexin-43* expression

Disruption of Ca^2+^ oscillation patterns upon Cyclopamine treatment implies a role of SHH signaling in regulating either the activities or expression levels of certain Ca^2+^-related channels. Previous studies of Xenopus spinal cells implicated SHH signaling in increasing spontaneous neuronal Ca^2+^ transients^36^. We conducted similar experiments in cultured H&H 34 mesenchymal cells but observed no significant increase of spontaneous Ca^2+^ transients upon treatment with SHH N-terminus protein or SAG compared to the controls (Wilcoxon rank test, Supplementary Fig. 11a and Supplementary Movie 36). We also examined KCl response strength in feathers with short-term Cyclopamine (Supplementary Movie 37) or SAG (Supplementary Movie 38) treatment, but no notable changes were observed, either (Supplementary Figs. 4 and 11b). Therefore, we assume that SHH signaling mainly affects channel gene expression, which takes longer to occur. We attempted to identify SHH-induced Ca^2+^ channel genes in an embryonic context through RCAS mediated *SHH* overexpression. However, this led to severe developmental defects before feather buds emerge (Supplementary Fig. 12a). Hence, we switched to cultured mesenchymal cells for the answer. qPCR results indicate 24-hr SHH N-terminus protein treatment mildly elevated *Connexin-43* and *STIM1*, but not *CACNA1C* or *PKD2* expression (Fig. 8a and Supplementary Fig. 12b). In skin explants, 48-hr SAG treatment also elevated *Connexin-43* expression in feathers, while Cyclopamine treatment had the opposite effect (Fig. 8b). The mild effect of SHH protein on *Connexin-43* expression in cultured mesenchymal cells may implicate the involvement of other epithelial factors in inducing *Connexin-43* expression, as epithelium is absent in the cell culture. Previously we discovered active WNT/β-catenin signaling in posterior feather mesenchyme^16^. During feather elongation, the WNT-responding zone (composed of nuclear β-Catenin positive cells) expands distally and partially overlaps with the SHH-responding zone (Fig. 8c). Therefore, we examined how WNT signaling regulates *Connexin-43* expression. RCAS enforced expression of constitutively active β-Catenin in chicken embryos substantially upregulated *Connexin-43* expression (Fig. 8d). Meanwhile no elevation was observed in control (RCAS-GCaMP6s-T2A-mCherry) embryos (Supplementary Fig. 12a). The RCAS-β-Catenin infected feather buds also exhibited randomized polarity as seen previously^16^. In skin explants treated with LiCl, which activates WNT/β-catenin signaling^37^, we also observed elevated *Connexin-43* expression (Supplementary Fig. 12c), while the inhibition of WNT/β-catenin signaling by endo-IWR1^38^ had the opposite effect (Supplementary Fig. 12c). qPCR of cultured mesenchymal cells also demonstrated an elevation of *Connexin-43* expression upon LiCl treatment, which is enhanced by SHH N-terminus protein treatment (Fig. 8a). Additionally, we searched for the SHH-responding motif (GLI-binding site) and WNT-responding motif (LEF1-binding site) in the active *Connexin-43* promoter region, which is marked by enrichment of Histone H3 Lysine 4 trimethylation^39^ in ChIP-Seq analysis. We pinpointed a GLI-binding site and a LEF1-binding site in proximity (Fig. 8e), supporting the idea that SHH and WNT signaling may work together to activate *Connexin-43* transcription. Such a synergistic effect was not seen for *CACNA1C*, *STIM1*, or *PKD2* expression (Supplementary Fig. 12b).

**Fig. 8:**
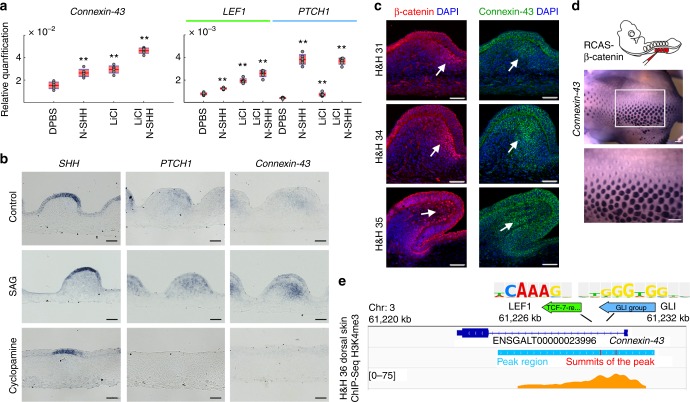
SHH and WNT signaling synergistically activate *Connexin-43* expression. **a** qPCR revealed a mild elevation of *Connexin-43* expression in cultured mesenchymal cells treated for 24 h with 0.25 µM SHH N-terminal peptide (N-SHH) or 7 mM LiCl to activate WNT signaling. The upregulation is more significant when both N-SHH and LiCl are present. Activation of SHH and WNT signaling are confirmed by *PTCH1* and *LEF1* qPCR, respectively (*n* = 6). **P < 0.01, two-sample Student’s *t* test. Customized boxplot: Mean (red) ± s.d. (pink), 95% confidence interval (violet). Dots denote individual data points. **b** In situ hybridization demonstrated higher *Connexin-43* expression in feather buds treated with 500 nM SAG for 48 h. 5 μM Cyclopamine treatment decreased *Connexin-43* expression. Scale bar, 50 μm. **c** Immunostaining revealed close proximity of the Connexin-43 positive zone and nuclear β-Catenin zone in feather mesenchyme. Scale bar, 50 μm. **d** Mis-expressing constitutively active *β-Catenin* induced site-specific elevation of *Connexin-43* expression and abnormal feather polarity (*n* = 5/5). The region magnified is highlighted by rectangle. Scale bar, 500 µm. **e** Motif search in the active promoter region (Histone H3 Lysine 4 trimethylation, blue bar) of Connexin-43 identifies LEF1 and GLI-binding sites in close proximity. Orange peaks highlight enrichment levels

## Discussion

Emergence of organized patterns from apparently random cells is the essence of tissue morphogenesis^40^. During tissue morphogenesis, cells navigate through a three-dimensional space to interact and organize themselves into proper configurations. Using time-lapse imaging and tracking, we observed dynamic and multi-dimensional cellular flows in the 4D context. Random and directed movements seem to co-exist in mesenchymal subpopulations. Cellular collectives form, disassemble, then reform. Cells move in one direction, stop, and then reorient. Amazingly, order gradually emerges from these seemingly chaotic movements, and organs with proper shape and orientation emerge. It is difficult to explain such complex choreography just with chemotaxis. The roles of mechanical force, bioelectric signals and ionic control in morphogenesis are now gaining increasing attention^41,42^. Here we leverage the distinct feather patterns on developing chicken skins to explore the correlation between biochemical cues, bioelectric signals and Ca^2+^ dynamics in collective cell behavior control.

Before the onset of feather buds elongation, the EF around chicken dorsal skin is relatively homogenous and inwardly directed. Outward currents likely exist in other regions of the chicken embryo to complete the circuit on a global scale, which is known to occur in earlier chicken embryos^43^. These global circuits have also been detected in zebrafish embryos and Xenopus tadpoles^11,44^. Later on the current direction reverses locally at the anterior side of feather buds in chicken embryos. Another case of local electric current reversal is reported before limb bud formation in the Xenopus embryos^45^. Thus local circuit formation may signify and participate in orchestration of local collective cell behaviors in different biological processes.

We postulate that the formation of these local electric circuits during feather bud elongation relies on active VGCC, CRAC, Ca^2+^-activated K^+^ channels, as well as the gap junction network. Previously, gap junction components have been detected in multiple types of skin appendages including feathers^46–48^ and their networks are known to shape multicellular Ca^2+^ activities in a variety of excitable and non-excitable cells^49^. Due to their permeability to ions and small molecules, gap junctions serve as low-resistance pathways to spread ionic currents, and hence propagate membrane potential changes among neighboring cells^21,29^. The range of the gap junction network is regulated by diffusible morphogens from the biochemical signaling centers, including SHH diffused from distal placode epithelium^50^ and WNT7A diffused from posterior bud epithelium^15^. Since both morphogens are capable of inducing *Connexin-43* expression, their overlapped area will be electrically coupled to the best degree. This is consistent with the fact that the Ca^2+^ oscillations start at posterior–distal mesenchyme and gradually expand in area along the anterior–proximal direction. Meanwhile the expansion speed is slower than Ca^2+^ wave propagation speeds reported in most other systems^51^, implying Ca^2+^ diffusion is not the rate-limiting step of this process. Additionally, in situ hybridization and in vitro qPCR data (Fig. 1c and Supplementary Fig. 12b) imply that SHH and WNT signaling likely also upregulate *STIM1* expression, which enables store-operated Ca^2+^ influx through CRAC channels. In dissociated H&H 35 feather mesenchyme, we observed sparse cells with changes in cytosolic Ca^2+^. Those cells that did show Ca^2+^ changes typically exhibited sustained Ca^2+^ elevations, implying continuous CRAC channel activation. Though sustained CRAC activity may depolarize membrane potential to activate the low-threshold voltage-gated T-type Ca^2+^ channels, tissue-wide synchronized Ca^2+^ oscillations were not observed until gap junction expression increased in mesenchyme. Thus we think gap junction mediated electric coupling is essential for synchronizing the originally heterogeneous VGCC and CRAC activation events, transforming sporadic Ca^2+^ transients into organized oscillations. These oscillations facilitate the collective cell movements mediating feather elongation in the posterior–distal direction (Fig. 9).

**Fig. 9:**
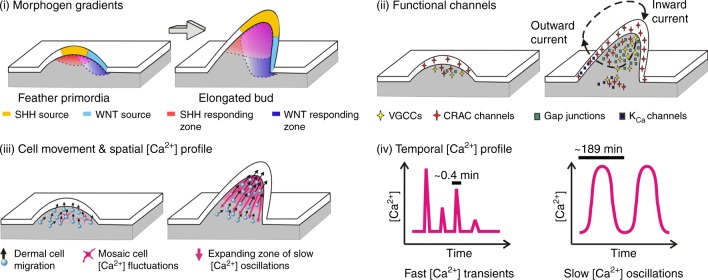
Biochemical and bioelectric signals guiding directed mesenchyme cell migration in feather. SHH and WNT7A protein produced in the epithelium diffuse into the underlying mesenchyme to induce the SHH and WNT-responding zone, respectively. Together they activate *Connexin-43* expression to compose intercellular gap junction channels. Heterogeneously distributed VGCCs and CRAC channels contributed to the inward current observed at posterior–distal part of elongating feathers, while activation of Ca^2+^ -activated K^+^ channels may contribute to the outward current at anterior-basal part of feathers. The gap junction network establishes a low-resistance electrical path across feather mesenchyme, homogenizing differential Ca^2+^ channel activities among cells to allow synchronized Ca^2+^ oscillations to form. These slow oscillations coordinate the collective migration of mesenchymal cells. Meanwhile much faster Ca^2+^ transients occur sporadically in individual cells

Ca^2+^ fluctuations have previously been implicated in modulating cell migration^52–54^, convergent extension^51^, apical constriction^55^, etc. Our study demonstrates slow multicellular Ca^2+^ oscillations coordinate collective mesenchymal cell migration in skin appendage organogenesis. We have three hypotheses of how these two events are linked: (1) Elevated cytoplasmic Ca^2+^ promotes myosin-driven cell protrusions by activating myosin light chain kinase (promoting actomyosin contractility)^51^. (2) Elevated mitochondrial Ca^2+^ (mitochondria are known to at least partially buffer cytoplasmic Ca^2+^ increase) enhances ATP production^56^. (3) The oscillations serve as a communication mechanism enhancing sensitivity to gradients of chemotactic cues like FGF^57–60^. Since FGF signaling is required for normal *SHH* expression in feather^60^, the chemotaxis and gap-junction-based communications may function in parallel.

Multicellular Ca^2+^ oscillations are dependent on both gap junctions and CRAC channels in cells lacking VGCCs^61^. Our in situ hybridization data indicates that the *Connexin-43* expression region overlapped with that of *STIM1* in feather mesenchyme. Although CRAC channel inhibitor BTP2 did not block feather elongation (Supplementary Fig. 9), oscillatory activation of opto-cCRAC channels did enhance feather elongation (Fig. 4c). Beside VGCCs and CRAC channels, Ca^2+^ transients could also be triggered by stretch-activated Ca^2+^ channels^62^, interestingly, the stretch-activated Ca^2+^ transients observed in human gingival fibroblasts are also contributed by VGCCs, suggesting a potential link between the two types of channels. Furthermore, mechanical stimulations could regulate the expression, subcellular localization and even phosphorylation state of Connexin-43^63^. There is a possibility that stretch between cells during feather mesenchymal migration helps reshape the functional gap junction network.

The mechanism described in this work is active when feather primordia ( < 100 μm in length) elongate to become long feather buds ( > 200 μm in length), representing a substantial change in the organ aspect ratio. Unlike the more stable adhesion molecule-mediated cell condensates, this mechanism enables transient cell collectives to form dynamically, effectively guiding mesenchymal cells during the construction of organ architectures. This study also demonstrates a proof-of-concept that manipulation of Ca^2+^ patterns can modulate cell behaviors in tissues and organs located close to the body surface. Hence, the optogenetic Ca^2+^ channels would have wide applications in procedures such as accelerating wound healing, decreasing scar formation, wound contraction, and inducing hair regeneration.

## Methods

### Egg resources

Animal care and experiments were conducted according to the guidelines established by the USC Institutional Animal Care and Use Committee. White leghorn chicken eggs were purchased from Charles River (pathogen free) and AA laboratory.

### Vibrating probe measurement of feather bioelectric currents

The vibrating probe technique for non-invasive measurement of endogenous electric current densities has been previously described^11^. The probe is an Elgiloy-stainless microelectrode (WPI #SSM33A70) coated with a thin layer of parylene insulation, leaving 1–2 µm of metal exposed at the tip. Using a nano-amp power supply, we electroplate a thin layer of gold and then a platinum ball onto the tip. The probe, mounted on a 3-dimensional micro-positioner (Line Tool Co., model H), is vibrated at high frequency (150–200 Hz) by a piezoelectric actuator in solution ~1 tip ball distance from the sample surface. If an electric current is present due to ion flux, the electric charge on the platinum ball fluctuates in proportion to the size of the current. The probe is connected to a lock-in amplifier (Stanford Research Systems, model SR530) that locks on to the probe’s specific frequency. The probe is calibrated with a set current density of 1.5 µA/cm^2^ at the start and end of experiment. Before measurements, the probe is vibrated in solution far from the sample ( > 1 cm), where there is no electric current, to establish a baseline. The probe is then moved into measuring position close and parallel to the sample surface, with the vibration direction perpendicular to the sample surface (see Fig. 1a). Measurements on different stages of chicken embryos were done at room temperature in chick Ringer’s solution containing (mM): 148 NaCl, 5.6 KCl, 1.1 CaCl_2_.6H_2_0, 1 MgCl_2_.6H_2_0, 5 HEPES, pH adjusted to 7.0 with NaOH.

### Retrovirus preparation and injection

RCAS-β-Catenin and RCAS-SHH have been reported previously^16,64^. To construct RCAS-GCaMP6s-T2A-mCherry, the GCaMP6s sequence was amplified from a CMV-GCaMP6s vector (Addgene # 40753), then digested with NotI, SpeI and subcloned into an RCAS(B)-T2A-mCherry vector. To construct RCAN-GBS-GFP vector, GBS-GFP was amplified from a pBS-KS vector from Dr. Briscoe (The Francis Crick Institute, UK), then digested with ClaI and subcloned into an RCAN vector. To construct RCAS-mCherry-LOV-cSTIM1, we first replaced the mouse STIM1 fragment (amino acid 336–486) in the original construct^32^ with the corresponding chicken sequence amplified. Next the whole mCherry-LOV-cSTIM1 cassette was amplified with attB primers. The PCR fragment was subcloned into RCAS-DV (Addgene # 11478) using gateway recombination reactions. To construct the lentiviral vector expressing shRNA against Connexin-43, we designed the shRNA target sequence using Block-iT RNAi designer. The annealed primers were cloned into the pLL3.7 vector from Addgene (11795)^34^. Virus packaging was done in HEK293T cells with pCMV-VSVG and pCMV-dR8.2. Both RCAS and lentivirus were concentrated by ultra-centrifuging in a BECKMAN Coulter L8–80M (SW28 rotor) at 26000 rpm for 1.5 h. Concentrated viruses were injected into somites of H&H 14 or 17 chicken embryos. Primers used for subcloning are listed in Supplementary Table 2.

### Embryonic chicken skin explant/strip and cell culture

For chicken skin explant cultures^14^, dorsal skins from chicken embryos at corresponding stages were dissected in Hank’s buffered saline solution and the explants were transferred to culture inserts (Falcon, 0.4 μm pore) for imaging. For making strips, the explants were transferred to PELCO glass-bottom dishes (50 × 7 mm) coated with 1 mg/ml Poly-L-lysine (Sigma, P6282) and Fibronectin (Sigma, F1141). After they fully attached the explants were examined under fluorescent microscope and the regions highly infected by RCAS-GCaMP6s-2A-mCherry virus were cut into one-bud-wide strips. The strips were placed in coated glass-bottom dishes on their sides for imaging. For dissociated mesenchymal cell culture, the epithelium and mesenchyme of embryonic chicken dorsal skins were separated by 20 min incubation in 2x CMF. The mesenchyme was dissociated by 0.35% type I collagenase treatment for 20 min. The digestion was stopped by the addition of FBS and the cells were seeded into culture dishes. Chemicals used in tissue culture: Nifedipine, Nitrendipine, Carbenoxolone disodium, 18-α-GA, Lanthanum chloride, Lithium chloride and Mefloquine were purchased from Sigma-Aldrich. *N*-[4-[3,5-*Bis*(trifluoromethyl)-1*H*-pyrazol-1-yl]phenyl]-4-methyl-1,2,3- thiadiazole-5-carboxamide (BTP2), [(3aR*,4 S*,7 R*,7aS)-1,3,3a,4,7,7a-Hexahydro-1,3-dioxo-4,7-methano-2H-isoindol-2-yl]-N-8-quinolinylbenzamide (endo-IWR1), Phorbol 12-myristate 13-acetate (PMA), 3-Chloro-*N*-[trans-4-(methylamino)cyclohexyl]-*N*-[[3-(4-pyridinyl)phenyl]methyl]benzo[*b*]thiophene-2-carboxamide (SAG), and Thapsigargin were purchased from Tocris. Cyclopamine was purchased from LC Laboratories. Recombinant mouse Shh N-terminal peptide was purchased from R&D Systems. Feather bud aspect ratio (Major Axis/minor Axis) was calculated in ImageJ by using freehand or ellipse selection tool to mark the contour of feather buds.

### Characterization of cell proliferation and apoptosis

Two hours before skin explants were collected and fixed in 4% PFA, 10 μl 1% BrdU (Sigma) were added to the culture media to label the proliferating cells. After fixation (4 °C overnight), samples were dehydrated in alcohol, cleared in Xylene, and then embedded in paraffin. The paraffin blocks were cut into 8 μm sections. Before staining for BrdU (Abcam ab6326 1:200 dilution), the sections were incubated in 10 mM Citrate buffer (pH = 6.0) at 95 °C for 0.5 h. Secondary antibody was anti-Rat-Alexa 488 (Thermo Scientific). To detect apoptotic cells we employed the TUNEL kit (Sigma 11684795910) and followed the protocol with proteinase K treatment (10 μg/ml for 15 min at room temperature).

### Time-lapse Ca^2+^ imaging in cultured skin under perfusion

H&H 34 or 35 embryonic chicken dorsal skin explants were cultured on a rectangular PET membrane (cut from Fisher Scientific 6-well cell culture insert) placed on two spacers in a WillCo 35 mm glass-bottomed dish (skin strips were directly put on coated glass-bottomed dish) for perfusion experiments. The culture media is DMEM (without Phenol red) containing 10% FBS, 2% chicken serum and 10 mM HEPES. Right before imaging, the culture media was replaced by Ringer’s solution. The custom-built recording chamber was placed on a Zeiss Pascal confocal microscope with a 40 × /0.8 NA water immersion objective, and the chamber was warmed to 38.5 °C. Solenoid valve-controlled four barrel perfusion system was set up on the recording chamber, and the average flow rate of bath perfusion was about 1.4 ml/min. Due to the bath perfusion configuration, solution exchange was slow and was completed within 2 min.

### Time-lapse Ca^2+^ imaging of dissociated cells

Dissociated H&H 31 or H&H 35 embryonic skin mesenchymal cells were cultured on 0.01% poly-L-ornithine coated-glass chips (0.5 × 0.5 cm). The mixture of 4 µM AM-Fura-2 Ca^2+^ dyes (Life Technologies) and 0.04% pluronic F-127 (Sigma) were loaded in the presence of Ringer’s solution for 25 min in a 37 °C CO_2_ incubator. After washing with Ringer’s solution for 10 min, each glass chip was placed onto a recording chamber equipped with a local perfusion system. The custom-built local perfusion system was placed right next to a field of view and was able to exchange each test solution with a time constant of 100 ms^65^. An inverted Axiovert 100 microscope (Zeiss) was used and equipped with a monochromator (Polychrome V; TILL Photonics) to generate 350 nm and 380 nm excitation wavelength for Fura-2. Each excitation wavelength was illuminated for 200 ms at 1 Hz sampling frequency through a 63 × /0.9 NA achroplan water immersion objective. The corresponding emission intensity was detected with a 16-bit depth EMCCD camera (iXon Ultra 897, Andor Technology) operated by MetaFluor (Version 7.8, Universal Imaging). All recordings were done at room temperature. For ROI analysis, background-subtracted intensity traces were imported into IGOR Pro 6.22 A (Wavemetrics), and analyzed using custom-written data analysis routines. For testing activities of the chicken version of the opto-cCRAC construct, Hela cells were transfected with 300 ng plenti-mcherry-LOV-cSTIM1 and 300 ng pGP-CMV-NES-jRCaMP1b (addgene#63136) in 35 mm glass-bottom dishes. Sixteen hours post-transfection, cells were recorded under 594 nm channel: 30s-off, followed by two cycles of on (blue light 1 min) and off (2 min).

### Solutions used for time-lapse Ca^2+^ imaging

The skin explants expressing RCAS-GCaMP6s-T2A-mCherry were washed with 2 mM Ca^2+^ Ringer’s solution containing (mM): 140 NaCl, 2.8 KCl, 10 HEPES, 1 MgCl_2_, 2 CaCl_2_, and 10 D-glucose (pH 7.2 adjusted with 1 N NaOH, 290~ 300 mOsm adjusted with D-glucose). 100 mM KCl solution was composed of 100 KCl, 50 NaCl, 10 HEPES, 1 MgCl_2_, 2 CaCl_2_, and 10 D-glucose (pH 7.2 adjusted with 1 N KOH, 290~ 300 mOsm adjusted with D-glucose). Ca^2+^ free solution was composed of 140 NaCl, 2.8 KCl, 10 HEPES, 1 MgCl_2_, 1 mM EGTA, and 10 D-glucose (pH 7.2 adjusted with 1 N NaOH, 290~ 300 mOsm adjusted with D-glucose). All the solutions were filtered using bottle-top filters with a 0.2 μm pore size membrane before use.

### Patch clamp experiment for VGCC current recording

Dissociated mesenchymal cells from H&H 35 embryonic chicken skins were cultured on collagen-coated-glass chips (rat tail type I collagen, Sigma). Internal solution was composed of (in mM) 120 CsGlutamate, 10 HEPES, 2 MgATP, 0.3 Na_2_GTP, 10 NaCl, 10 EGTA, and 10 TEACl (pH 7.2 adjusted with 1 N CsOH, 290 mOsm). The internal solution was filled into fire-polished glass pipettes prepared using a PC-10 patch pipette puller (Narishige, Japan). Pipette resistance ranged from 4.5 Mohm to 5.5 Mohm. The cells were placed on a recording chamber and washed with 2 mM Ca^2+^ Ringer’s solution. An inverted Axiovert 100 microscope (Zeiss) with a 63 × /0.9 NA water immersion objective was used to locate single mesenchymal cells. After forming a gigaohm seal between a patch pipette and cell plasma membrane, a standard whole-cell configuration was prepared using an EPC9 amplifier (HEKA Elektronik, Germany). Pipette capacitance and membrane capacitance were compensated and further eliminated using a P/4 protocol during current recordings. Series resistance ranged from 10 Mohm to 20 Mohm. A step voltage protocol written using PatchMaster Version 2 × 73.5 was applied to voltage-clamped cells. Currents were filtered at 2.5 kHz using a 4-pole bessel filter and digitized at a sampling frequency of 10 kHz. For data analysis, current traces were imported into IGOR Pro 6.22 A (Wavemetrics), and current-voltage plots were generated using a custom-written data analysis routine.

### 4D Ca^2+^ imaging and cell nucleus imaging

H&H 34 chicken dorsal skins were cultured for 3–4 h before imaging in a Fisher Scientific 6- well culture insert (upper wall trimmed) mounted on 4 spacers glued to a WillCo 50 mm glass-bottom dish with 3 ml culture media underneath it. Right before imaging 1.8 ml culture media was added on top of the skin. A non-lubricated condom was used to make a sealed chamber between the dish and the microscope lens. Both the lens and the dish were warmed for 1.5–2 h before imaging. For 4D ratiometric Ca^2+^ imaging in skin explants, the interval between z-stack scans was 6 min (scanning time was ~ 2 min). The interval was 1.5 min for skin strips. For 4D nuclear imaging, the interval was 3 min (~ 1 min scanning time). 3D rendering, cell tracking was done in IMARIS (Bitplane). Segmentation of the feather mesenchyme, ROI analyses were done in ImageJ. Quantification of movement patterns and generation of pseudocolor images were done in MATLAB. The duration of the slow Ca^2+^ transients were determined by measuring the time interval between the peaks or valleys on the *F GCaMP6s/F mCherry* ratio plots. To calculate the spreading speed of the multicellular Ca^2+^ transients, the frontiers of the wave propagation were manually determined in the psendo-color images at different time points and the distances between the frontiers were measured and divided by the time intervals.

### Photo-activation of opto-cCRAC in cultured cells and skin

For the cultured mesenchymal cells, concentrated RCAS-mCherry-LOV-cSTIM1 virus was added to cell culture media (1:200) for 48 h. The cells were loaded with the Ca^2+^ indicator AM-Fluo-4 plus pluornic F-127 (Thermo Fisher) for 30 min and then washed with HBSS (no Phenol Red) before imaging. Imaging was done in a Zeiss LSM510 confocal microscope at 38 °C. For the skin culture, skins from H&H 31 embryos injected with the virus (only to the left body side) were cultured on a culture insert for 48 h within a black WillCo dish with a hole on top to insert LED light. Photostimulation was provided by an external blue light (470 nm, at roughly 20 mW/mm^2^, ThorLabs Inc., Newton, NJ, USA). Light cycles (2 min on/off) were applied by programming DC2100 LED Driver with LabVIEW (National Institute). Measurement of feather aspect ratios were calculated in ImageJ by using the elliptical selection tool to mark feather contour.

### RNA-Seq and ChIP-Seq

Skins dissected from H&H 31 and H&H 35 chicken embryos were used for RNA-Seq and ChIP-Seq library preparation. For RNA-Seq epithelial and mesenchymal tissues were separated in 2X CMF (calcium-magnesium free saline). Total RNA was extracted using Trizol reagent. For library construction we used TruSeq RNA Sample Prep Kit Version2 (Illumina). Two biological replicates were sent for sequencing (50 bp, single end) with Illumina HiSeq 2000 in the USC Epigenome Center. FastQ files were trimmed and mapped to the chicken genome (galGal4) using Partek Flow. Further analysis was done in Partek Genomic Suite. For the ChIP-seq experiments^66^, embryonic skin were dissociated by 0.35% collagenase (type I) digestion before formaldehyde cross-linking. Sonication time was 20 min (30 sec on/off cycle). H3K4me3 antibody came from Abcam (ab8580, lot GR188955-1). IgG and input DNA were used as background controls. Biological replicates were sent for library preparation and sequencing by the USC Epigenome Center. Reads were trimmed based on quality and aligned to galGal4 in Galaxy. Peak calling was done with QuEST^39^. For motif search we applied TRANSFAC (BIOBASE), with the cut-off condition set to minimize false positives.

### In situ hybridization and immunostaining

In situ hybridization and immunostaining were done as previously described^14^. Primers used for cloning in situ probes are listed in Supplementary Table 2.

Primary antibodies for immunostaining: β-Catenin (Sigma, 15b8); Connexin-43 (Santa Cruz Biotechnology, sc-9059); BrdU (ABCAM, AB6326); GFP (NOVUS, NB600-308); LCAM (Chuong and Edelman. 1985); Neurofilament (3A10, DSHB); VIM (H5, DSHB). Secondary antibodies were labeled with Alexa Fluor 488 or 546 (Thermo Fisher).

### RT-qPCR for skin and cultured mesenchymal cells

RNA extraction was done with Zymo Research Direct-zol RNA Kits. Reverse transcription was done using Superscript III First Strand Synthesis kit. The RNA and cDNA concentrations were measured with the NanoDrop 2000 spectrophotometer and normalized between samples. Primers used for qPCR are listed in Supplementary Table 2. The Ct values were measured using the Agilent Mx3000P qPCR system. The relative quantification was done by pyQPCR Version 0.9 software.

### Scrape-Load dye transfer assay

Dorsal skins of H&H stage 30 and 33 chicken embryos were peeled off and cultured on 6-well culture inserts for 1 day till they reached the proper developmental stages. Control, 18-α-GA, or PMA-treated skins were covered with 2 mg/ml Lucifer Yellow (Sigma) and 1 mg/ml Rhodamine–Dextran (Thermo Fisher) dissolved in HBSS when the feather buds were cut by Tungsten needles. Dyes were rinsed off after 5 min and the skins were washed two more times. Images of the scraped feather buds were taken 8–10 min after dye loading.

### Statistics

In order to test whether datasets were normally distributed random samples, the Kolmogorov–Smirnov tests were conducted. Two independent sample T-tests were used for comparing unpaired sample groups. For some datasets not equally and normally distributed, Wilcoxon rank tests were conducted using IGOR Pro or MATLAB to evaluate statistically significant difference between two samples. Chi-square test was conducted in MATLAB. To evaluate whether the directionality of migrating mesenchymal cells (circular dataset) had significant differences in different experimental conditions, Watson’s U^2^ tests were conducted in MATLAB.

## Electronic supplementary material

Supplementary Information

Supplementary Data 1

Supplementary Movie 1

Supplementary Movie 2

Supplementary Movie 3

Supplementary Movie 4

Supplementary Movie 5

Supplementary Movie 6

Supplementary Movie 7

Supplementary Movie 8

Supplementary Movie 9

Supplementary Movie 10

Supplementary Movie 11

Supplementary Movie 12

Supplementary Movie 13

Supplementary Movie 14

Supplementary Movie 15

Supplementary Movie 16

Supplementary Movie 17

Supplementary Movie 18

Supplementary Movie 19

Supplementary Movie 20

Supplementary Movie 21

Supplementary Movie 22

Supplementary Movie 23

Supplementary Movie 24

Supplementary Movie 25

Supplementary Movie 26

Supplementary Movie 27

Supplementary Movie 28

Supplementary Movie 29

Supplementary Movie 30

Supplementary Movie 31

Supplementary Movie 32

Supplementary Movie 33

Supplementary Movie 34

Supplementary Movie 35

Supplementary Movie 36

Supplementary Movie 37

Supplementary Movie 38

Description of Additional Supplementary Files

Peer Review File

## Data Availability

RNA-Seq data have been deposited in the NCBI GEO database under accession code GSE86251. The ChIP-Seq data have been deposited in the GEO database under accession code is GSE122049. The authors declare that all other data supporting the findings of this study are available within the article and its Supplementary Information files, or are available from the authors upon request.

# Supplementary material for: Calcium oscillations coordinate feather mesenchymal cell movement by SHH dependent modulation of gap junction networks
**Source:** Nat Commun. 2018 Dec 18;9:5377. doi: 10.1038/s41467-018-07661-5
**Supplement:** Supplementary file 1 — Supplementary Information

Calcium oscillations coordinate feather mesenchymal cell movement by SHH dependent modulation of gap junction networks

Li et al.

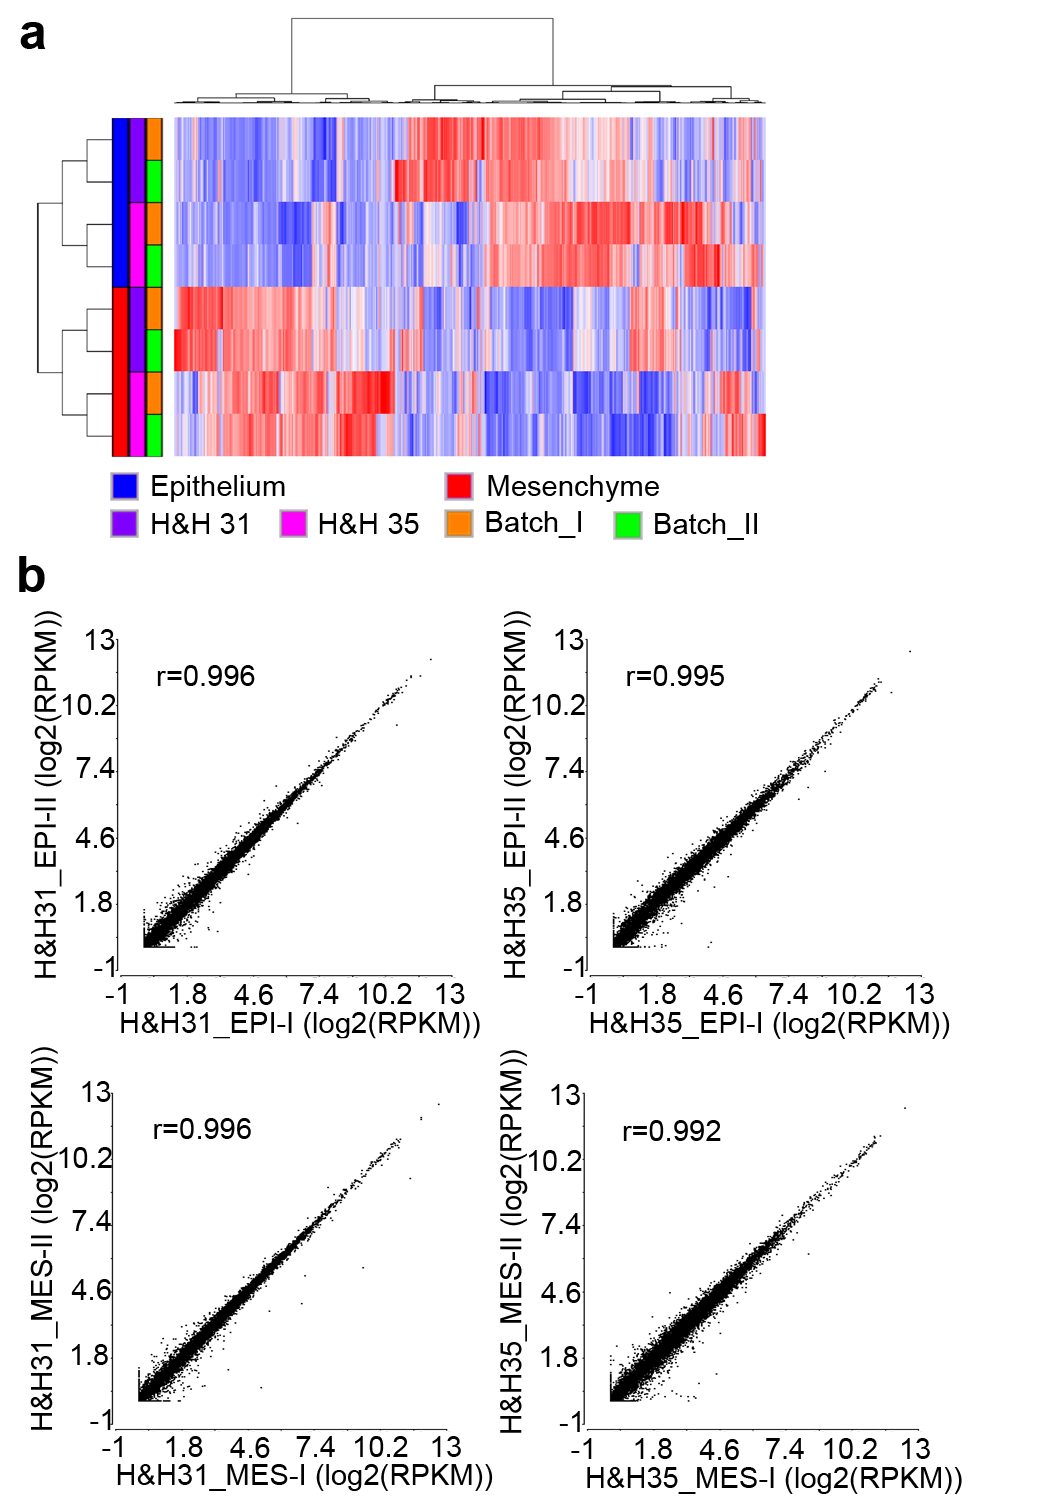

**Supplementary Figure 1 |** Transcriptome analysis of epithelium and mesenchyme tissue from H&H 31 and H&H 35 chicken embryos. (**a**) Hierarchical clustering of samples and genes. Different types of tissues show the most distinct gene expression profiles, followed by developmental stages and biological replicates (batches). (**b**) Scatter plots comparing gene expression over batches. The high linear correlation coefficient indicates high reproducibility between different batches.

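Transcription factors of mesenchyme were among the largest differences between tissues. CDERMO-1, a twist-family factor of dermis, stood at 628 ± 58.7 RPKM (SD, n = 2) in H&H 31 mesenchyme against 0.805 ± 0.0229 in epithelium, and at 383 ± 12.7 against 1.84 ± 0.432 at H&H 35. TWIST3, TBX15 and PRRX1, also transcription factors, and TNMD, a membrane protein of tendon, had log2 differences of 7.25, 7.03, 6.88 and 6.67 at H&H 31. At H&H 35 PRRX1, the collagen genes COL6A2 and COL12A1 and the transcription factor OSR1 had 6.94, 6.92, 6.38 and 6.69 (adjusted p of 7.32e-08 or lower for these 8 values, limma). On the epithelial side, the tight junction gene CLDN1 stood at 126 ± 4.93 RPKM in H&H 31 epithelium against 0.435 ± 0.00450 in mesenchyme and at 227 ± 8.12 against 2.61 ± 0.0700 at H&H 35. TACSTD1, CALML3, WNT6 and the splicing factor ESRP2 had log2 differences of -7.15, -6.80, -6.51 and -6.21 at H&H 31, and at H&H 35 the keratin genes KRT5 and KRT15 had -5.98 and -5.94. In all, 6401 genes differed between the tissues at H&H 31, of which 3309 were higher in mesenchyme and 3092 lower, and 7387 at H&H 35, of which 3243 were higher and 4144 lower. Fewer genes changed with stage, 3842 in epithelium and 4435 in mesenchyme. Average-linkage clustering joined the 2 libraries of each of the 4 groups before any other library and joined the tissues last. Pearson's r across the genes tested had a median of 0.993 between libraries of a group, 0.944 between stages of a tissue and 0.764 between tissues at a stage. Genes are not independent replicates. The sign of batch I minus batch II was shared by all 4 groups in 1519 genes, or 13.6% where chance gives 12.5%. This count cannot show a pairing of the tissues within a stage. Deviations of batch I from the group mean correlated between the tissues by 0.194 at H&H 31 and 0.316 at H&H 35. A block for the batch within each stage, added after the data were seen, gave 7078 and 7987 genes. With equal sum or median-ratio scaling the median of all genes at H&H 35 moved by 0.107 or 0.101 and the split turned to 3630 higher and 3369 lower or 3701 and 3466. At H&H 31 it turned to 3066 higher and 3365 lower with equal sum scaling and to 3106 and 3393 with quantile normalization. Leaving out a library gave 5282 to 6607 genes at H&H 31 and 6521 to 7163 at H&H 35.

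**Figure D2:**
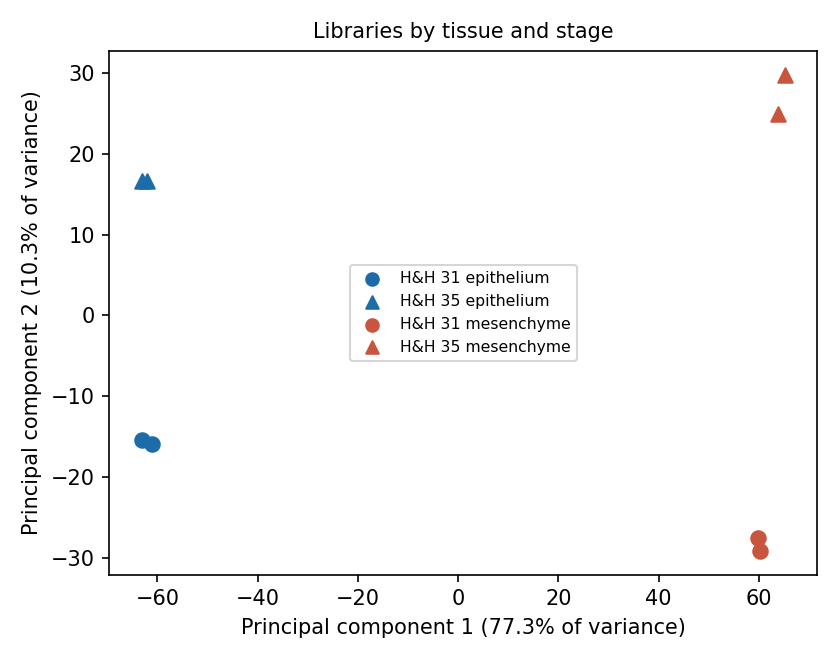
The 8 libraries by principal components 1 and 2 of log2(RPKM + 1), which hold 77.3% and 10.3% of the variance. Color marks the tissue and shape the stage, and epithelium and mesenchyme lie apart on component 1, H&H 31 and H&H 35 on component 2.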

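Between H&H 31 and H&H 35, KRT5, KRT75 and SHH were among the largest rises in epithelium. KRT5, a keratin of basal keratinocytes, rose from 13.0 ± 3.39 to 313 ± 41.0 RPKM (SD, n = 2). SHH, a signal of the feather bud epithelium, rose from 6.47 ± 0.825 to 106 ± 9.68. POSTN, a matricellular protein, rose from 1.39 ± 0.286 to 57.7 ± 11.7 RPKM (log2 change 4.61, adjusted p = 1.16e-06). FGFBP1, a carrier of fibroblast growth factors, rose from 0.114 ± 0.0162 to 21.2 ± 1.82. The others of the 10 largest rises were PSCA, GHRH, the keratin gene KRT75, MT4, NECAB1 and LY6E. The signaling genes FGF20 and WNT9B fell from 48.5 ± 5.41 to 4.50 ± 1.69 RPKM and from 36.5 ± 1.11 to 3.96 ± 0.832. P37NB, CA13, C6ORF186, HIC1, WBSCR17, CPZ and CRABP-I also had falls among the largest, with log2 changes from -2.94 to -3.76. Of 29 cell cycle genes, 27 rose, 0 fell and 2 did not pass the test (28 higher and 0 lower adjusted over the list alone). The cell cycle list had a camera adjusted p = 1.65e-11, and adjusted p = 0.357 with an estimated correlation. MKI67, a marker of proliferating cells, rose from 23.3 ± 2.00 to 50.7 ± 3.06 RPKM. CDC20, which drives exit from mitosis, rose from 50.8 ± 4.22 to 105 ± 11.1. Of 27 epithelial markers, 16 rose, 1 fell and 10 did not pass the test (16 higher and 1 lower adjusted over the list alone). Camera gave the epithelial list adjusted p = 2.29e-05, and adjusted p = 0.357 with an estimated correlation. KRT15 rose by 3.48 and SFN, a keratinocyte protein, by 2.95 on the log2 scale. Of 7 genes of epidermal differentiation, 5 rose, 0 fell and 2 did not pass the test (5 higher and 1 lower adjusted over the list alone). For the differentiation list adjusted p = 0.0107 in camera, and adjusted p = 0.357 with an estimated correlation. The keratin gene KRT80 rose from 5.31 ± 0.394 to 20.3 ± 0.474 RPKM. Of 13 Hedgehog pathway genes, 7 rose, 2 fell and 4 did not pass the test (7 higher and 2 lower adjusted over the list alone). The Hedgehog list had a camera adjusted p = 0.0136, and adjusted p = 0.357 with an estimated correlation. PTCH1, a receptor that is itself a pathway target, rose by 2.24 on the log2 scale. Of 20 WNT/β-catenin targets and inhibitors, 5 rose, 13 fell and 2 did not pass the test (5 higher and 14 lower adjusted over the list alone). Camera gave the WNT target list adjusted p = 0.00581, and adjusted p = 0.357 with an estimated correlation. The WNT antagonist FRZB fell from 28.4 ± 0.589 to 4.48 ± 0.965 RPKM and ZNRF3, which removes WNT receptors, from 19.2 ± 1.84 to 7.08 ± 0.516. LGR5, an R-spondin receptor, rose from 3.17 ± 1.25 to 12.7 ± 2.91. Of 28 genes of dermal extracellular matrix, 3 rose, 12 fell and 13 did not pass the test (3 higher and 14 lower adjusted over the list alone). For the matrix list adjusted p = 0.00398 in camera, and adjusted p = 0.542 with an estimated correlation. Of 9 neuron and Schwann cell markers, 0 rose, 5 fell and 4 did not pass the test (0 higher and 6 lower adjusted over the list alone). The neuron list had a camera adjusted p = 0.00762, and adjusted p = 0.357 with an estimated correlation. FN1 (fibronectin) fell from 207 ± 2.88 to 47.0 ± 8.48 RPKM and the neurofilament gene NEFL from 14.4 ± 2.25 to 2.02 ± 0.00913. The genes at least 20 times higher in mesenchyme and with a mean RPKM of at least 50 there (50 genes) were compared with their level in epithelium. By this choice their share in epithelium is small, so it does not measure how clean the separation was. The median share was 1.40% and 0.867% in the H&H 31 libraries and 0.849% and 0.971% in the H&H 35 libraries. Of 23 K+ channels outside the panel, 1 rose, 10 fell and 12 did not pass the test (2 higher and 10 lower adjusted over the list alone). Camera gave the K+ channel list adjusted p = 0.0157, and adjusted p = 0.357 with an estimated correlation. KCNK5, a background K+ channel, fell from 20.4 ± 0.618 to 7.36 ± 1.45 RPKM. In all 2070 genes rose and 1772 fell, and 810 of them changed at least 2-fold. With RPKM scaled to an equal sum, the median of all genes moved by -0.106 and 1464 genes were higher and 2315 lower (38.7% higher in place of 53.9%), so changes hold relative to the scaling used. Without H&H 31 epithelium I the count fell to 2476.

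**Figure D3:**
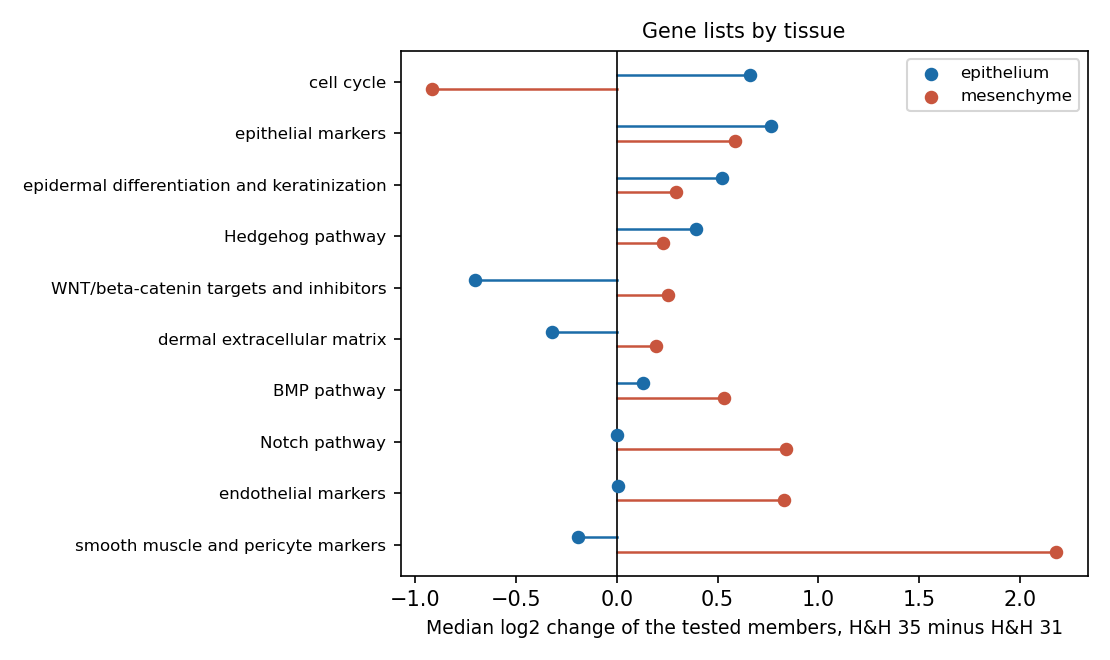
Median log2 change (horizontal axis, H&H 35 minus H&H 31) of the tested members of 10 gene lists in epithelium (blue) and mesenchyme (red). Cell cycle genes have a median of 0.66 in epithelium and -0.92 in mesenchyme. The median of endothelial markers in epithelium, 0.01, is -0.01 with quantile normalization.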

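In mesenchyme, genes of smooth muscle, Notch signaling and endothelium rose between H&H 31 and H&H 35. MYOCD, a coactivator of smooth muscle genes, rose from 0.409 ± 0.195 to 19.4 ± 0.457 RPKM (SD, n = 2) and the smooth muscle myosin gene MYH11 from 0.748 ± 0.0938 to 16.9 ± 3.07. Of 9 smooth muscle and pericyte markers, 8 rose, 0 fell and 1 did not pass the test (8 higher and 0 lower adjusted over the list alone). The smooth muscle list had a camera adjusted p = 1.01e-06, and adjusted p = 0.360 with an estimated correlation. Of 15 Notch pathway genes, 11 rose, 0 fell and 4 did not pass the test (12 higher and 0 lower adjusted over the list alone). Camera gave the Notch list adjusted p = 4.81e-06, and adjusted p = 0.360 with an estimated correlation. The ligand gene DLL1 rose from 1.95 ± 0.697 to 16.7 ± 3.28 RPKM and the Notch target HEY1 from 5.75 ± 0.00690 to 22.0 ± 2.26. Of 15 endothelial markers, 10 rose, 0 fell and 5 did not pass the test (10 higher and 1 lower adjusted over the list alone). For the endothelial list adjusted p = 0.000379 in camera, and adjusted p = 0.367 with an estimated correlation. SOX18, a factor of vascular development, rose from 5.78 ± 0.617 to 69.3 ± 2.60 RPKM. Of 17 BMP pathway genes, 8 rose, 3 fell and 6 did not pass the test (10 higher and 3 lower adjusted over the list alone). The BMP list had a camera adjusted p = 0.0155, and adjusted p = 0.478 with an estimated correlation. BMP6 rose from 1.50 ± 0.00456 to 25.2 ± 0.116 RPKM and the antagonist gene FST from 3.54 ± 0.658 to 19.2 ± 0.696. Of 29 cell cycle genes, 0 rose, 28 fell and 1 did not pass the test (0 higher and 29 lower adjusted over the list alone). Camera gave the cell cycle list adjusted p = 5.99e-14, and adjusted p = 0.360 with an estimated correlation. The mitotic kinase genes PLK1 and AURKA fell from 97.6 ± 0.739 to 43.0 ± 3.79 RPKM and from 46.8 ± 2.68 to 21.2 ± 2.00. All 29 differed in their stage change between the tissues in the test of the interaction term. Of 27 epithelial markers, 19 rose, 1 fell and 7 did not pass the test (19 higher and 1 lower adjusted over the list alone). For the epithelial list adjusted p = 3.45e-07 in camera, and adjusted p = 0.360 with an estimated correlation. The transcription factor genes TFAP2C and TFAP2A rose from 0.852 ± 0.0305 to 27.2 ± 3.52 RPKM and from 1.11 ± 0.460 to 7.47 ± 3.10. The genes at least 20 times higher in epithelium and with a mean RPKM of at least 50 there (43 genes) were compared with their level in mesenchyme. By this choice their share in mesenchyme is small, so it does not measure how clean the separation was. The median share was 0.829% and 1.25% in the H&H 31 libraries and 1.31% and 1.26% in the H&H 35 libraries. Of 21 genes of Ca2+ handling outside the panel, 9 rose, 1 fell and 11 did not pass the test (10 higher and 1 lower adjusted over the list alone). The Ca2+ handling list had a camera adjusted p = 0.0122, and adjusted p = 0.478 with an estimated correlation. The plasma membrane Ca2+ pump gene ATP2B1 rose from 8.67 ± 0.0536 to 26.3 ± 1.47 RPKM and CAMK2A, a Ca2+-dependent kinase, fell from 6.32 ± 0.0715 to 0.430 ± 0.204. Of 28 genes of dermal extracellular matrix, 11 rose, 4 fell and 13 did not pass the test (12 higher and 6 lower adjusted over the list alone). Camera gave the matrix list adjusted p = 0.0378, and adjusted p = 0.658 with an estimated correlation. TNC, the matrix protein tenascin, rose from 2.72 ± 0.0234 to 44.2 ± 3.47 RPKM and the elastin gene ELN from 11.4 ± 0.615 to 45.0 ± 11.8. Of 15 mesenchymal markers, 5 rose, 2 fell and 8 did not pass the test (8 higher and 2 lower adjusted over the list alone). For the mesenchymal list adjusted p = 0.0378 in camera, and adjusted p = 0.510 with an estimated correlation. Of 23 K+ channels outside the panel, 9 rose, 3 fell and 11 did not pass the test (9 higher and 3 lower adjusted over the list alone). The K+ channel list had a camera adjusted p = 0.0378, and adjusted p = 0.413 with an estimated correlation. Of 7 genes of epidermal differentiation, 2 rose, 0 fell and 5 did not pass the test (2 higher and 0 lower adjusted over the list alone). Camera gave the differentiation list adjusted p = 0.0378, and adjusted p = 0.360 with an estimated correlation. Of 13 Hedgehog pathway genes, 6 rose, 2 fell and 5 did not pass the test (6 higher and 3 lower adjusted over the list alone). For the Hedgehog list adjusted p = 0.0408 in camera, and adjusted p = 0.478 with an estimated correlation. PTCH1 rose by 2.34 on the log2 scale. The largest rises included MASP1, STOM, TRPS1, TFAP2C, ADAMTS17, MYOCD, FOXD1, BMPER and CXCR7. MASP1, a protease of the lectin pathway, rose from 0.479 ± 0.119 to 42.3 ± 8.43 RPKM. The largest falls included AKR1D1, PODN, RDM1, ROBO3, HBZ, NRGN, FRK, SP5 and DNM3. The steroid reductase AKR1D1 fell from 348 ± 26.4 to 21.7 ± 4.25. In all 2031 genes rose and 2404 fell, and 885 changed at least 2-fold. With median-ratio scaling this turned to 2436 higher and 1964 lower, and with equal sum scaling to 2248 and 2018. In other settings or with a library left out, adjusted p reached 0.0564 for the matrix, 0.123 for the mesenchymal, 0.207 for the K+ channel, 0.146 for the differentiation and 0.0630 for the Hedgehog list, which lost their calls. Without H&H 31 mesenchyme II or I the count of genes fell to 2791 or 2903.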

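Over all 14642 genes, Pearson's r of log2(RPKM + 1) between batches I and II was 0.996 in H&H 31 epithelium, 0.996 in H&H 31 mesenchyme, 0.995 in H&H 35 epithelium and 0.992 in H&H 35 mesenchyme. These 4 values are r across genes within a pair of libraries, and genes are not independent replicates, so no p is given. Among abundant genes, GJA1 stood at 214 RPKM in batch I and 180.4 in batch II of H&H 35 epithelium, and KRT14, a keratin of basal keratinocytes, at 276 and 460.5 in H&H 31 epithelium. HBB, a globin gene of red blood cells, stood at 250.0 RPKM in batch I and 516 in batch II of H&H 31 mesenchyme. The libraries held 9715 to 10367 genes with an RPKM of at least 1. The 10 genes with the highest mean RPKM over all libraries took 6.55% to 8.00% of the summed RPKM of a library.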

**
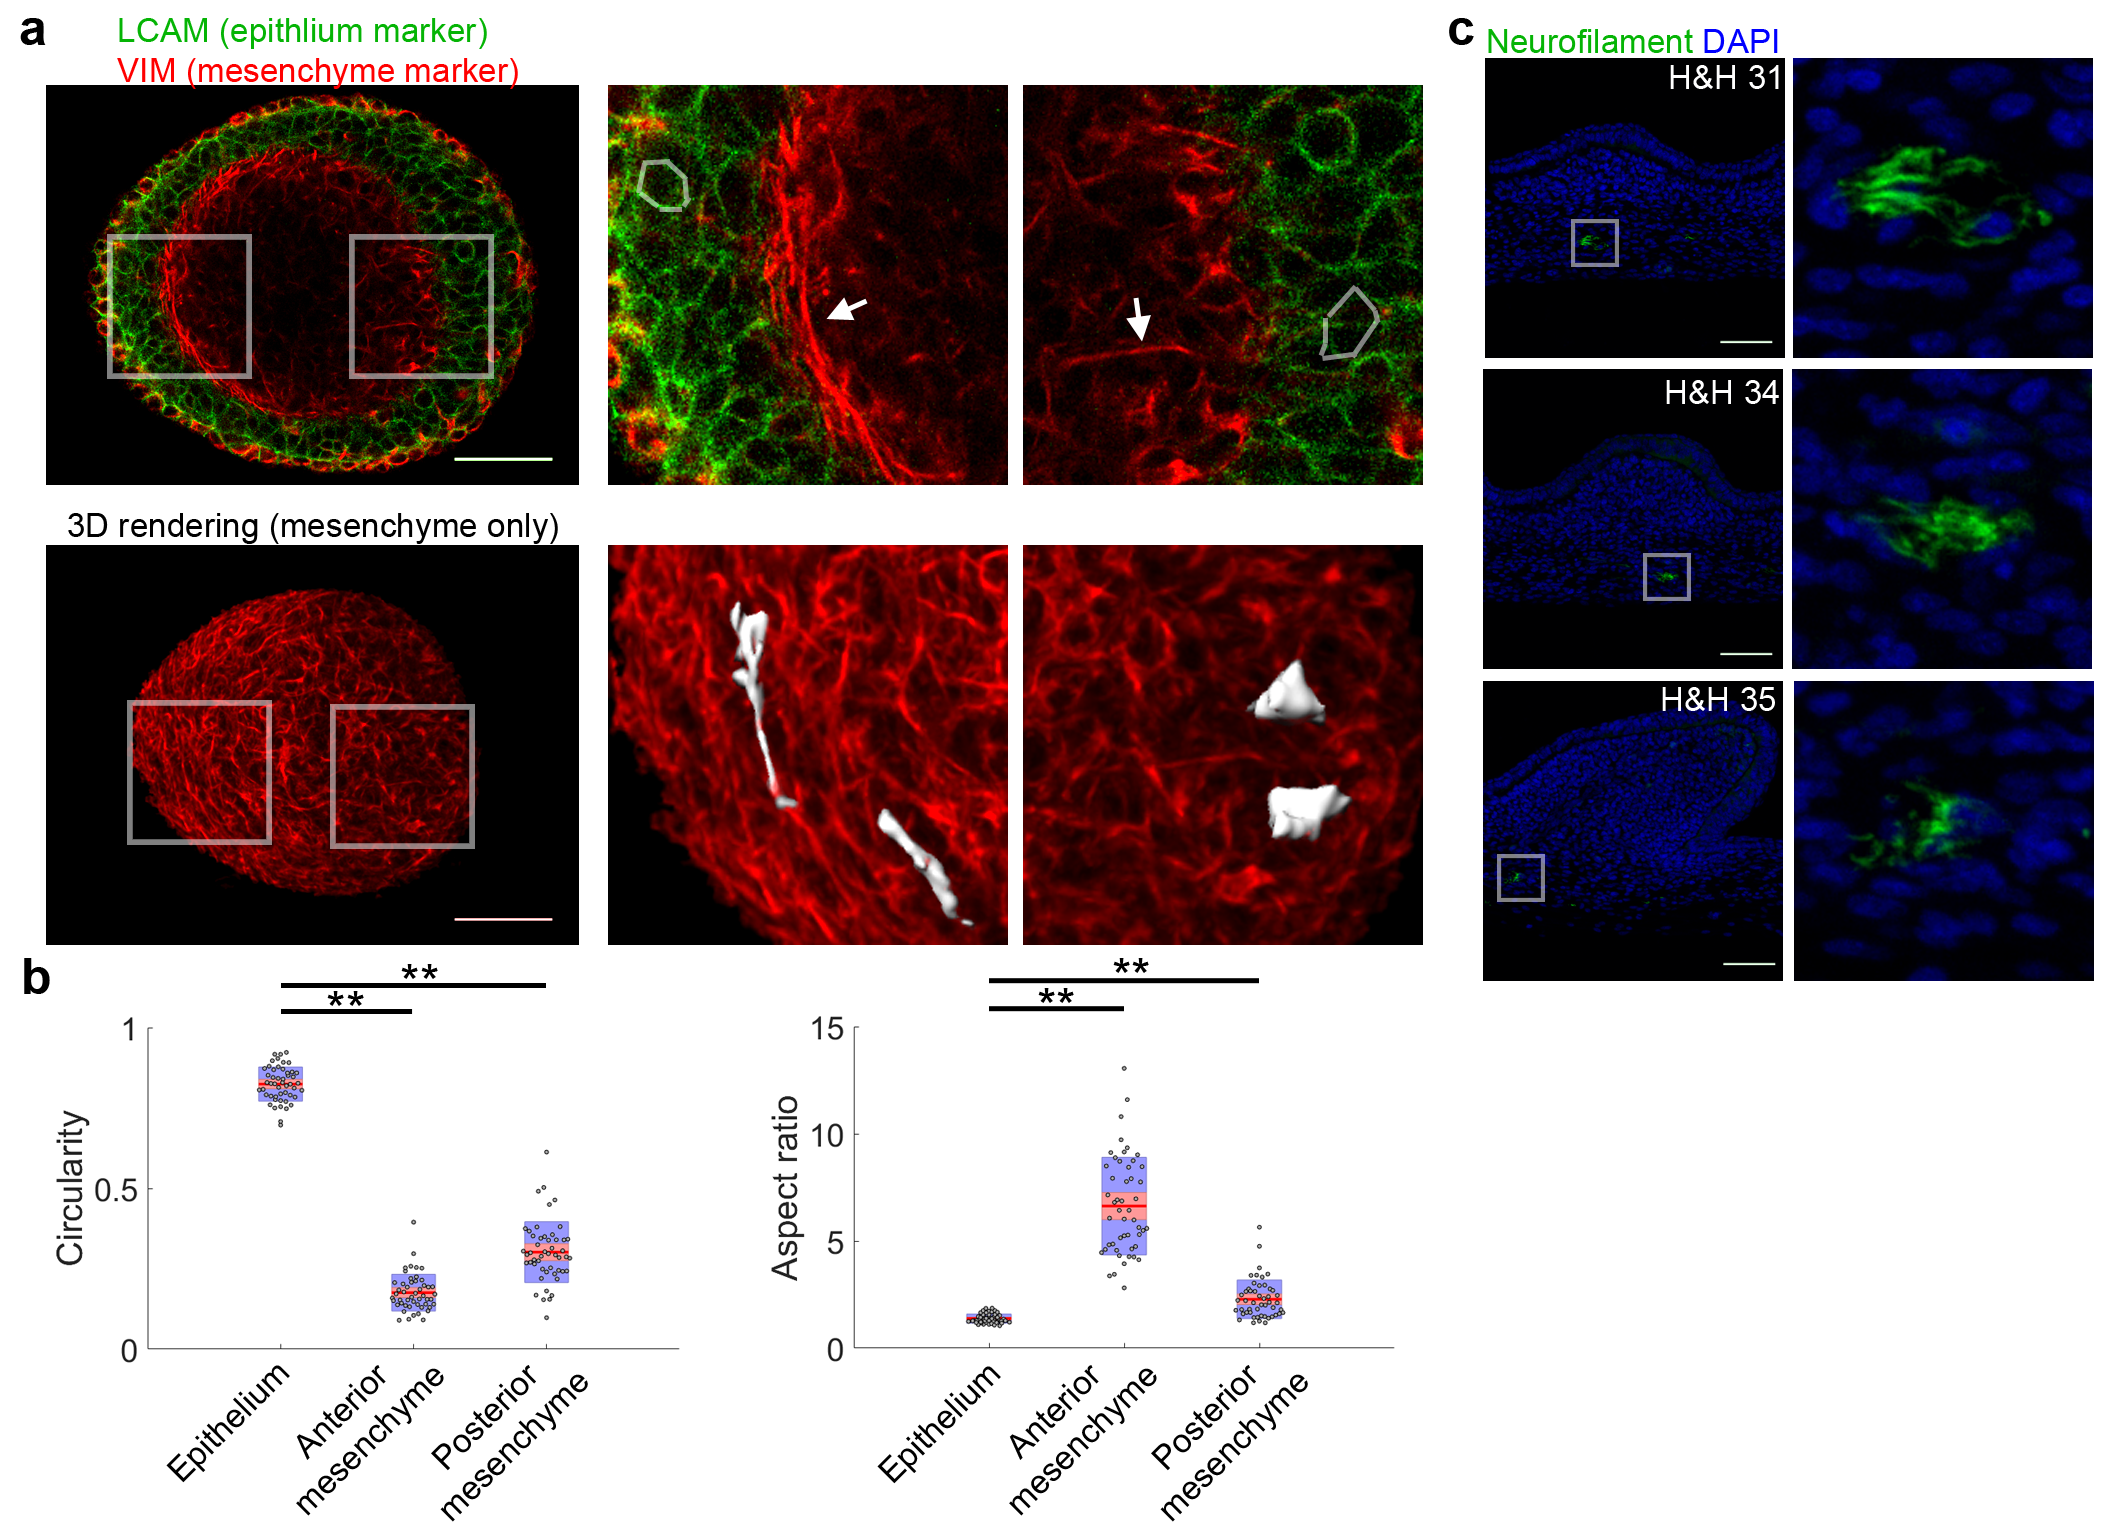
**

**Supplementary Figure 2 |** Feather bud epithelial and mesenchymal cells have distinct morphologies and molecular identities. (**a**) Upper panel: confocal (XY plane) image of H&H 34 feather bud stained with LCAM and VIM antibodies to reveal the distinct morphologies of epithelial and mesenchymal tissue. The VIM positive cells in epithelium are melanocytes and periderm cells. The epithelial tissue is mainly composed of cuboidal cells arranged in a honeycomb pattern (highlighted by white lines). The cells always tightly contact their neighbors. Mesenchymal cell boundaries are not fully occupied by the neighbors. They usually develop long filopodia (arrows). Lower panel: 3D rendering of feather mesenchyme. Anterior mesenchyme has lots of elongated, bipolar cells aligned along the epithelial-mesenchymal boundary. Posterior mesenchymal cells are mainly multipolar. White objects are surface renderings of individual mesenchymal cells. Enlarged regions are highlighted by rectangles. Scale bar, 50 μm. (**b**) Circularity and aspect ratio for feather epithelial and mesenchymal cells at different regions (n = 50). For circularity, 0 represents an infinitely elongated polygon, 1 represents a perfect circle. Customized boxplot: Mean (red) ± s.d. (pink), 95% confidence interval (violet). Dots denote individual data points. ** *P* < 0.01 (Wilcoxon Rank Test). (**c**) Neural filaments are very sparse and only exist in mesenchyme underneath feathers. Boxed regions are enlarged on the right. Scale bars, 50 μm.

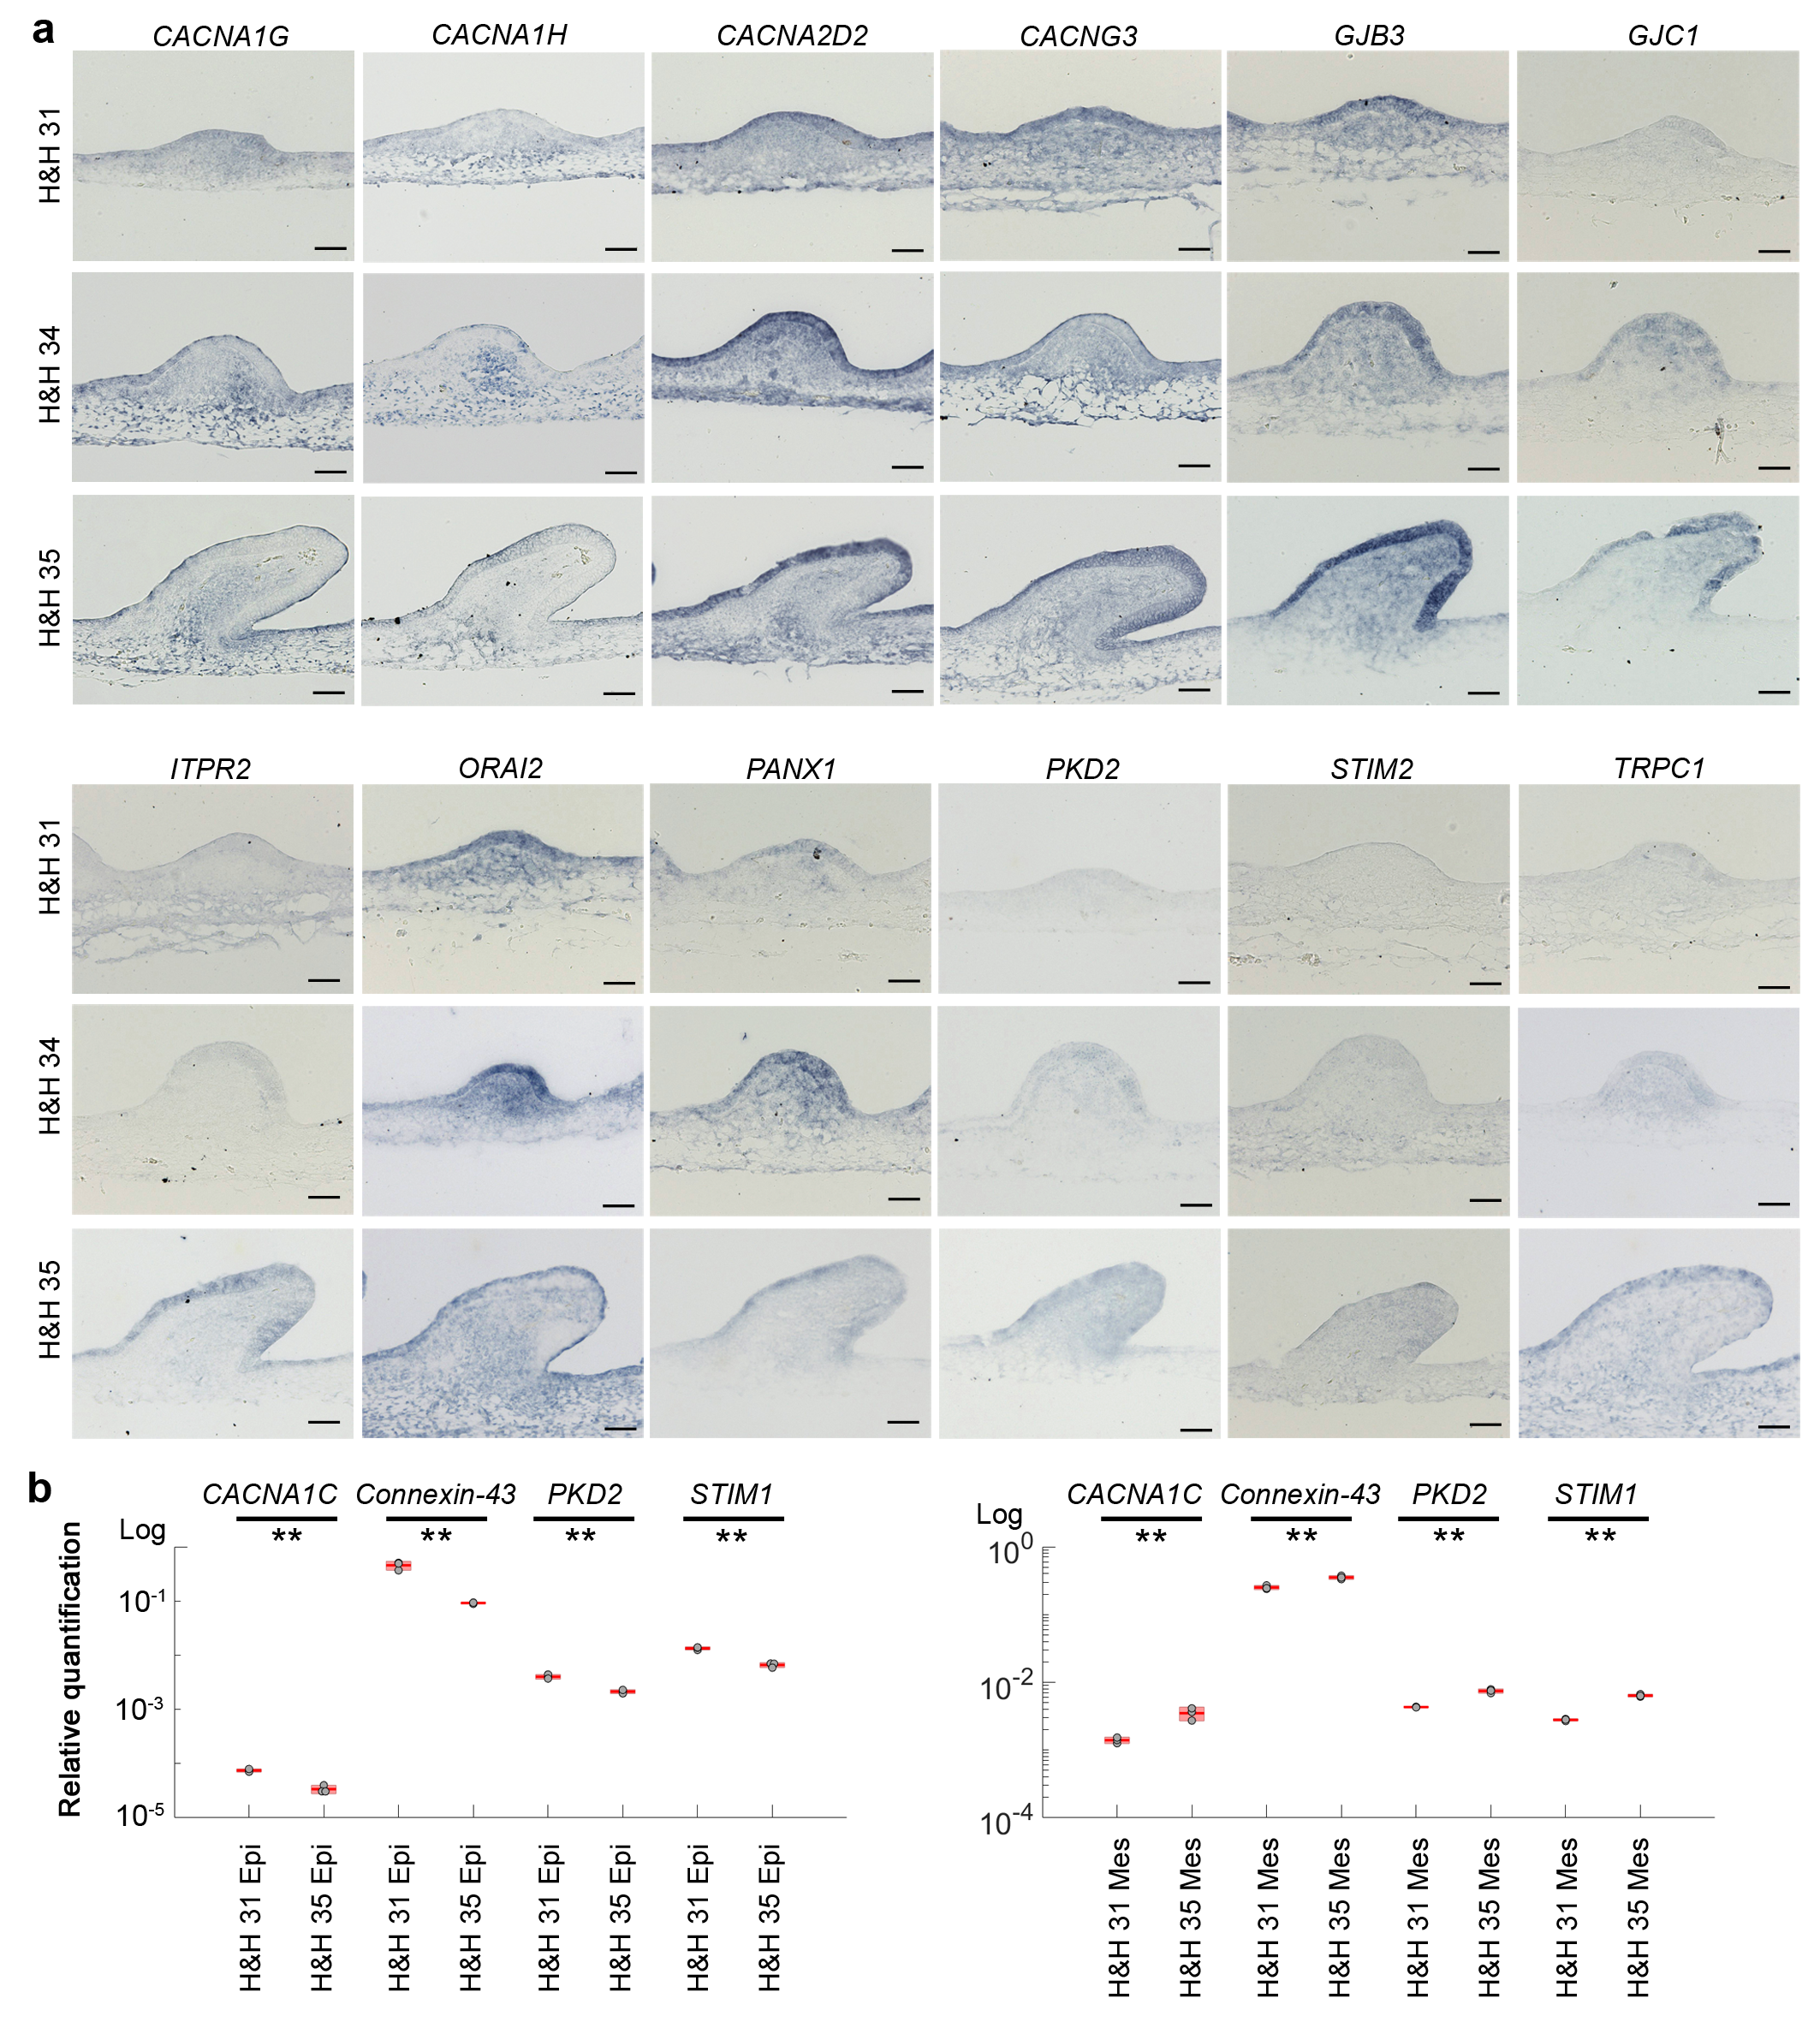

**Supplementary Figure 3 |** *In situ* hybridization and qPCR for candidate ion channel genes. (**a**) *In situ* hybridization results of other potentially interesting genes encoding ion channel components, including: 1. VGCCs: *CACNA1G* (T-type), *CACNA1H* (T-type), *CACNA2D2* (auxiliary subunit), *CACNG3* (auxiliary subunit). 2. Gap junctions: *GJB3*, *GJC1*, *PANX1*. 3. Inositol 1,4,5-trisphosphate receptor (trigger endoplasmic reticulum Ca^2+^ release): *ITPR2*. 4. CRAC channels: *ORAI2*, *STIM2*. 5. Transient receptor potential channels: *PKD2*, *TRPC1*. *CACNA1G* does not exhibit stage-dependent variations of expression according to RNA-Seq results, but its expression levels in feather mesenchyme are constantly higher than *CACNA1C* and *CACNA1H*. The *in situ* hybridization results for *ITPR1*, *PANX2,* and *TRPV2* were not shown because signals were barely detectable. Scale bar, 50 μm. (**b**) qPCR of our major candidate ion channel genes in epithelium and mesenchyme of H&H 31 and H&H 35 skins, respectively. Customized boxplot: Mean (red) ± s.d. (pink), 95% confidence interval (violet). Dots denote individual data points. ** *P* < 0.01 (n = 3, two-sample Student’s t test).

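CACNA1G, the pore subunit of a T-type VGCC, stood at 6.99 ± 0.857 RPKM (SD, n = 2) in H&H 31 mesenchyme and 7.58 ± 0.639 in H&H 35 mesenchyme. The log2 change of 0.11 (SE 0.12, adjusted p = 0.541 from limma) did not pass the test, and it was -0.00 without H&H 31 mesenchyme I. In batches I and II, CACNA1G stood at 6.38 and 7.59 RPKM at H&H 31, where CACNA1C stood at 1.72 and 1.85 and CACNA1H at 3.23 and 3.16. At H&H 35 CACNA1G stood at 7.13 and 8.03 RPKM, CACNA1C at 5.02 and 5.97 and CACNA1H at 5.40 and 5.94. In each of the 4 mesenchyme libraries CACNA1G was the highest of the 3 genes. RPKM divides by transcript length, so levels of different genes also carry the length assumed for each, and the comparison between genes was not tested. In epithelium CACNA1G stood at 0.209 ± 0.00173 and 0.131 ± 0.0137 RPKM (adjusted p = 0.603).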

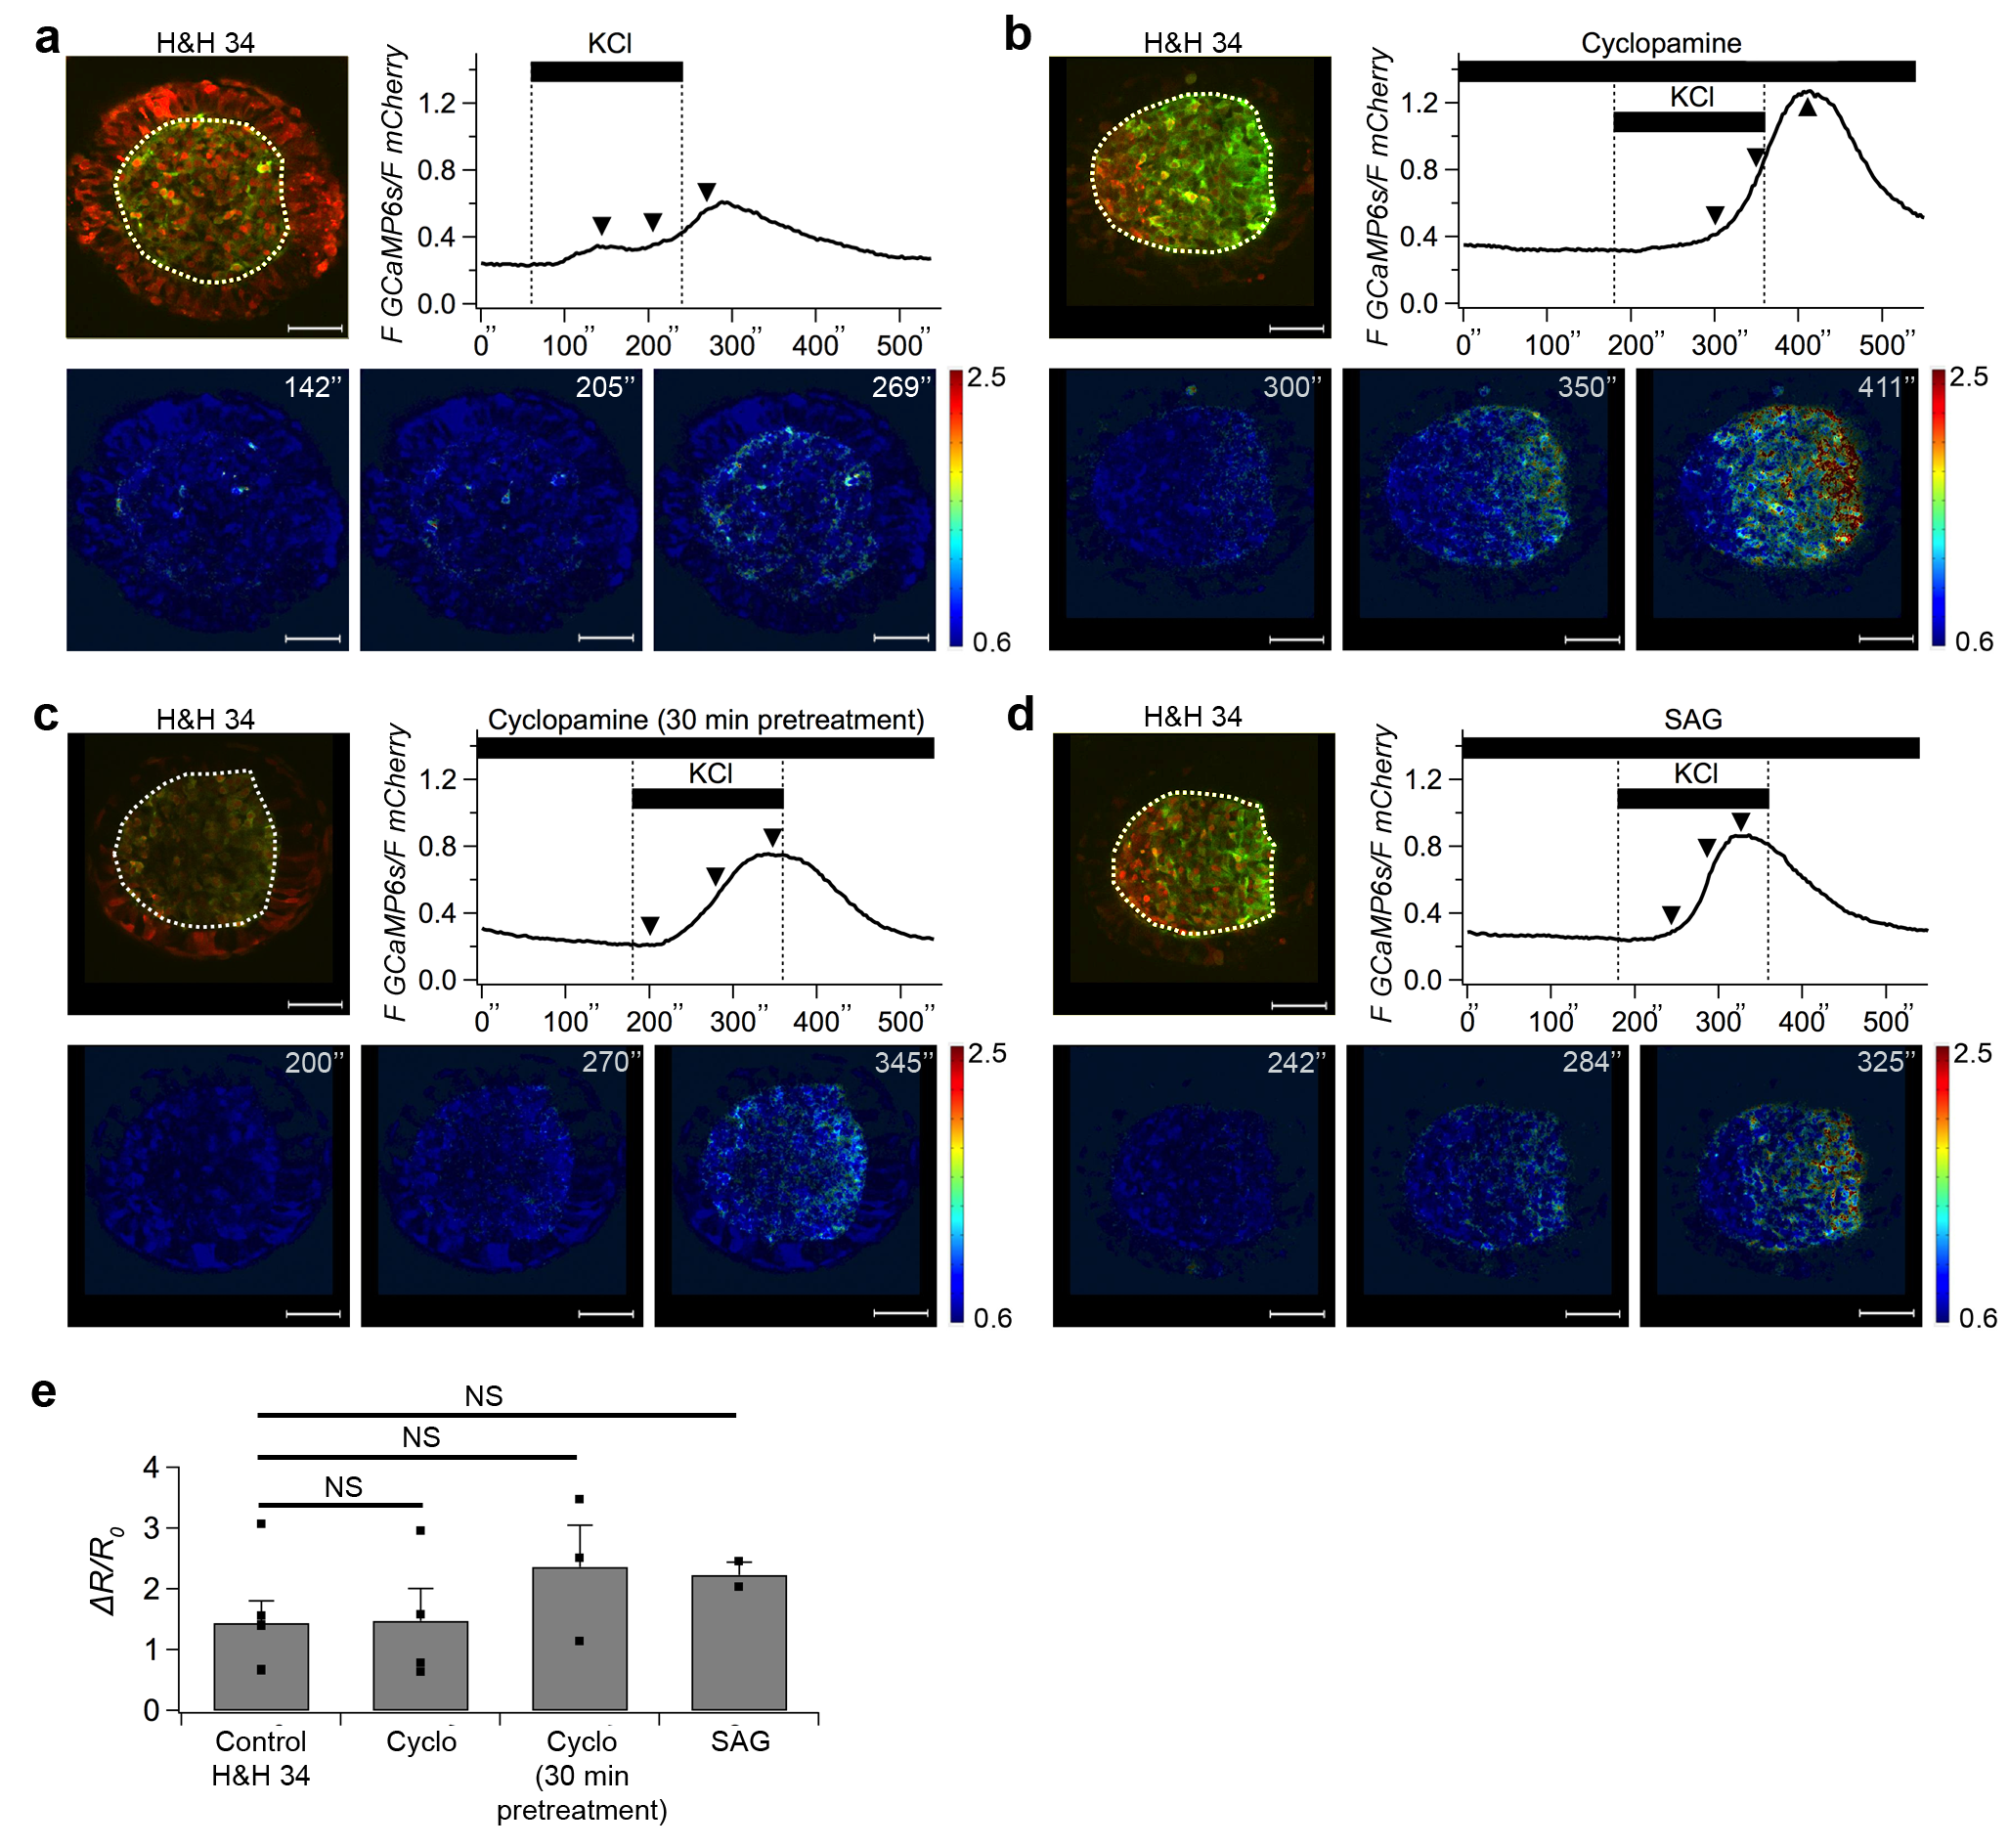
**Supplementary Figure 4 |** Short-term modulation of SHH signaling has no significant impact on feather mesenchyme Ca^2+^ responses. (**a**) Time-lapse ratiometric Ca^2+^ imaging of feather buds in H&H 34 skin explants. Feather mesenchyme, rather than epithelium, exhibited Ca^2+^ elevation after the perfusion of 100 mM KCl solution (n = 6/6). Delayed response is partially due to the bath perfusion configuration. The ROI in the mesenchyme (dotted line) was used to quantify the ratios of GCaMP6s to mCherry fluorescence intensity (’’ denotes seconds). Pseudocolor ratiometric images were generated using intensity modulated display mode, and selected at three different time points (arrowheads) in the line plot. Scale bar, 50 μm. (**b**,**c**) Pretreatment of skins for 3 min (b, n = 4/4) or 30 min (c, n = 3/3) with 5 µM Cyclopamine did not significantly decrease KCl responses. (**d**) 1 µM SAG pretreatment for 3 min did not significantly elevate the KCl responses (n = 2/2). (**e**) Quantification of Ca^2+^ changes in different treatments. *R_o_* is the baseline ratio before KCl application. *∆R* is the difference between the ratio at the peak response and *R_o_*. Dots denote individual data points. NS, not significant (Wilcoxon Rank Test).

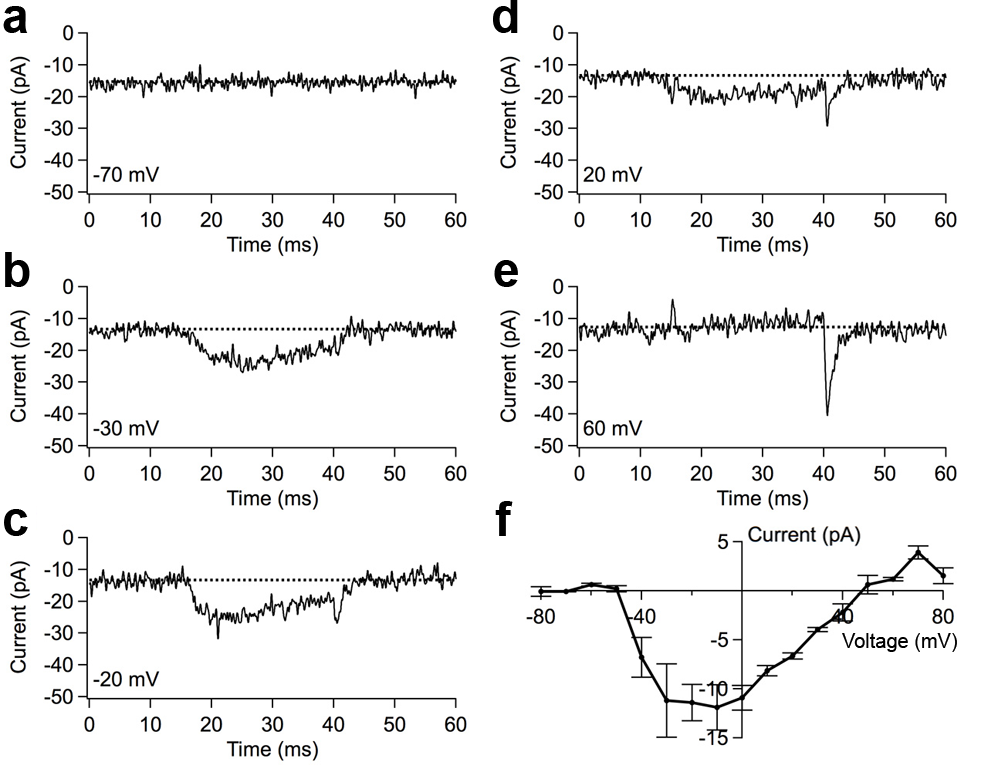

**Supplementary Figure 5** | Voltage-gated Ca^2+^ channels expressed in dissociated H&H 35 skin mesenchymal cells. (**a**-**e**) Ca^2+^ currents in response to 25 ms depolarizations. The holding potential was -80 mV, and a 10 mV step voltage increment was applied to a single mesenchymal cell. The representative inward Ca^2+^ currents were displayed at -70 mV, -30 mV, -20 mV, 20 mV and 60 mV test voltages. Each current trace was digitally filtered to reduce the noise level. Internal solution containing 10 mM TEA and 120 mM Cs-Glutamate was used to block K^+^ currents. (**f**) Peak inward currents around 20 ms were chosen to plot the current-voltage (*I-V*) curve. The *I-V* plot was not adjusted for ~11 mV liquid junction potential occurring between the internal and external solution. 3 out of 8 cells showed Ca^2+^ currents, indicating that the mesenchymal cells were composed of heterogeneous cell populations. Mean ± s.e.m.

**
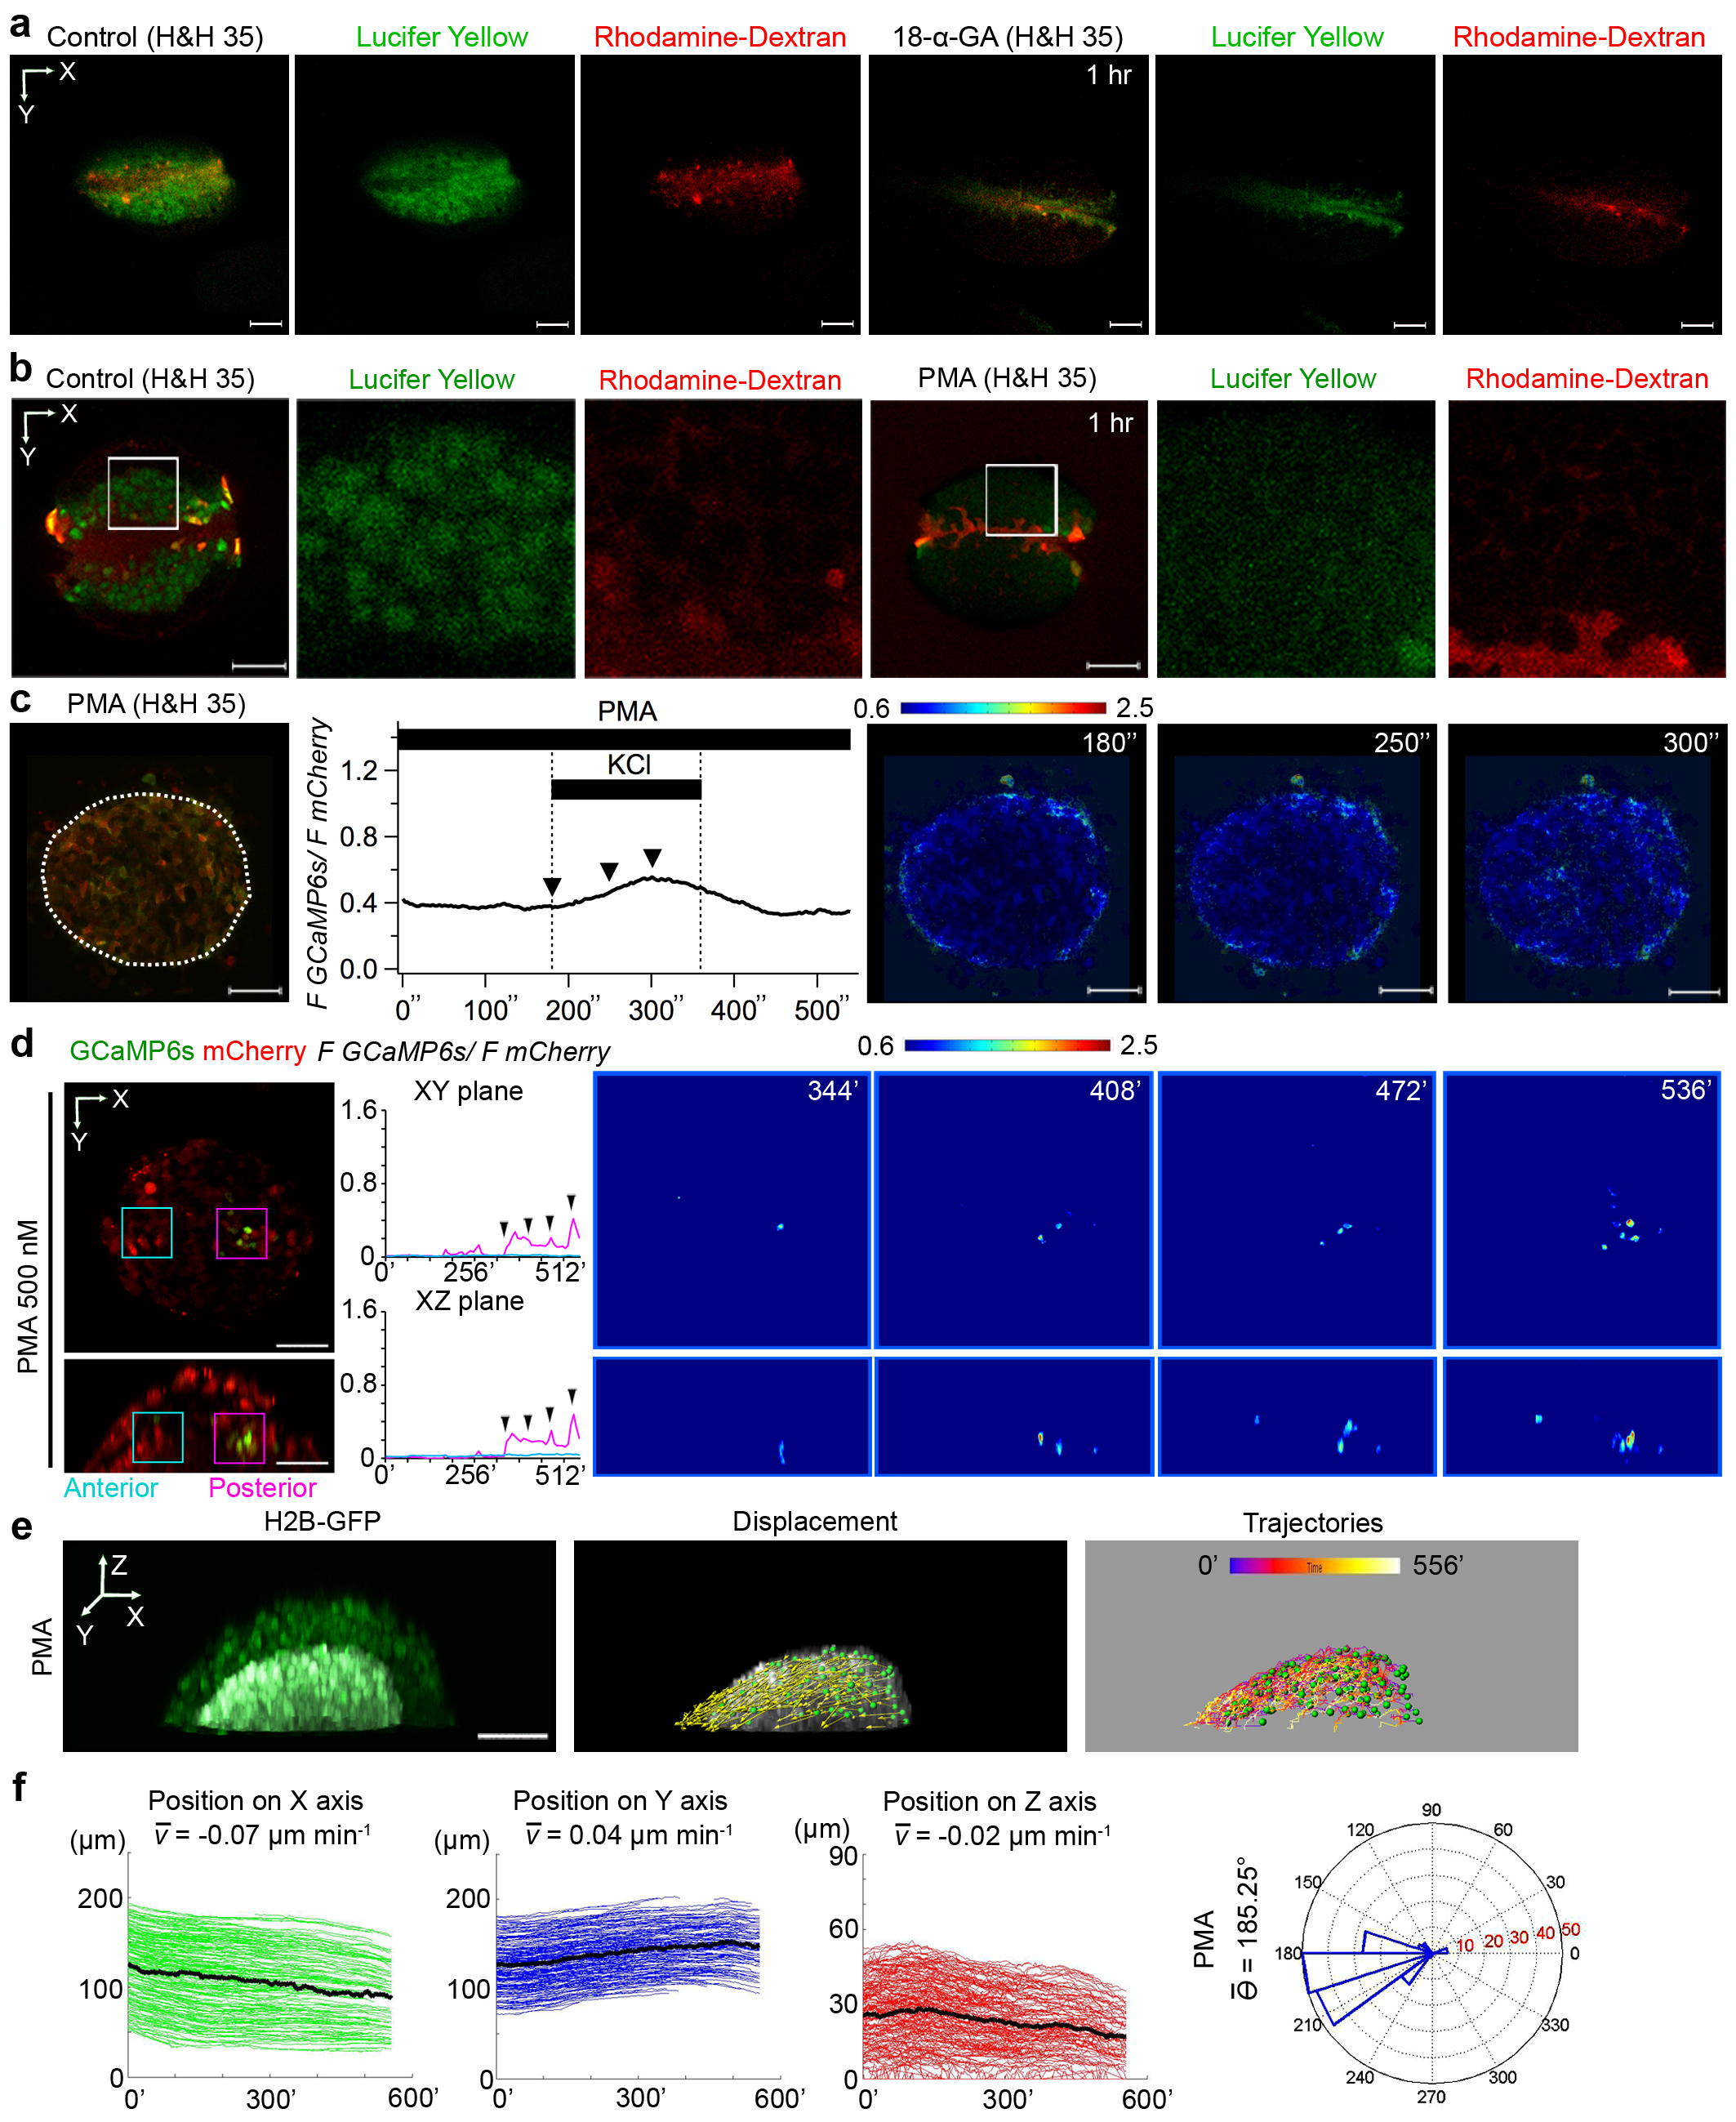
Supplementary Figure 6 |** Blocking gap junction based cell-cell communications disrupted Ca^2+^ oscillation and cell migration patterns. (**a,b**) A scrape-loading dye transfer assay demonstrated that the transfer of Lucifer yellow in H&H 35 feather mesenchyme was significantly inhibited after 1 hr pretreatment with 100 μM 18-α-GA (n = 4/4) or 500 nM PMA (n = 6/10). The high molecular weight Rhodamine-Dextran cannot pass through gap junction channels and hence largely stayed at the scrape site. Scale bars, 50 μm. (**c**) Pretreatment of H&H 35 skin with 500 nM PMA for 30 min significantly reduced the KCl induced Ca^2+^ influx in feathers (n = 5/5). (**d**) Treating skins with 500 nM PMA dramatically reduced the number of cells with high Ca^2+^ levels during feather elongation, although some mosaic Ca^2+^ transients were still observed. Quantification of *F GCaMP6s/F mCherry* was conducted for the anterior (cyan rectangle) and posterior (magenta rectangle) mesenchyme and demonstrated in line plot. Pseudocolor images of *F GCaMP6s/F mCherry* are shown at selected time points (arrowheads). Scale bar, 50 μm. (**e**) 4D cell nucleus imaging of a feather bud treated with 500 nM PMA. Feather mesenchyme is highlighted in white. Scale bar, 50 μm. (**f**) Plotting mesenchymal cell positions along the X, Y, Z axes over time. The cells mainly moved in an upward direction (n = 426).

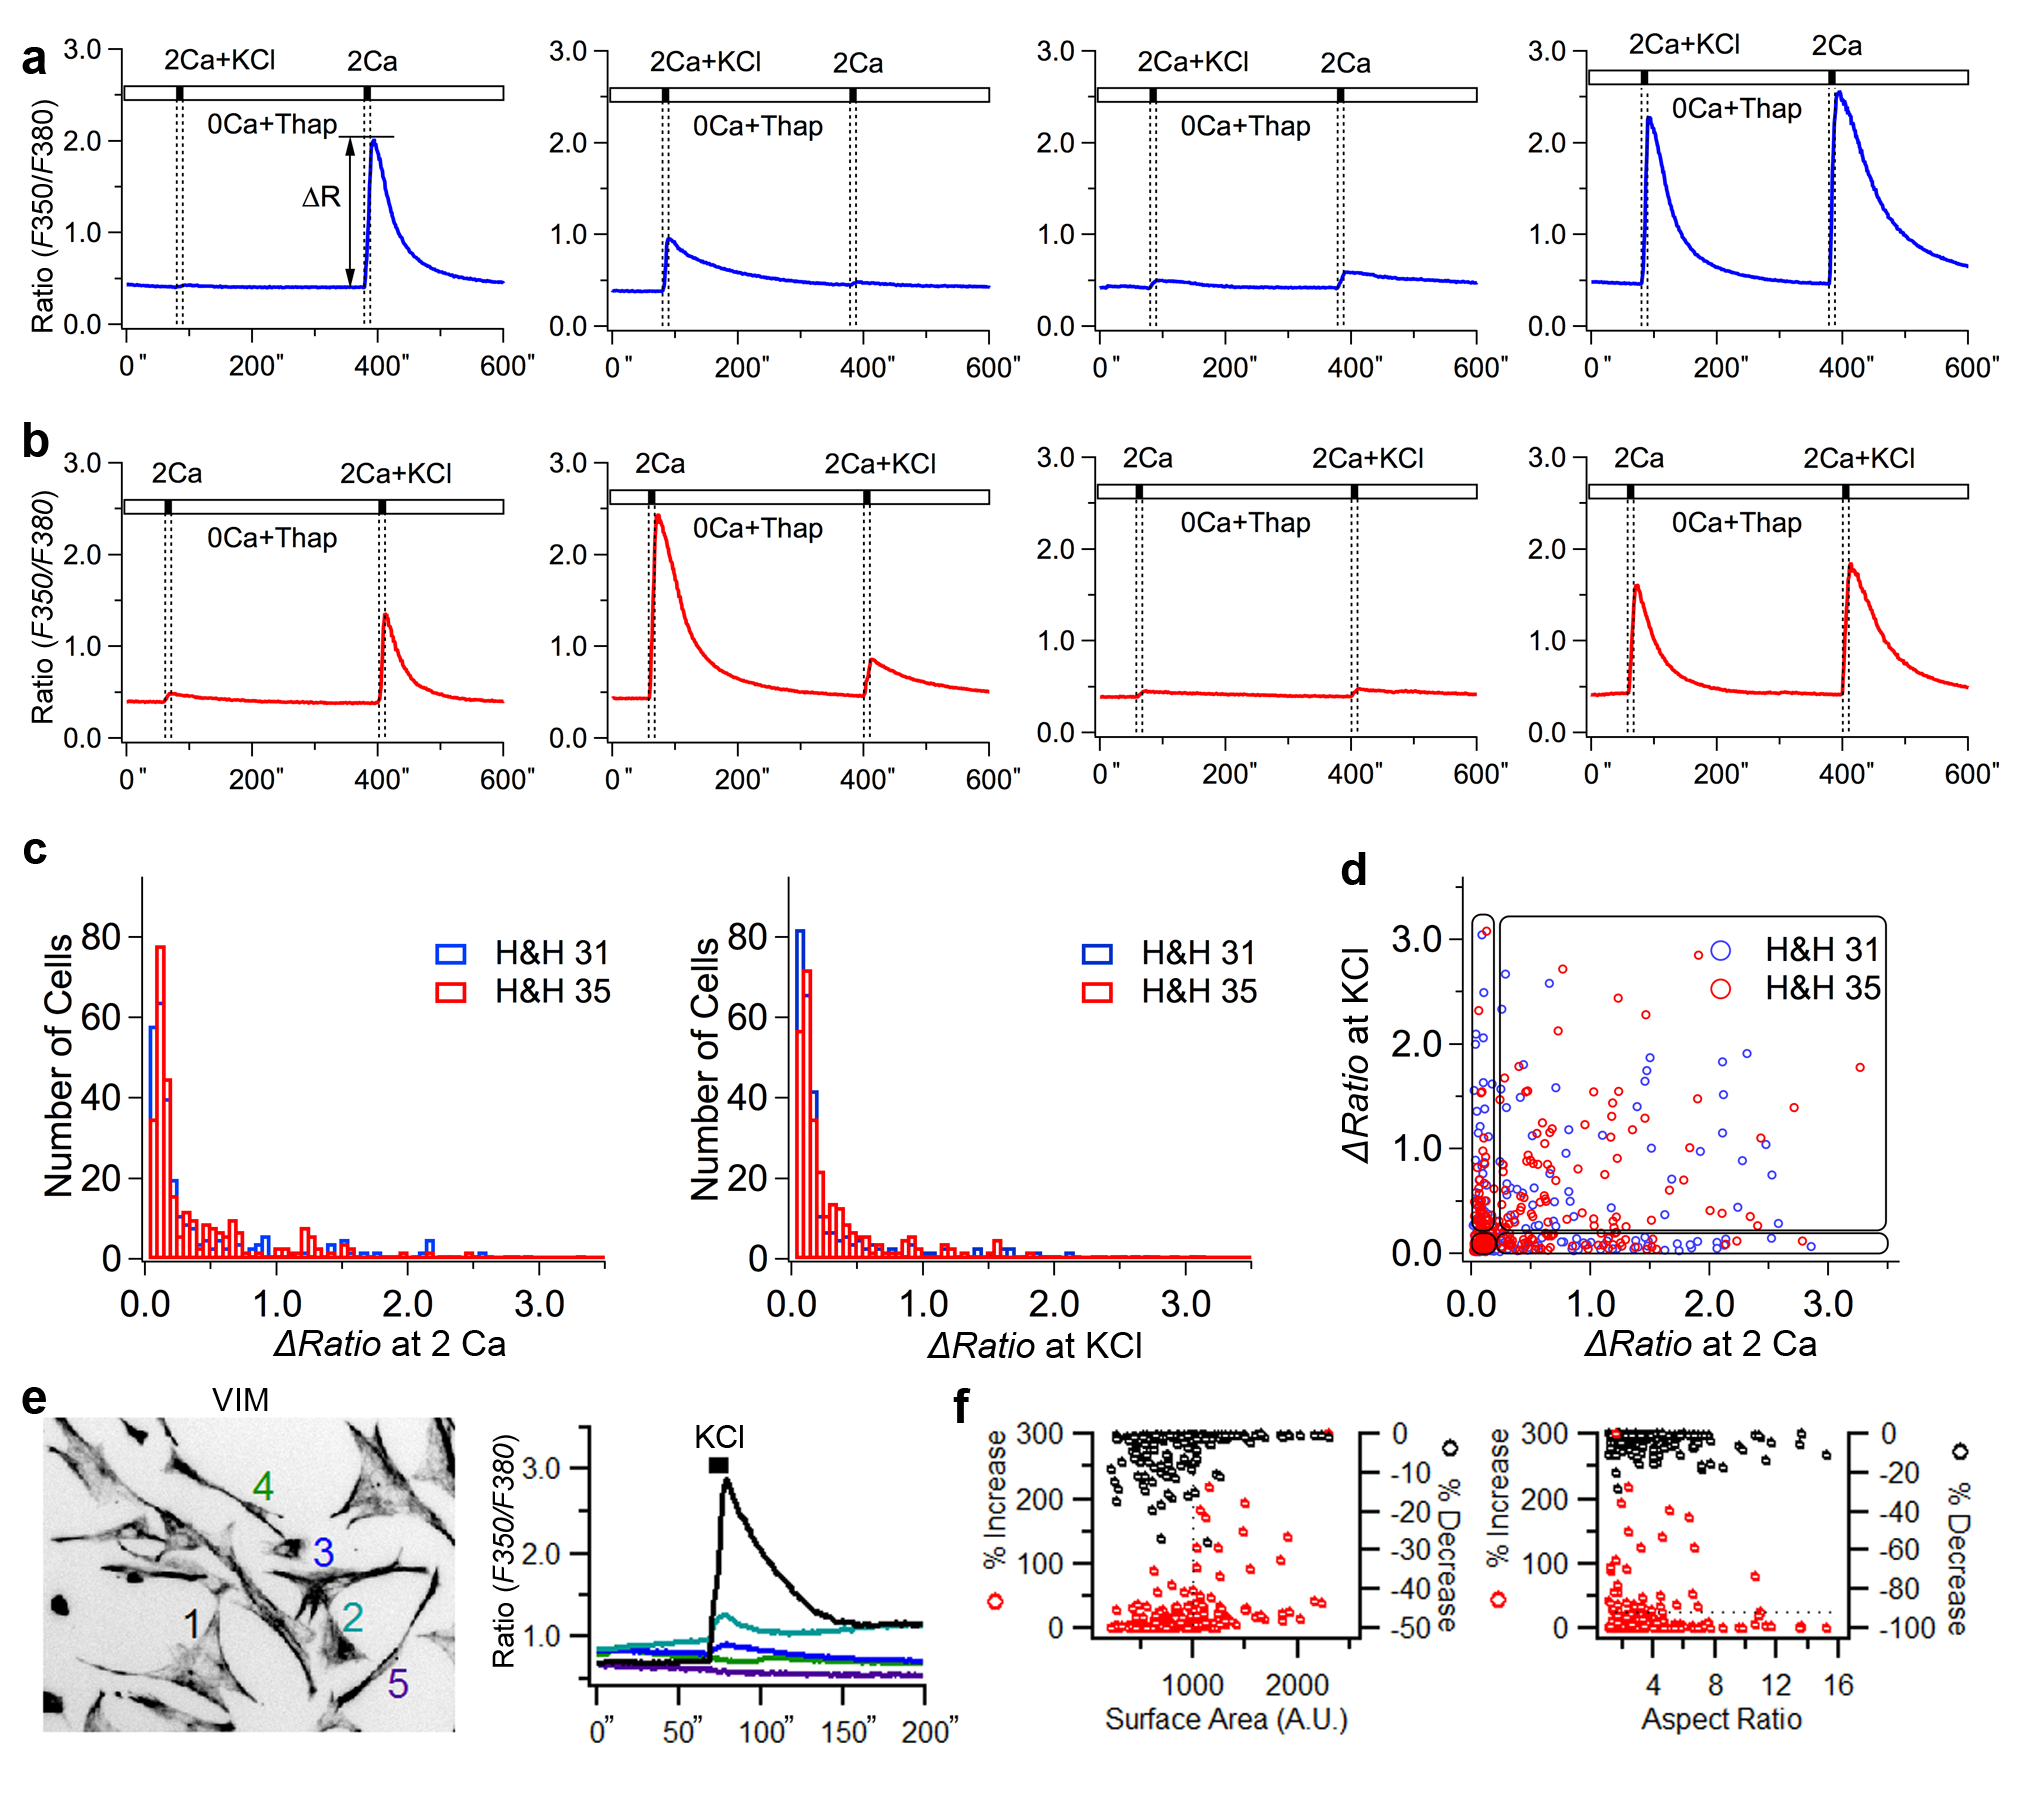

**Supplementary Figure 7 |** Heterogeneous subpopulations of mesenchymal cells with distinct channel profiles. (**a**) Cytosolic free Ca^2+^ levels in single H&H 31 mesenchymal cells were measured using AM-Fura-2 dyes. The ratios of Fura-2 fluorescence emission intensity at excitation wavelength of 350 nm (*F350*) to *F380* were calculated as readouts of change in Ca^2+^ levels. ” in x-axis denotes seconds. To deplete the ER Ca^2+^ store, cells were incubated in 0 mM Ca^2+^ solution including 5 µM Thapsigargin for 5 to 10 min before recordings. Sequential application of 100 mM KCl solution (including 2 mM Ca^2+^) and 2 mM Ca^2+^ solution without KCl was used to distinguish cells expressing VGCCs and/or CRAC channels (n = 293). The application sequence of the two solutions was randomly chosen throughout the recordings. (**b**) Dissociated mesenchymal cells from H&H 35 skins also had heterogeneous response patterns (n = 312). (**c**) Quantification of cell response strength to Ca^2+^ alone or KCl solution. *∆Ratio* is the change in ratio between the peak response ratio and baseline ratio. (**d**) Scatter plot indicates highly heterogeneous expression and/or activity of VGCCs and CRAC channels in mesenchymal cells. (**e**) Mesenchymal cells were identified by vimentin staining after Ca^2+^ measurements. Fast application of KCl solution for 10 s induced immediate Ca^2+^ responses. Five cells labeled as colored numbers were chosen to plot the ratios. (**f**) Scatter plots of Ca^2+^ responses vs. surface area (n = 151) or aspect ratio (n = 151).

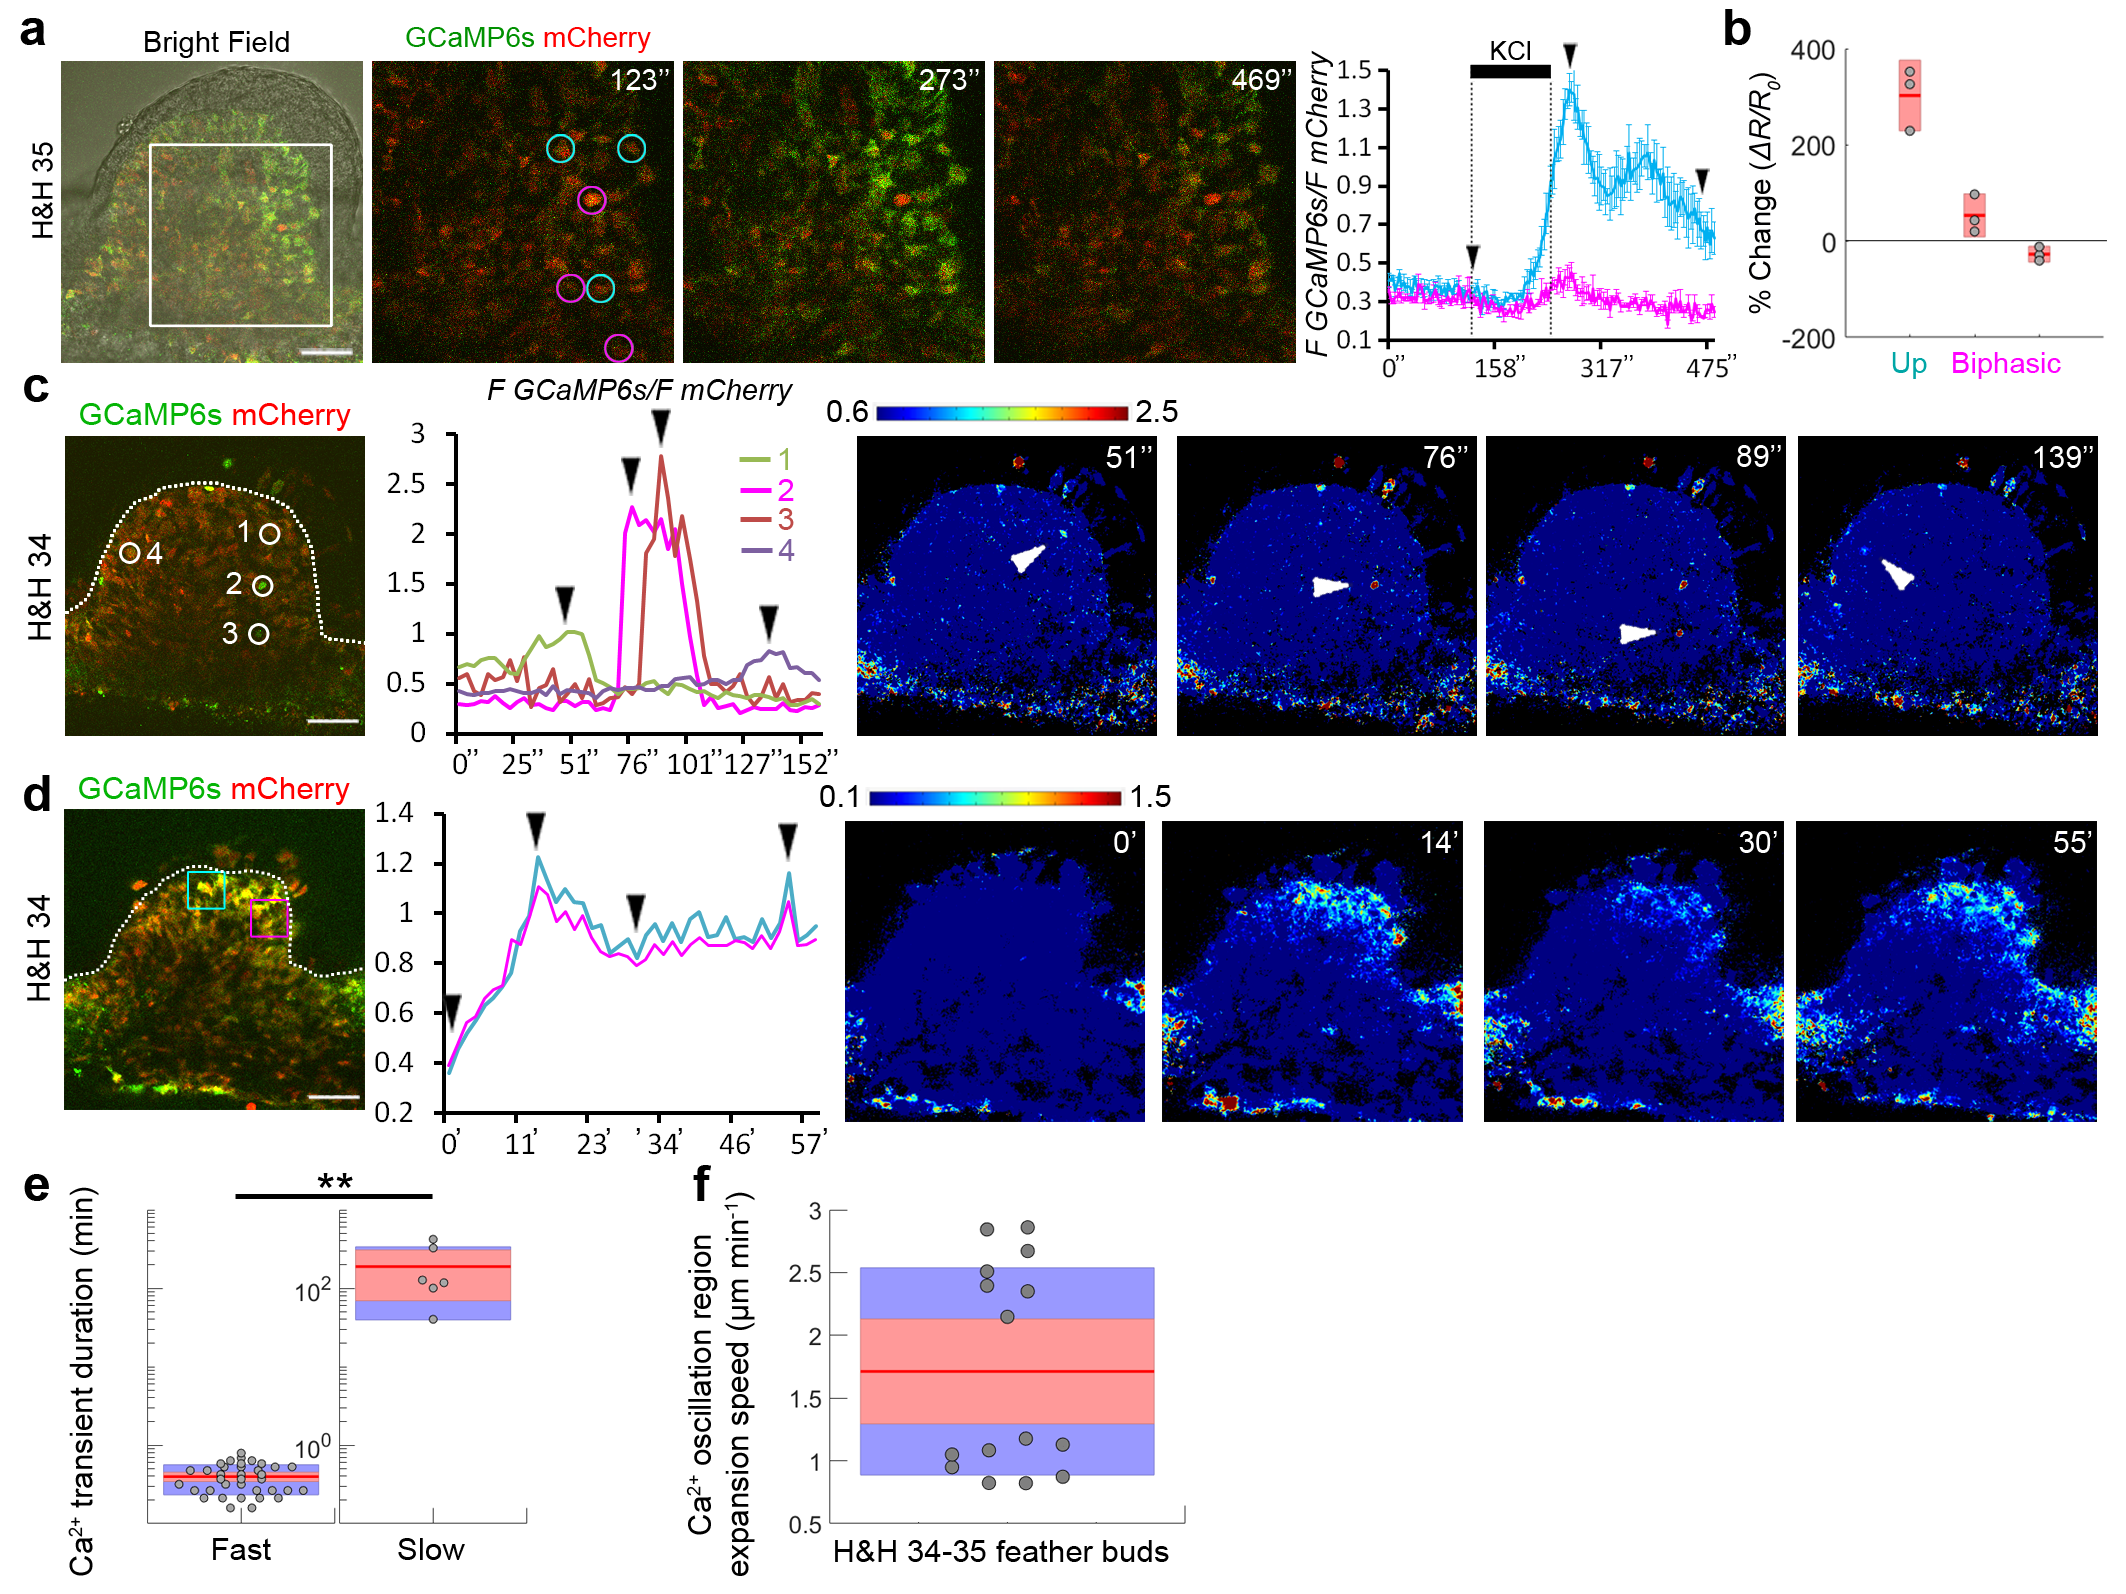

**Supplementary Figure 8 |** Heterogeneous patterns of KCl-induced and feather endogenous Ca^2+^ transients. (**a**) Representative recording showing heterogeneous mesenchymal KCl response in H&H 35 skin stripes. Enlarged images of the ROI (rectangle) are shown at three time points. Cyan circles denote cells with notable KCl-induced Ca^2+^ increases; Magenta circles denote cells with biphasic responses. Averaged *F GCaMP6s/F mCherry* ratio in these cells (n = 3 for each group) are shown in the line plot. Arrowheads highlight the three time points. ’’ denotes seconds. Data are presented as Mean ± s.e.m. Scale bar, 50 μm. (**b**) Relative cytosolic Ca^2+^ changes in different responses (n =3 for each type). Customized boxplot: Mean (red) ± s.d. (pink), 95% confidence interval (violet). Dots denote individual data points. (**c**) Representative recording of fast Ca^2+^ transients in H&H 34 skin stripes. Circles denote the ROIs used for producing the *F GCaMP6s/F mCherry* ratio plot. Ratiometric images were shown at selected time points (arrowheads). ’’ denotes seconds. (**d**) Representative recording of slow Ca^2+^ oscillations in H&H 34 skin strips. Dotted line highlights the epithelial-mesenchymal boundary. ROIs are established at anterior (cyan rectangle) and posterior (magenta rectangle) feather mesenchyme to plot *F GCaMP6s/F mCherry* ratio. Ratiometric images were shown at selected times (arrowheads). ’ denotes minutes. Scale bar, 50 μm. (**e**) Duration of fast (n = 36) and slow (n = 5) Ca^2+^ transients measured in skin stripes and explants at H&H 34-35. ** *P* < 0.01 (Wilcoxon Rank Test). (**f**) Expansion speed of the Ca^2+^ oscillation region in feather mesenchyme (n = 15).

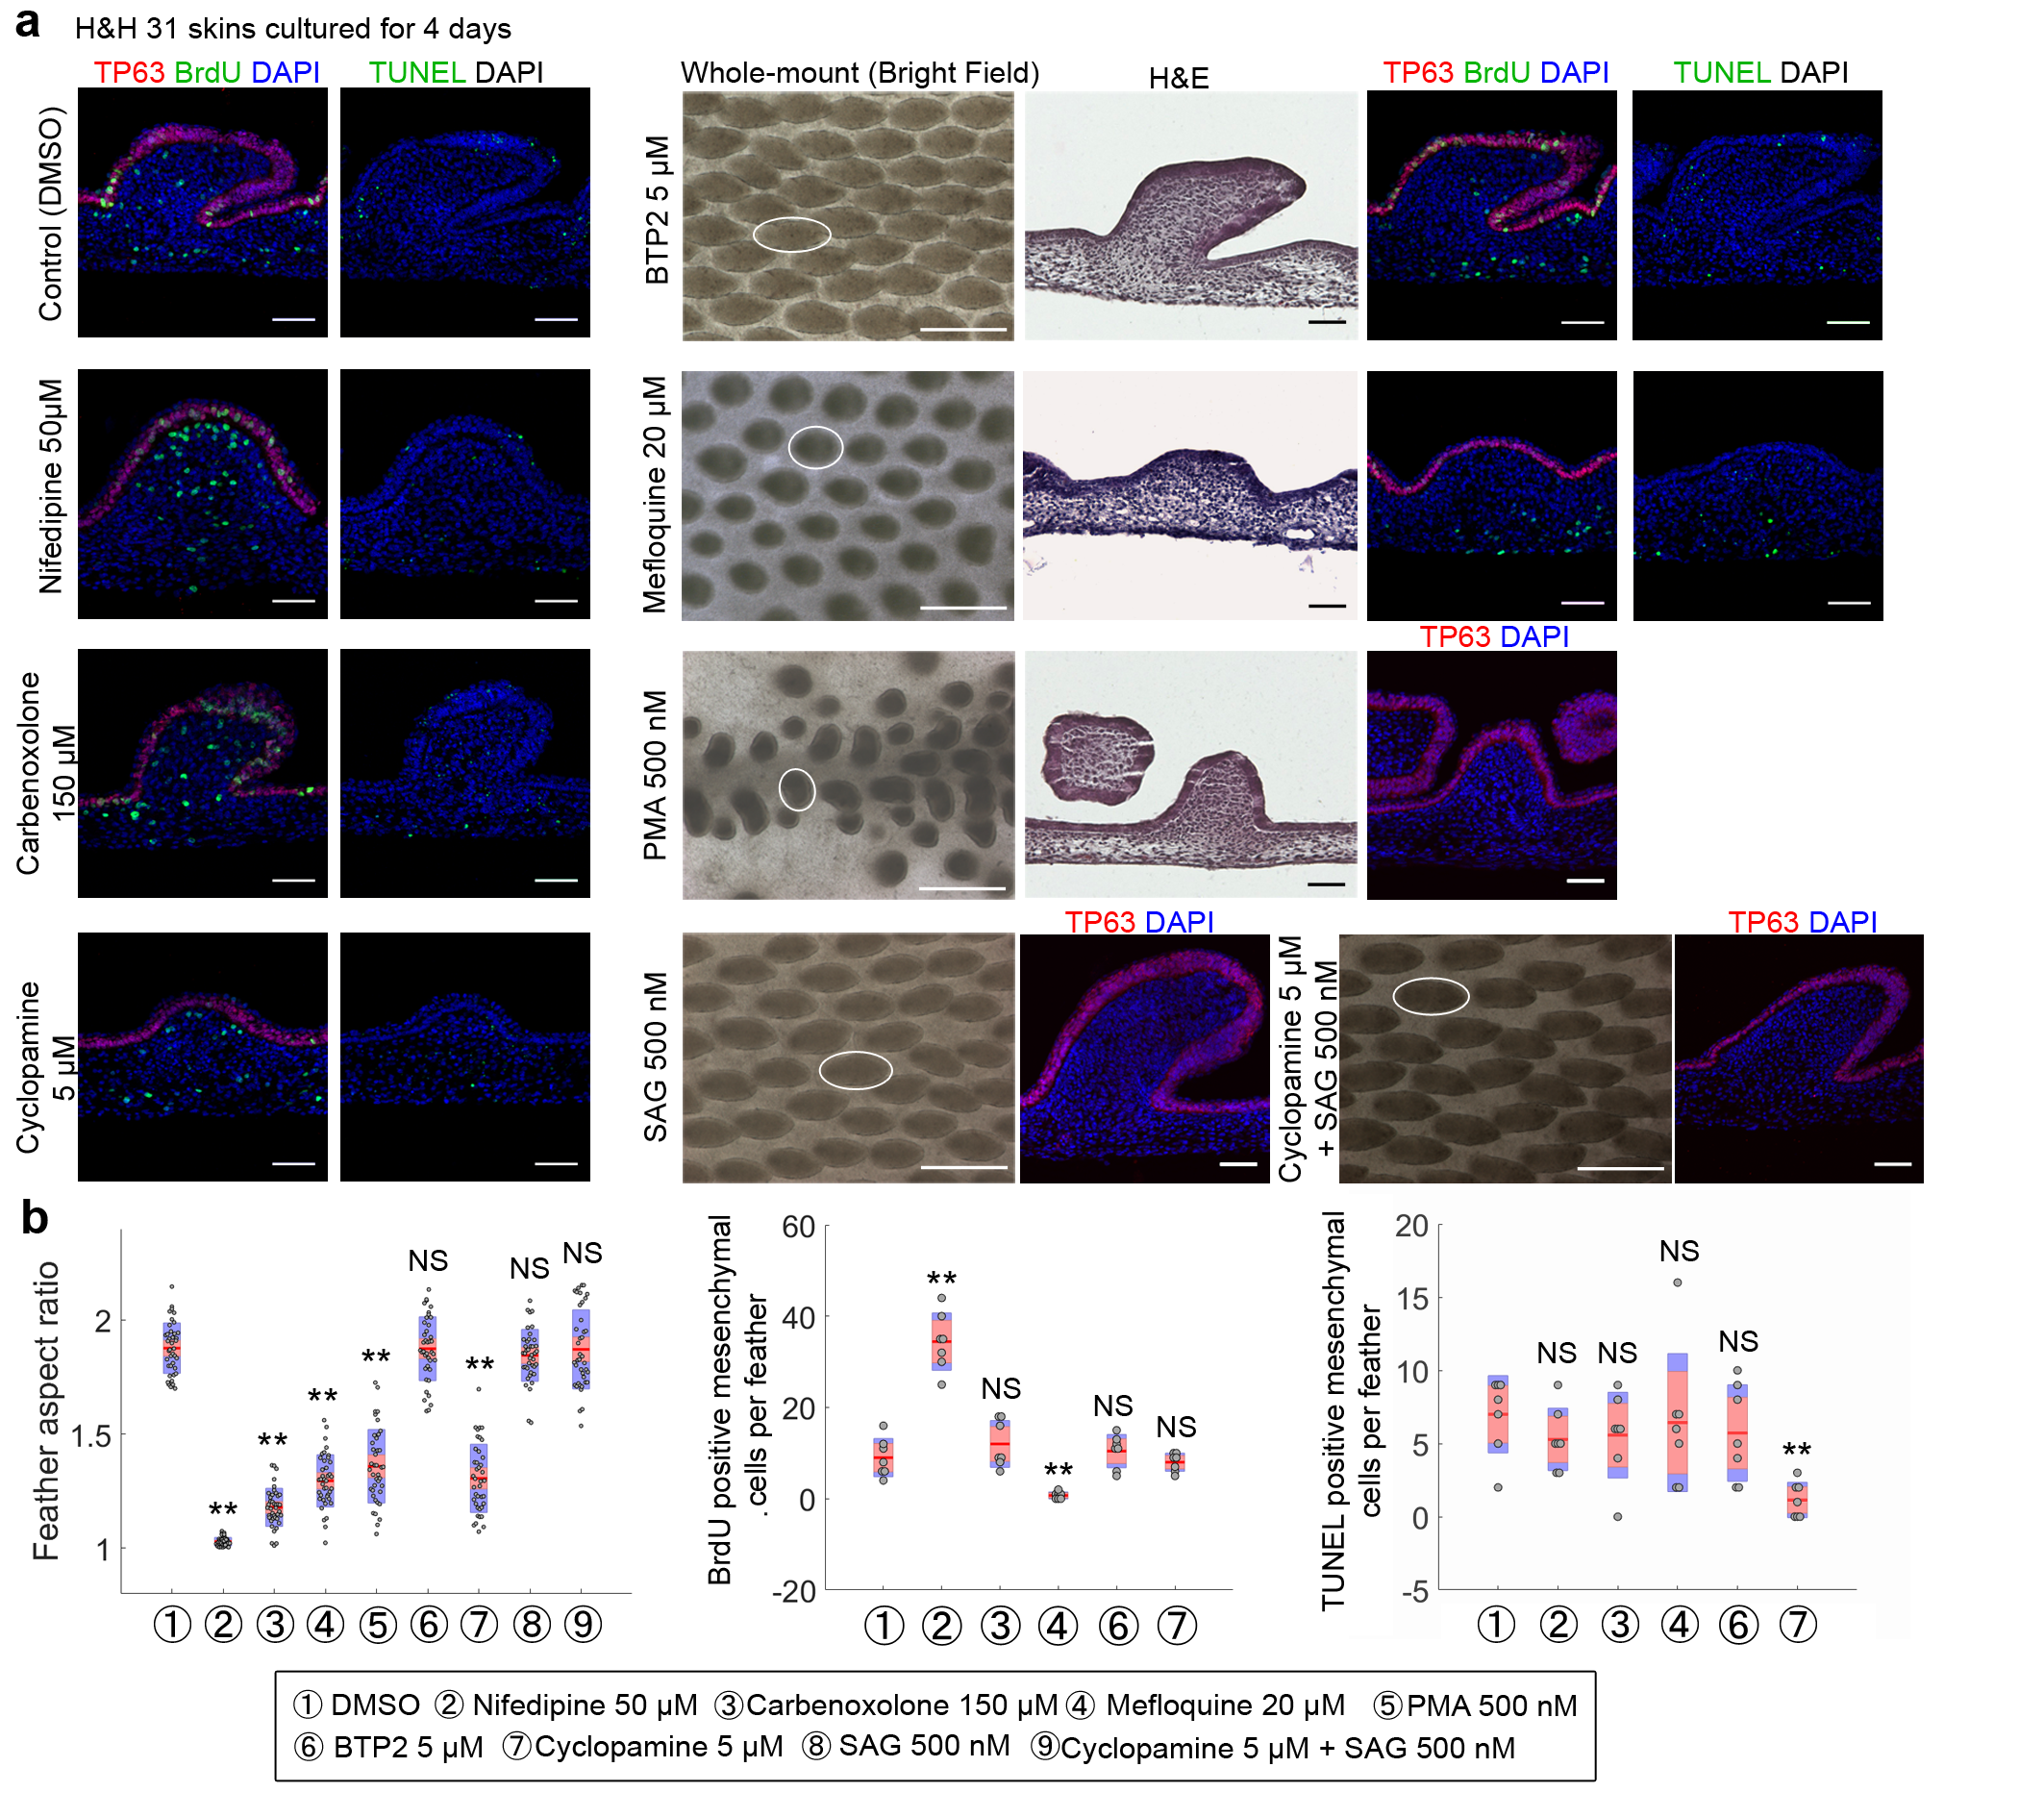

**Supplementary Figure 9 |** Cell proliferation and apoptosis in feather buds. (**a**) In control skins, feather buds became elongated filaments oriented along the original body anterior-posterior (A-P) axis. Mesenchymal cell proliferation (2 hr BrdU labeling) and apoptosis (TUNEL) occurred sparsely (n = 10/10). Nifedipine -treated skins had shorter feather buds without apparent A-P polarity while cell proliferation increased (n = 8/8). Carbenoxolone inhibited feather elongation and caused abnormal feather polarity without significantly affecting mesenchymal cell proliferation and apoptosis (n = 8/8). Cyclopamine-treated skins had extremely short feather buds without significant impact on mesenchymal cell proliferation. Meanwhile cell apoptosis decreased (n = 8/8). The phenotype was rescued by SAG in the presence of Cyclopamine (n = 4/4). SAG alone caused no discernable changes of feather morphology (n = 4/4). BTP2 did not produce notable changes of feather morphology (n = 8/8). Mefloquine inhibited feather elongation and mesenchymal cell proliferation. PMA inhibited feather elongation and caused abnormal feather orientation. Ellipses highlight changes of feather aspect ratio. Scale bars, 500 μm (whole-mount skin), 50 μm (section). (**b**) Quantification of feather bud aspect ratio (n = 40), proliferation and apoptosis in feather mesenchyme (n = 8). Customized boxplot: Mean (red) ± s.d. (pink), 95% confidence interval (violet). Dots denote individual data points. ** *P* < 0.01. NS, not significant (Wilcoxon Rank Test). H&E: Hematoxylin & Eosin staining. TP63 staining highlights feather epithelium. DAPI staining highlights nuclei.

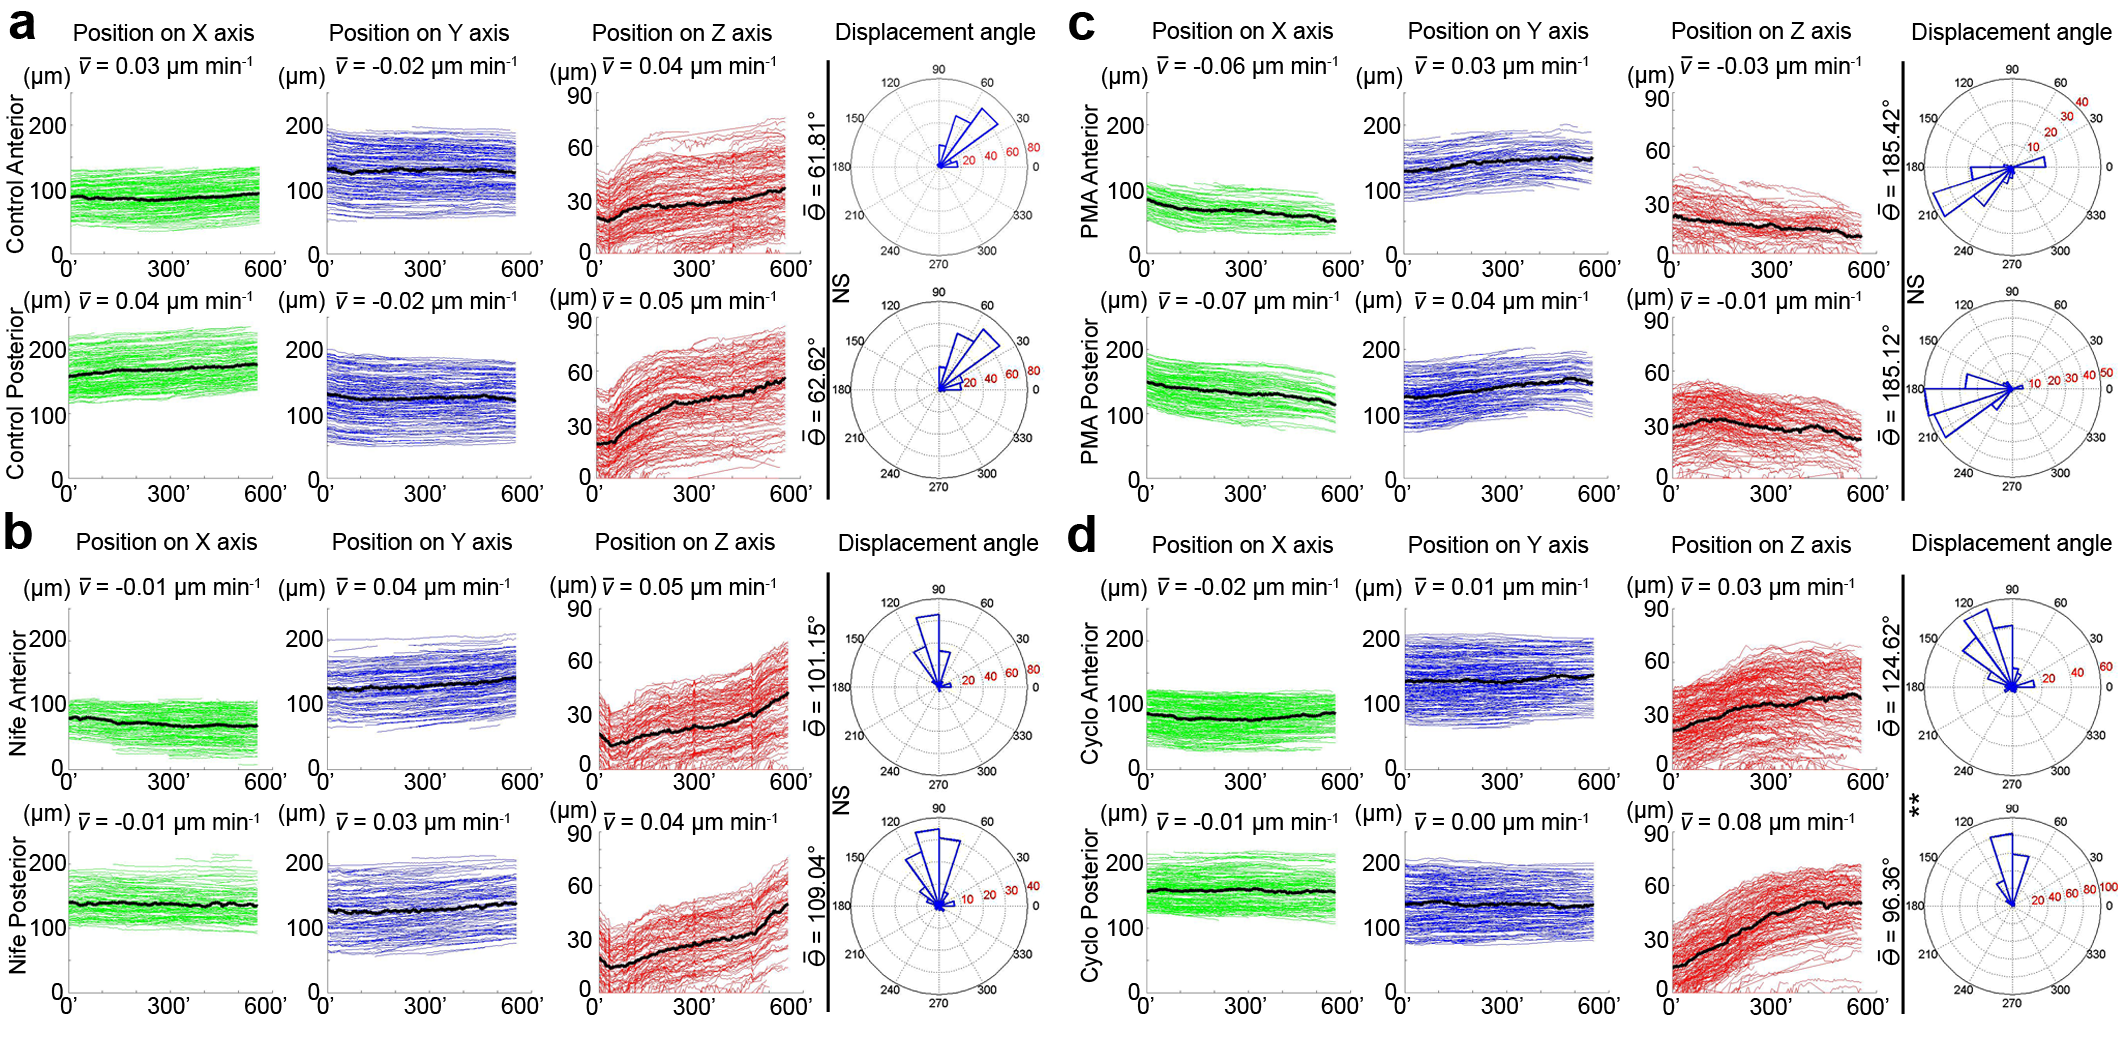

**Supplementary Figure 10 |** Differences of cell movement patterns in anterior and posterior halves of feather mesenchyme upon different treatments. (**a**) Plotting cell position along the X, Y, and Z axes over time in the anterior and posterior mesenchyme of control feather buds. ‘ in X axis denotes minutes. Black line is the averaged cell position over time. The averaged velocities are shown above the plots. Angle histogram plots illustrate the directions of cell displacement and the mean displacement angles are underlined. Both anterior (n = 180) and posterior (n = 198) halves of feather mesenchyme cells moved upward and posteriorly. The posterior population moved faster than the anterior counterpart. (**b**) In Nifedipine-treated skins, both anterior (n = 177) and posterior (n = 139) populations of feather mesenchymal cells moved upward but not posteriorly. (**c**) In PMA-treated skins, both anterior (n = 117) and posterior (n = 161) populations of mesenchymal cells moved downward and anteriorly. (**d**) In Cyclopamine-treated skins, the anterior population (n = 237) moved upward and anteriorly. The posterior population (n = 193) mainly moved upward. Their averaged displacement angles had statistically significant differences. ** *P* < 0.01. NS, not significant (Watson’s U^2^ test).

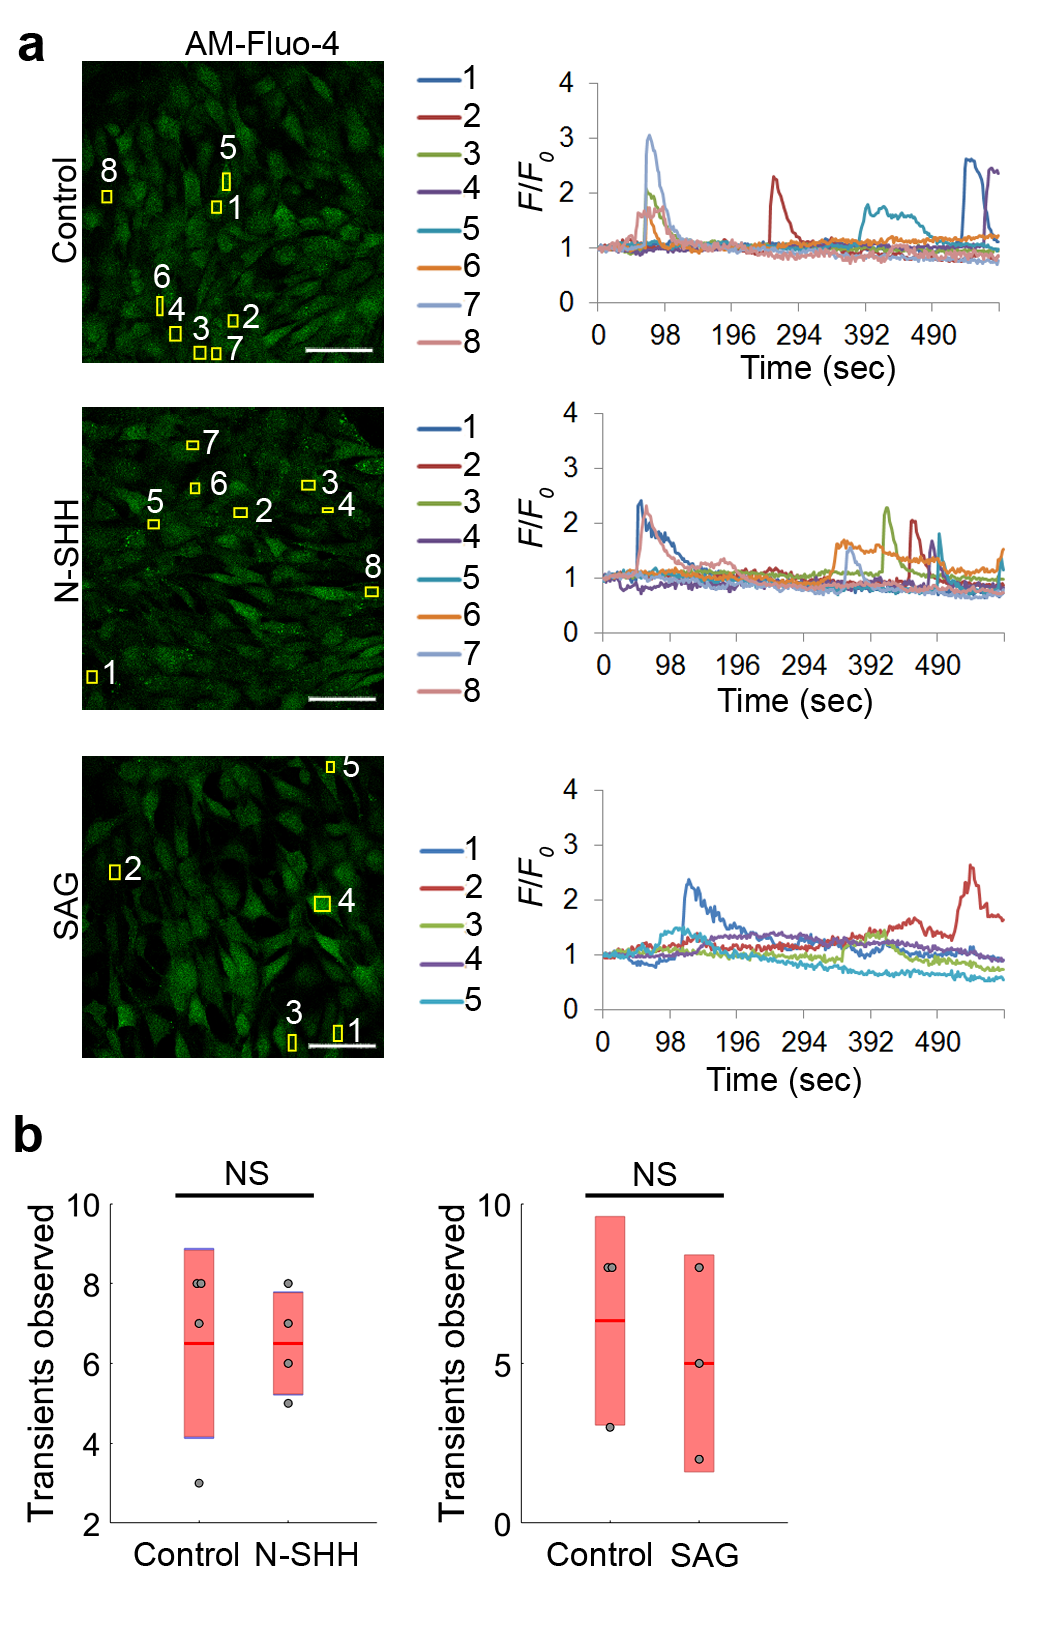

**Supplementary Figure 11 |** Activating SHH signaling did not significantly increase Ca^2+^ transients in cultured H&H 34 mesenchyme cells. (**a**) Cultured H&H 34 skin mesenchyme cells were labeled with AM-Fluo-4 Ca^2+^ indicator for 30 min and then pretreated with HBSS (control), 0.25 μM SHH N-terminal peptide, or 500 nM SAG for 20 min before imaging. ROI analysis was done on the spiking cells (yellow rectangles) to characterize the timing and fold of Ca^2+^ level changes. *F* represents the Fluo-4 fluorescence intensity averaged in the ROI and *F_0_* is the averaged Fluo-4 intensity from the first 4 seconds of the recording. Scale bar, 50 µm. (**b**) The spontaneous Ca^2+^ transients observed during the 10 min recording did not show significant differences between the recordings obtained in HBSS (Control, n = 4 recordings), SHH N-terminal peptide (n = 4), or SAG treated cells (n = 3). Customized boxplot: Mean (red) ± s.d. (pink). Dots denote individual data points. 95% confidence interval (violet). NS, not significant (Wilcoxon rank test).

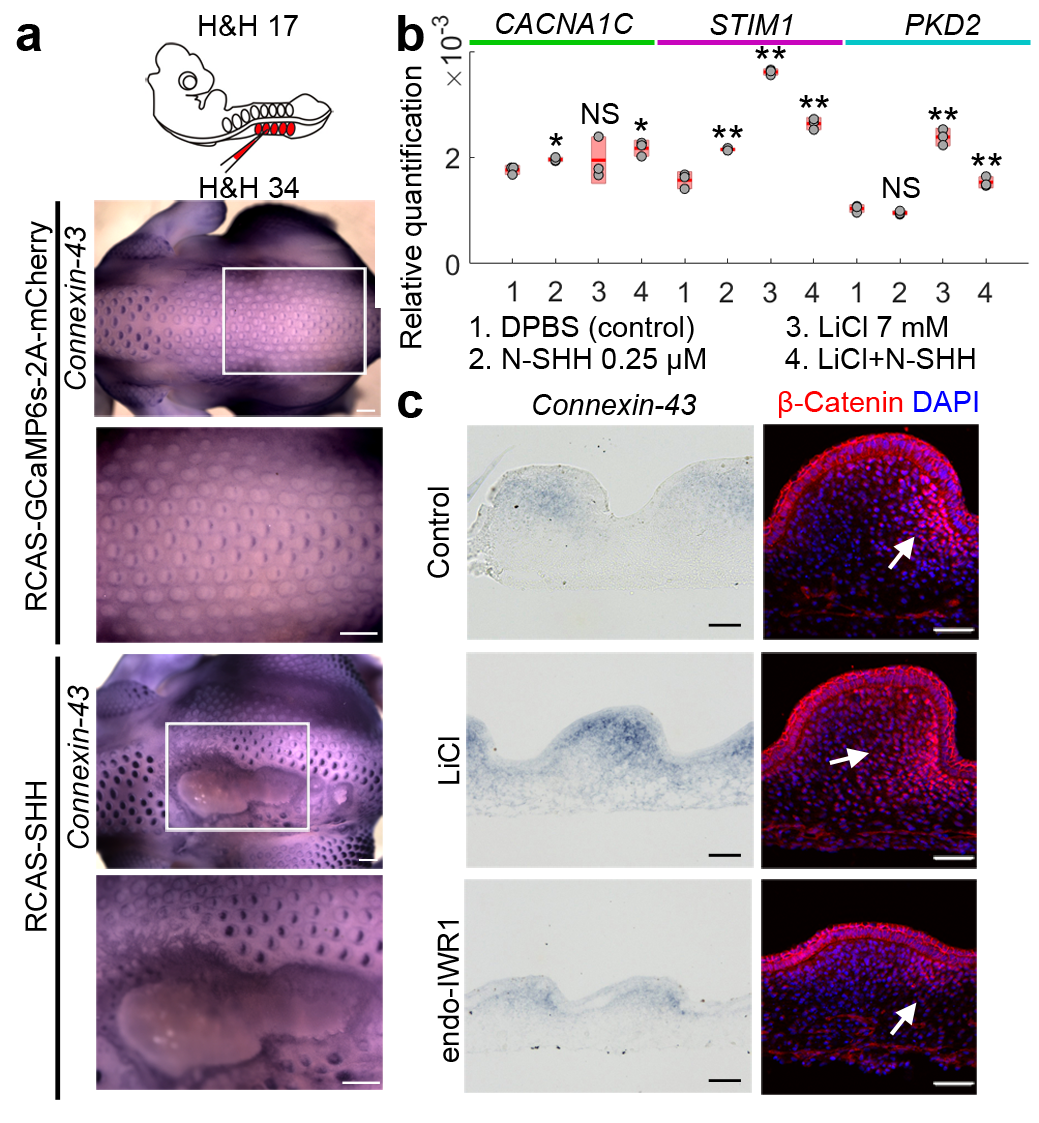

**Supplementary Figure 12 |** Influence of WNT and SHH signaling on the expression of Ca^2+^ related channels. (**a**) Injection of RCAS-GFP virus in the left half of the embryo produced no discernable changes of feather morphology or *Connexin-43* expression (n = 10/10). RCAS-SHH injection caused severe defects in skin and muscle development (n = 6/6), making it hard to evaluate its impact on feather development or *Connexin-43* expression. White rectangles highlight magnified regions. Scale bar, 500 µm. (**b**) qPCR results of Ca^2+^ related channels after 24 hr treatment with 0.25 µM mouse SHH N-terminal peptide, 7 mM LiCl (activates WNT signaling), or both reagents. With both SHH protein and LiCl present, expression of *STIM1* and *PKD2* were both upregulated. However, the fold change is smaller than SHH or LiCl alone. Customized boxplot: Mean (red) ± s.d. (pink), 95% confidence interval (violet). Dots denote individual data points. * *P* < 0.05, ** *P* < 0.01. NS, not significant (n = 3, two-sample Student’s t test). (**c**) Treating explant cultures from H&H 31 skins for 48 hrs with 7 mM LiCl elevated *Connexin-43* expression and the number of nuclear β-Catenin positive mesenchymal cells (arrows), while 10 μM endo-IWR1 (a WNT/β-Catenin signaling antagonist) treatment had the opposite effect (n = 4/4).

**Supplementary Table 1 |** Mesenchymal cell movement parameters in 4D imaging.

|  | Control | Control Anterior | Control Posterior | Nifedipine | Nifedipine Anterior | Nifedipine Posterior | PMA | PMA Anterior | PMA Posterior | Cyclopamine | Cyclopamine Anterior | Cyclopamine Posterior | Carbenoxolone |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Total number of cells tracked | 378 | 180 | 198 | 316 | 177 | 139 | 278 | 117 | 161 | 430 | 237 | 193 | 427 |
| Averaged track length (µm) | 61.23 | 60.07 | 62.28 | 68.78 | 65.47 | 73 | 57.39 | 52.42 | 61.01 | 64.34 | 60.3 | 69.3 | 74.14 |
| Averaged track straightness | 0.39 | 0.34 | 0.44 | 0.36 | 0.4 | 0.32 | 0.5 | 0.48 | 0.51 | 0.36 | 0.29 | 0.45 | 0.47 |
| Averaged cell displacement | 21.04 | 18.03 | 23.79 | 21.12 | 21.32 | 20.86 | 24.44 | 21.02 | 26.93 | 20.31 | 14.02 | 28.03 | 33.5 |
| Averaged cell velocity* (µm min^-1^) | 0.07 | 0.05 | 0.08 | 0.07 | 0.08 | 0.07 | 0.09 | 0.09 | 0.1 | 0.07 | 0.05 | 0.09 | 0.1 |
| Averaged cell speed* (µm min^-1^) | 0.18 | 0.17 | 0.2 | 0.22 | 0.22 | 0.22 | 0.2 | 0.2 | 0.2 | 0.19 | 0.18 | 0.2 | 0.19 |

*Velocity is displacement divided by time. Speed is track length divided by time.

**Supplementary Table 2 |** Primers used for subcloning, *in situ* hybridization and RT-qPCR

| Gene | Application | Forward primer sequence | Reverse primer sequence |
| --- | --- | --- | --- |
| *GCaMP6s* | Subcloning | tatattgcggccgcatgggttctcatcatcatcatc | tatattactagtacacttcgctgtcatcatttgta |
| *GBS-GFP* | Subcloning | tggtatcgataagcttgattcgagga | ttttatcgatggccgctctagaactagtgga |
| *cSTIM1* | Subcloning | tttaagcttgaatcacactgcagctgggc | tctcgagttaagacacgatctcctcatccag |
| *mCherry-LOV-cSTIM1* | Subcloning  (BP reaction) | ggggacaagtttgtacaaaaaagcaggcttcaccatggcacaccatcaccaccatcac | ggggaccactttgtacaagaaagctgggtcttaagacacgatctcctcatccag |
| *shRNA-Connexin-43* | Subcloning | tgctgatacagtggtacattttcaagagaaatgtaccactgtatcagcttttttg | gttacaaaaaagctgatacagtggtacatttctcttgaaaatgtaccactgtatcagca |
| *CACNA1C* | *In situ* | agacagaaaaaccagggcgt | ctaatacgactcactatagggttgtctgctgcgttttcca |
| *CACNA1G* | *In situ* | caccactcatcatccacacc | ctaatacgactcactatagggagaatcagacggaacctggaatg |
| *CACNA1H* | *In situ* | tgcaagagtcacgaggattg | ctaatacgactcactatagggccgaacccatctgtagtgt |
| *CACNA2D2* | *In situ* | atcaatttccgtgagccggt | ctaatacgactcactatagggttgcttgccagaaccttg |
| *CACNG3* | *In situ* | ttcctgaggatgcggactac | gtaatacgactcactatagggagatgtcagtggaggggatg |
| *Connexin-43* | *In situ* | agagctcaaggtggtccaga | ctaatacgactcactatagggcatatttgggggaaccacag |
| *GJB3* | *In situ* | gctcagtggggtcaacaaat | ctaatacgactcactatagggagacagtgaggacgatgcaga |
| *GJC1* | *In situ* | ggtgctgatcgtctttcgga | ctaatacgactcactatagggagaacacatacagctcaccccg |
| *ITPR1* | *In situ* | catatgccggctctgctaca | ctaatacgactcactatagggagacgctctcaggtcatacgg |
| *ITPR2* | *In situ* | ggagcctgcgcaaaagaaaa | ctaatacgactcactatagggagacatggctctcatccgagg |
| *KCNMA1* | *In situ* | ttcgctgcaggacaaggaat | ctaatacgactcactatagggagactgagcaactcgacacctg |
| *ORAI1* | *In situ* | ggtggccatggtagaagttca | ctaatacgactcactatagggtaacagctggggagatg |
| *ORAI2* | *In situ* | gatccctccactcctgcttg | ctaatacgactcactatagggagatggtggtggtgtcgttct |
| *PANX1* | *In situ* | aatacccgattgtggagcag | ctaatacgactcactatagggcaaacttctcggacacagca |
| *PANX2* | *In situ* | ttatgcactgctggcttttg | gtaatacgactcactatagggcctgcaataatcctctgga |
| *PKD2* | *In situ* | ttgggcttcggaatggaaca | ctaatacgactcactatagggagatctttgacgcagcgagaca |
| *SHH* | *In situ* | ggaattcccag(ca)gitg(ct)aa(ag)ga(ag)(ca)(ag)i(gct)tia | tcattiatggaccca(ga)tc(ga)aaiccigc(tc)tc |
| *STIM1* | *In situ* | ccaggttagcggtgaacaat | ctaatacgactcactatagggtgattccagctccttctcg |
| *STIM2* | *In situ* | tgagttgacaacctgcttgc | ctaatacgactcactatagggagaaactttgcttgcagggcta |
| *TRPC1* | *In situ* | tggatgtggcacctgtcatc | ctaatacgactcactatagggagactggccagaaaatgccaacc |
| *TRPV2* | *In situ* | cagtgcagtgtcaaggggta | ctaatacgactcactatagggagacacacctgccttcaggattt |
| *Connexin-43* | RT-qPCR | agtgccctgggaaaacttct | ccaatagcaggattcggaaa |
| *ACTB* | RT-qPCR | gctatgaactccctgatggtc | ggactccatacccaagaaaga |
| *CACNA1C* | RT-qPCR | gctgttcttcatctacgccg | tctggaagttgttgttgcgg |
| *LEF1* | RT-qPCR | atccccagaacatccaacaa | ggaaaagtgctcatcgctgt |
| *PTCH1* | RT-qPCR | gagcagtacattgggcttcg | ctgtccaggggtttaggagg |
| *STIM1* | RT-qPCR | ggtgcagtggctcattacct | gcattgttcaccgctaacct |
| *PKD2* | RT-qPCR | atgagccatcgtctgggaac | tcaatgccatctgactgcga |

How the deposited data were processed for this re-analysis (not part of the article)

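RNA-Seq of dorsal skin of chicken embryos was measured in 8 libraries, 2 from each of H&H 31 epithelium, H&H 31 mesenchyme, H&H 35 epithelium and H&H 35 mesenchyme. The labels and Supplementary Fig. 1 call the 2 replicates of a group batches I and II. The authors trimmed single-end reads, mapped them to galGal4 in Partek Flow (TopHat2 is named in the notes deposited with the libraries) and continued in Partek Genomics Suite. They give no software versions and no gene annotation. The deposited table holds RPKM for 14642 genes and the number of alignments of each library. In it, 1994 genes are named by an identifier only, 440 are features of small or ribosomal RNA, and 22 names were turned into dates. No further scaling between libraries is stated. The unit was checked by name for the genes of the lists and of the naming rule, while the fits use all genes of the table.

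Supplementary Data 1 was compared with the table. All 102 of its genes are in the table, and 816 of 816 values match within 0.0051.

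The number of alignments lies between 22050712 and 33620383. Summed RPKM lies between 319873.0 and 367121.4. Without read counts per gene no counting error can be given, so the precision of a value is its spread between 2 libraries, given as SD, or the SE of the fit.

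Values were taken as log2(RPKM + 1). Genes with an RPKM of at least 1 in at least 2 libraries were kept, which left 11155 genes. A linear model with a mean for each of the 4 groups and no term for batch was fitted with limma 3.58.1 in R 4.3.3, with a variance prior that follows the mean (eBayes with trend). It gave 5 comparisons, which are H&H 35 minus H&H 31 in each tissue, mesenchyme minus epithelium at each stage, and the stage change in mesenchyme minus that in epithelium (the interaction term). p was adjusted by the method of Benjamini and Hochberg over the genes of a comparison, and genes with an adjusted p under 0.05 were called. All p of single genes come from limma, except where a t-test is named.

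Gene lists were written by hand from general knowledge of each gene's function, except the lists of the study's panel and of Fig. 1c. Of 36 lists, 31 had at least 5 tested members and were tested with camera in limma, with a preset correlation of 0.01 between genes and, as an alternative, with the correlation estimated from the libraries. p was adjusted over the lists of a tissue. Calls within a list were counted with p adjusted over all genes and over the list alone.

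The study's filter of its channel panel was applied as an RPKM above 1.5 in each library of the tissue, a ratio of stage means above 1.3 and an unadjusted p under 0.05. The paper names two-sample t-tests for unpaired groups in its statistics section. It does not say which test gives the P of this filter, nor whether the minimum applies to each library. Two-sample t-tests of the libraries compared were therefore added as an alternative for this filter, on log2(RPKM + 1) and on RPKM.

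The batch numbers are shared by all groups. Whether they also pair libraries was checked by the correlation between groups of the deviation of batch I from its group mean. It was 0.194 for the tissues of H&H 31, 0.316 for the tissues of H&H 35, -0.152 for epithelium and 0.033 for mesenchyme between stages, and -0.184 and 0.04 for the remaining pairs of groups. The main model has no block, as was fixed before the data were examined, and a model with a block for the batch number was run as an alternative. The 2 highest values lie between the tissues of a stage, so a model with a block of its own in each stage was added for the tissue comparisons and the interaction term.

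The samples, comparisons, lists and alternatives, except those said to be added, were fixed before the data were examined, while the values of Supplementary Data 1 had been seen in the paper. The genes named in the text follow a rule fixed with them. It takes the 10 largest rises and the 10 largest falls of each stage comparison and the 5 and 5 of each tissue comparison among called genes with a symbol, a mean RPKM of at least 2 and no overlap between the libraries compared, every gene the study names in these stages, and up to 4 called members with the largest change of each list, or 2 members where none was called. Of these the study's LEF1 is not in the table and is not analysed here.

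Alternatives fixed beforehand changed 1 choice at a time. For the counts of genes they were a pseudocount of 0.1 or 0.5, no filter, a minimum RPKM of 5, RPKM scaled to an equal sum, quantile normalization, median-ratio scaling, a block for the batch number, only the libraries compared, each gene's own variance, no trend of the variance, a fold above 1.3 as well, and leaving out each of the 8 libraries. Leaving out a library leaves its group with 1 library, which is assumed to vary like the other groups.

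The model was tested on simulated data made from each gene's mean and fitted spread, with 200 genes changed by a known amount. Of 50 genes with a log2 change of 0.5, 28 were called in epithelium and 24 in mesenchyme, and 8 for the interaction term. At a log2 change of 1 the counts were 50, 50 and 47, and at 2 and 4 all were called. Of 10955 genes with no change made, 9, 10 and 14 were called. The changed genes were drawn from those with a mean log2(RPKM + 1) above 2. The simulated noise had the spread of the fit itself and was independent between genes, with no effect shared by a preparation. Few false calls were thus built in, and they do not measure those in the data.

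Pearson's r between libraries was computed on log2(RPKM + 1). Clustering used average linkage on 1 minus r, and principal components used the kept genes. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. No exact permutation test can pass 0.05 with 2 against 2 libraries, so none was used.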

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

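The tests of scaling, the test of carried-over epithelium on cell cycle genes and the test on TFAP2C and TFAP2A were chosen after the results were seen.

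The stage change differed between the tissues in 4730 genes (2166 with the higher change in mesenchyme, 2564 with the lower) by the interaction term, which is a difference between groups under the same contrast. Of the genes that rose in epithelium, 623 fell in mesenchyme, where 446.1 would be shared if the calls were independent, and of those that fell in epithelium, 382 rose in mesenchyme, against 322.6. All of these had a called difference, which opposite calls in the same fit make nearly certain. In both tissues 451 genes rose, against 376.9, and 376 fell, against 381.9, so opposite changes were not the sole excess. With equal sum scaling the median of the difference moved by 0.152 and the calls turned from 45.8% to 59.3% higher in mesenchyme, and with median-ratio scaling it moved by 0.101.

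Among channel genes, the stage change was higher in mesenchyme than in epithelium for CACNA1H (log2 difference 1.96, adjusted p = 4.04e-05), GJA1 (1.16, whose levels are given beside its claim), GJC1 (0.822, adjusted p = 0.00110), ITPR2 (log2 difference 1.55, adjusted p = 0.000309) and PKD2 (0.97, adjusted p = 0.00145). They are genes the study names that fell in epithelium and rose in mesenchyme, and are listed for these opposite calls. Opposite calls in the same fit nearly imply the called difference that each of them had. A call in 1 tissue is lost in 1 alternative for GJA1, 8 for GJC1, 2 for ITPR2 and 9 for PKD2. Other genes the study names had a called difference without opposite calls, such as CACNG3 (3.36) and PANX2 (1.97), and ITPR1 (-0.80) and ORAI1 with the lower change in mesenchyme. ITPR2, an IP3 receptor gene, fell in epithelium from 9.32 ± 0.0926 to 4.23 ± 0.976 RPKM (SD, n = 2).

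Outside the study's channel panel, 3815 genes changed in epithelium and 4409 in mesenchyme, for which the paper shows a clustering of samples and genes (Supplementary Fig. 1) and gives no count. The largest rise was POSTN in epithelium (4.61) and MASP1 in mesenchyme (4.86), among genes named by the rule, with both H&H 35 libraries above both H&H 31 libraries.

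Of 29 cell cycle genes, 27 rose and 0 fell in epithelium, and 0 rose and 28 fell in mesenchyme. Their stage change differed between the tissues in 29 of 29 by the interaction term. Scaling between libraries is argued against by the single genes under equal sum scaling, quantile normalization and median-ratio scaling. In epithelium 26, 27 and 27 rose (median log2 change 0.543, 0.591 and 0.612), and in mesenchyme 28, 29 and 28 fell (-0.866, -0.787 and -0.853). The list also kept its camera call with median-ratio scaling and quantile normalization (highest adjusted p = 6.24e-11, over a range from 5.16e-12 in epithelium and from 4.62e-15 to 1.70e-12 in mesenchyme). Camera sets a list against all other genes, so a shift of whole libraries hardly moves it and this call cannot argue against scaling. Epithelium left on the mesenchyme at H&H 35 would carry a rise, while the list had a median log2 change of -0.918 in mesenchyme, where all 29 members had a change below 0, called or not. With an estimated correlation the list lost its camera call in both tissues (adjusted p = 0.357 in epithelium and 0.360 in mesenchyme), so that genes moving together through other influences stay open. What underlies the called difference between the tissues was not tested.

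Of 27 epithelial markers, 19 rose in mesenchyme. Scaling between libraries is argued against as the whole cause by the single genes. With equal sum and with median-ratio scaling 19 markers rose (median 0.603 and 0.609). The list kept its camera call with median-ratio scaling and quantile normalization (highest adjusted p = 2.02e-05, over a range from 2.37e-10). That call cannot argue against scaling, since camera sets the list against all other genes. Quantile normalization took the markers that rose from 19 to 13 and their median from 0.584 to 0.403, so a part may come from scaling. With an estimated correlation the list lost its call (adjusted p = 0.360), so that genes moving together through other influences stay open. Of 43 genes at least 20 times higher in epithelium and with a mean RPKM of at least 50 there, 29, or 67.4% (95% interval 51.5 to 80.9), had a larger share of their epithelial level in mesenchyme at H&H 35 than at H&H 31, where at least 90% was set beforehand for carried-over epithelium as the cause and under 75% against it. The value lies under 75% but its interval, which was added after the value was seen, does not. A constant share of carried-over epithelium would also raise markers that rose in epithelium, so a value under 75% could not speak against it. At H&H 35 the median share of the 43 genes was 1.29%. The 27 markers, some of them among the 43, stood at a median of 1.08 times the level this share gives. Over 5 times that level stood 5 of them. Carried-over epithelium and expression in mesenchyme thus cannot be told apart for the list.

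Among the 27 markers, the transcription factor genes TFAP2C and TFAP2A rose in mesenchyme. Epithelium left on the mesenchyme would bring its other abundant transcripts in the same share. In mesenchyme at H&H 35 TFAP2C and TFAP2A stood at 35.7% and 12.4% of their epithelial level, and at 8.33% or more between any 2 libraries. The 14 other markers with a mean RPKM of at least 50 in H&H 35 epithelium, with no limit on their level in mesenchyme, stood at a median of 1.33% and at 6.31% or less between any 2 libraries. This argues against carried-over epithelium as the whole cause for these 2 genes, as far as it has the composition of the H&H 35 epithelium libraries. Both H&H 35 mesenchyme libraries were above both H&H 31 mesenchyme libraries for each. Expression of TFAP2C and TFAP2A in mesenchyme at H&H 35 stays a hypothesis, since the genes were chosen after their values were seen.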

How the results depend on the processing

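The replicate block crossed between stages, the block within each stage, the t-tests and the counts without genes at least 20 times higher in the other tissue were chosen after the data were seen. Counts of genes stayed within 1.5 times their value in the 12 alternatives fixed with the comparisons, at 2683 to 3870 in epithelium and 3114 to 4424 in mesenchyme. The tissue comparisons gave 5092 to 6952 at H&H 31 and 6038 to 8025 at H&H 35, and the interaction term 3359 to 4710 (3651 to 4636 with a library left out). For the stage changes, leaving out a library gave 2476 (without H&H 31 epithelium I) to 4112 and 2791 (without H&H 31 mesenchyme II) to 4536. The crossed block gave 4316 and 4977, the replicate block within each stage 7078 and 7987 for the tissue comparisons and 5586 for the interaction term, and leaving aside genes of the other tissue 3793 and 4368. With an estimated correlation 0 lists were called in epithelium and 0 in mesenchyme by camera (lowest adjusted p 0.336 and 0.360; 3 and 2 at an unadjusted p under 0.05), where the preset correlation called 12 and 14. Median-ratio scaling called 9 lists in mesenchyme, and leaving out a library gave 10 to 13 lists in epithelium and 9 to 14 in mesenchyme. Taking the higher stage mean as the minimum RPKM passed 25 and 26 channel genes, by construction a wider filter, and leaving out a library gave 14 to 17 and 14 to 19. Two-sample t-tests, with the spread of 2 libraries per stage alone, passed 10 in epithelium and 11 in mesenchyme on log2(RPKM + 1) and 10 and 10 on RPKM. Replicate correlations were 0.989 in H&H 31 epithelium, 0.990 in H&H 31 mesenchyme, 0.989 in H&H 35 epithelium and 0.986 in H&H 35 mesenchyme with a pseudocount of 0.1, and 0.994, 0.984, 0.992 and 0.996 with no log. Over kept genes they were 0.992 in H&H 35 epithelium and 0.988 in H&H 35 mesenchyme. Of 299 called values of named genes, 246 kept direction and call in every alternative fixed with the comparisons, and 0 changed sign. Changes of sign, 27 in all over these alternatives, were of values called in neither fit. The interaction term needs all libraries, so it has no fit of only the libraries compared. Unless stated, the cause was not tested.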

Differences from the paper's values

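The two-sample t-tests of this part were added after the counts were seen.

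The paper's Fig. 1c draws about 10 channel genes for epithelium, read by eye, where 16 pass the same thresholds here, and about 10 for mesenchyme in Fig. 1c, read by eye, where 17 pass. The paper names two-sample t-tests for unpaired groups in its statistics section, but does not say which test gives this P or whether the minimum RPKM holds in each library. With two-sample t-tests in place of limma the epithelium count is 10 on log2(RPKM + 1) and 10 on RPKM, of which 9 are drawn. The mesenchyme count is 11 and 10, of which 10 are drawn (on RPKM the same 10 genes). The choice of test can thus account for the gap in number. In epithelium it does not give the same genes, since CACNG3 is drawn and does not pass while SCNN1B passes and is not drawn. Other readings of the minimum RPKM were not combined with the t-tests. Of the alternatives set before the data were examined, the epithelium count comes within 1.5 times the paper's with p adjusted over all genes (15), no log (15), only the libraries compared (14), without H&H 31 epithelium II (14) and without H&H 35 epithelium I (15). It does not with the minimum on the lower stage mean (16), the higher stage mean (25) or the mean of the libraries (21), p adjusted over the panel (16), own variance (16), a pseudocount of 0.1 (16), the replicate block (17), median-ratio scaling (16), quantile normalization (16) or without any other library (16 to 17). The mesenchyme count comes within that range with p adjusted over all genes, p adjusted over the panel, own variance, no log, quantile normalization, without H&H 31 mesenchyme I and without H&H 35 mesenchyme I (14 in each). It does not with the minimum on the lower stage mean (19), the higher stage mean (26) or the mean of the libraries (23), a pseudocount of 0.1 (16), the replicate block (17), only the libraries compared (16), median-ratio scaling (18) or without any other library (16 to 19).

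Of the genes drawn in Fig. 1c, 9 of 10 for epithelium and 10 of 10 for mesenchyme pass here. CACNG3 is drawn for epithelium and does not pass with limma or the t-tests, since its lowest library has an RPKM of 1.15, and it passes with the minimum on the higher stage mean, with the minimum on the mean of the libraries and without H&H 35 epithelium I. Genes that pass with limma and are not drawn are CACNA2D2, GJB6, P2RX4, PKD2, SCN3B, SCNN1B and TRPM1 in epithelium and CACNB1, GJA4, GJA5, ORAI1, P2RX4, P2RY1 and PANX1 in mesenchyme. With the t-tests these are SCNN1B in epithelium and, on log2(RPKM + 1), GJA4 in mesenchyme.

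The paper states no variation between stages for ORAI1 in feathers. It does not say whether this rests on in situ hybridization or RNA-Seq. Its primer list holds ORAI1 for in situ hybridization and not for RT-qPCR. In RNA-Seq of the whole tissue ORAI1 fell in mesenchyme here (log2 change -0.41, adjusted p = 0.0280 from limma, both H&H 35 libraries below both H&H 31 libraries). In epithelium it did not pass (0.29, adjusted p = 0.103). The call in mesenchyme is lost with equal sum scaling (0.0732), median-ratio scaling (0.0518), only the libraries compared (0.0614), own variance (0.0632), and without H&H 31 mesenchyme I (0.146), H&H 31 mesenchyme II (0.0817) or H&H 35 mesenchyme I (0.133).

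In Supplementary Fig. 3b the paper's RT-qPCR shows STIM1 and CACNA1C lower at H&H 35 in epithelium. In RNA-Seq, STIM1 in epithelium has a log2 change of 0.05 (adjusted p = 0.769) and CACNA1C of 0.04 (adjusted p = 0.867), neither past the test, and their signs change in some alternatives. CACNA1C stands in epithelium at 0.0351 RPKM at H&H 31 and 0.0609 at H&H 35. At this level log2(RPKM + 1) leaves almost no room for a fall, so its value cannot be set against the RT-qPCR. GJA1 (-0.70) and PKD2 (-0.35) have the direction of the RT-qPCR in epithelium, and the call of PKD2 is lost in 9 alternatives. The replicate correlations match those printed in Supplementary Fig. 1b.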

Other observations

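No test was chosen after a result was seen in this part.

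TYRP1, TYR and DCT, enzymes of melanin synthesis, rose in epithelium from 15.3 ± 7.34 to 82.0 ± 21.1 RPKM (SD, n = 2), from 11.3 ± 3.57 to 35.5 ± 4.58 and from 10.8 ± 0.0916 to 26.5 ± 0.303. Of 15 melanocyte markers, 7 rose and 3 fell in epithelium and 4 rose and 5 fell (4 and 6 adjusted over the list alone) in mesenchyme (camera adjusted p = 0.185 and 0.733). PPARG and CEBPA, transcription factors of fat cells, and the lipase gene LPL rose in both tissues, with log2 changes of 0.80, 2.82 and 0.82 in epithelium and 1.44, 1.45 and 1.40 in mesenchyme. Of 4 adipocyte markers, 3 rose and 0 fell in epithelium and 4 rose and 0 fell in mesenchyme, too few for camera. EDAR, the ectodysplasin receptor, fell in epithelium from 42.4 ± 2.96 to 25.0 ± 3.41 RPKM and rose in mesenchyme from 0.938 ± 0.144 to 11.2 ± 0.997. Of 6 ectodysplasin pathway genes, 1 rose and 2 fell (1 and 3 adjusted over the list alone) in epithelium and 1 rose and 2 fell in mesenchyme (camera adjusted p = 0.137 and 0.655). The WNT ligand gene WNT11 rose in epithelium from 2.81 ± 0.248 to 41.3 ± 1.23 RPKM while WNT3 fell from 23.2 ± 1.52 to 4.28 ± 0.927, and in mesenchyme WNT5A rose from 32.3 ± 1.14 to 93.3 ± 18.8 and WNT9A fell from 15.4 ± 1.97 to 2.78 ± 1.47. Of 28 WNT ligands, receptors and R-spondins, 7 rose and 12 fell in epithelium and 7 rose and 5 fell (8 and 5 adjusted over the list alone) in mesenchyme (camera adjusted p = 0.0740 and 0.655), with a median of -0.05 and a mean of 0.05 in mesenchyme. FGF10, a growth factor of mesenchyme, rose there from 3.10 ± 0.348 to 9.31 ± 2.93 RPKM. Of 20 FGF pathway genes, 2 rose and 2 fell in epithelium and 6 rose and 4 fell (6 and 5 adjusted over the list alone) in mesenchyme (camera adjusted p = 0.979 and 0.124), with a median of 0.04 in epithelium that changes sign with the scaling and camera pointing down.

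Of 17 BMP and 15 Notch pathway genes in epithelium, 6 rose and 3 fell (7 and 3 adjusted over the list alone), and 6 rose and 3 fell (camera adjusted p = 0.459 and 0.506). NOTCH1, a Notch receptor gene, rose there from 10.1 ± 1.33 to 25.1 ± 5.19 RPKM. Of 20 WNT/β-catenin targets and inhibitors in mesenchyme, 9 rose and 7 fell (10 and 8 adjusted over the list alone) (camera adjusted p = 0.413), with SFRP2, a WNT inhibitor, rising from 15.2 ± 0.0580 to 129 ± 18.4 RPKM and SP5, a WNT target, falling from 52.4 ± 1.48 to 5.42 ± 1.48. Of 16 ion pumps, exchangers and chloride channels, 2 rose and 6 fell in epithelium and 5 rose and 1 fell in mesenchyme (camera adjusted p = 0.137 and 0.124). ATP1B3, a subunit of the Na+/K+ pump, rose in epithelium from 29.3 ± 2.24 to 68.3 ± 4.70 RPKM and the cotransporter gene SLC12A2 fell from 27.2 ± 4.28 to 11.1 ± 3.19. Of 21 actomyosin and planar polarity genes, 6 rose and 3 fell in epithelium and 7 rose and 4 fell (8 and 6 adjusted over the list alone) in mesenchyme (camera adjusted p = 0.459 and 0.655), with medians of 0.06 and -0.01 that change sign with the scaling and a mean of 0.10 in mesenchyme. PRICKLE1, a planar polarity gene, rose in both tissues by 0.88 and 0.99 on the log2 scale. Of 21 genes of Ca2+ handling outside the panel, 5 rose and 1 fell in epithelium (camera adjusted p = 0.630), with a median of 0.03 that changes sign with the scaling.

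HBZ, an embryonic globin gene, fell in mesenchyme from 55.9 ± 0.729 to 4.85 ± 0.0656 RPKM. Of 8 erythroid markers, 2 rose and 1 fell in epithelium and 1 rose and 3 fell (2 and 3 adjusted over the list alone) in mesenchyme (camera adjusted p = 0.979 and 0.747), with a median of -0.07 against a mean of 0.14 in epithelium and 0.19 against -0.83 in mesenchyme. Of 11 immune cell markers, 1 rose and 2 fell in epithelium and 1 rose and 1 fell (0 and 1 adjusted over the list alone) in mesenchyme (camera adjusted p = 0.203 and 0.873), with a median of 0.15 against a mean of -0.06 in mesenchyme. TUBB3, a neuronal tubulin gene, fell in mesenchyme from 125 ± 7.57 to 44.5 ± 2.38 RPKM, and of 9 neuron and Schwann cell markers 2 rose and 3 fell there (camera adjusted p = 0.992). Of 5 cartilage markers, 2 rose and 1 fell in epithelium and 3 rose and 2 fell in mesenchyme (camera adjusted p = 0.594 and 0.655). Of 4 skeletal muscle markers, 0 rose and 1 fell in epithelium and 1 rose and 1 fell in mesenchyme, too few for camera, with a median in epithelium that changes sign with the scaling. Of 10 immediate early and heat shock genes, 2 rose and 1 fell (2 and 0 adjusted over the list alone) in epithelium and 0 rose and 2 fell in mesenchyme (camera adjusted p = 0.506 and 0.655). In epithelium, of 15 endothelial, 9 smooth muscle and 15 mesenchymal markers, 1 rose and 1 fell (0 and 0 adjusted over the list alone), 2 rose and 1 fell and 3 rose and 3 fell (4 and 4 adjusted over the list alone) (camera adjusted p = 0.979, 0.607 and 0.793).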
